# Salicylic acid-induced transcriptional reprogramming by the HAC–NPR1–TGA histone acetyltransferase complex in *Arabidopsis*

**DOI:** 10.1093/nar/gky847

**Published:** 2018-09-17

**Authors:** Hongshi Jin, Sun-Mee Choi, Min-Jeong Kang, Se-Hun Yun, Dong-Jin Kwon, Yoo-Sun Noh, Bosl Noh

## Abstract

Plant immunity depends on massive expression of *pathogenesis-related* genes (*PRs*) whose transcription is de-repressed by pathogen-induced signals. Salicylic acid (SA) acts as a major signaling molecule in plant immunity and systemic acquired resistance triggered by bacterial or viral pathogens. SA signal results in the activation of the master immune regulator, Nonexpressor of pathogenesis-related genes 1 (NPR1), which is thought to be recruited by transcription factors such as TGAs to numerous downstream *PRs*. Despite its key role in SA-triggered immunity, the biochemical nature of the transcriptional coactivator function of NPR1 and the massive transcriptional reprogramming induced by it remain obscure. Here we demonstrate that the CBP/p300-family histone acetyltransferases, HACs and NPR1 are both essential to develop SA-triggered immunity and *PR* induction. Indeed HACs and NPR1 form a coactivator complex and are recruited to *PR* chromatin through TGAs upon SA signal, and finally the HAC−NPR1−TGA complex activates *PR* transcription by histone acetylation-mediated epigenetic reprogramming. Thus, our study reveals a molecular mechanism of NPR1-mediated transcriptional reprogramming and a key epigenetic aspect of the central immune system in plants.

## INTRODUCTION

Although plants lack specialized immune cells, they have developed sophisticated defense systems against pathogenic attacks. Salicylic acid (SA), a key signaling molecule in plant immunity (1,2), induces a transcription reprogramming through the master immune-regulator Nonexpressor of pathogenesis-related genes 1 (NPR1) (3–6). NPR1 acts as a transcriptional coactivator for nearly 2000 genes by interacting with transcription factors such as TGACG-BINDING FACTORs (TGAs) (7–11). SA regulates NPR1 activity at multiple levels: (i) SA-triggered redox changes result in NPR1 monomerization and nuclear translocation (12,13); (ii) SA-mediated post-translational modifications of NPR1 influence its transcriptional activity and turnover (14–16); (iii) SA binding to NPR1 causes a conformational change, enabling its transcriptional coactivator function (17–20).

CBP/p300-family histone acetyltransferases (HATs) are well-known transcriptional coactivators that control a variety of differentiation and developmental processes. They facilitate transcription by diverse functions: relaxing chromatin structure through histone acetylation (21–23), modulating the activity of transcriptional regulators through acetylation (24–26), acting as adaptor for numerous transcription factors (27,28) and bridging transcription factors to transcription machineries (29,30). *Arabidopsis* has five *CBP/p300*-family genes: *HAC1, HAC2, HAC4, HAC5* and *HAC12* (31,32). Although multiple morphological and developmental defects were observed in *Arabidopsis* mutants lacking multiple *HACs*, so far only a few studies have reported in-depth physiological analyses on these mutants and revealed the molecular functions of HACs in flowering and ethylene signaling (31,33).

Despite the essential role of NPR1 in SA-triggered transcription of *pathogenesis-related* genes (*PRs*) during plant defense, the molecular mechanism of its transcriptional coactivator role remains elusive. In this study, we show that the CBP/p300-family HATs, HAC1 and HAC5 (HAC1/5), are essential to develop SA-triggered immunity and *PR* induction. HAC1/5 and NPR1 form a coactivator complex and are recruited to *PR* chromatin through NPR1–TGA interaction, finally relaxing repressive local chromatin and facilitating transcription. In sum, our study demonstrates a mechanism of NPR1-mediated transcriptional activation and proposes epigenetic reprogramming as central part of plant immune system.

## MATERIALS AND METHODS

### Plant materials and growth conditions

All the *Arabidopsis* mutants (*hac1-1, hac1-2 hac5-2, hac1-1 hac12-1, haf1-2 haf2-5, hag1-6, ham1-1 ham2-1, npr1-1, tga2 tga5 tga6*) and transgenic plants used in this study are in the Columbia-0 (Col) background. Details of the HAT mutants (34), *npr1-1* (3), and *tga2 tga5 tga6* (Supplementary Table S1) are described elsewhere. List of all the transgenic or multiple-mutant plants used in this study and the ways to generate them are summarized in Supplementary Table S1. All plants were grown under 100 μE m^−2^ s^−1^ cool white fluorescence light under short-day (8-h light/16-h dark photoperiod) or day-neutral (12-h light/12-h dark photoperiod) condition at 22°C. For 2,6-dichloroisonicotinic acid (INA) treatment, 4-week (w)-old plants were sprayed with DW or 300 μM INA (Sigma-Aldrich 456543) as previously described (35). More details of each experimental condition are described in the figure legends.

### Pathogen infection

Pathogen inoculation was performed as described (24). Three days (d) after inoculation, three inoculated leaf discs each from different plants were combined and homogenized in sterile H_2_O, with at least three times of replication. Leaf extracts were plated on King’s B medium and incubated at 28°C for 2 d, and then bacterial growth was determined by counting the colony-forming units.

### Plasmid construction

An *HAC1* genomic DNA including the *HAC1* ORF was generated by polymerase chain reaction (PCR) with HAC1-gate-F/HAC1-R7 (Supplementary Table S2), cloned into pENTR/SD/D-TOPO (Invitrogen K242020), and then recombined into pGWB511, resulting in *35S::HAC1:FLAG-DES*. For the construction of *pNPR1::NPR1:GFP-DES*, an *NPR1* cDNA amplified by PCR with NPR1 ORF-F (NdeI)/NPR1 ORF-R (Supplementary Table S2) was cloned into pENTR/SD/D-TOPO, and then an *NPR1* promoter covering 1.7 kb upstream of the start codon generated by PCR with NPR1 P-F (NotI)/NPR1 P-R (NdeI) (Supplementary Table S2) was inserted into pENTR/SD/D-TOPO in front of the *NPR1* ORF. Finally, the resulting *pNPR1::NPR1-ENTR* was integrated into pEarlyGate301-GFP in which the HA tag of pEarleyGate301 (36) was replaced by the GFP:6xHis tag from pEarleyGate103 (36). For the construction of *pTGA2::TGA2:FLAG-DES*, a *TGA2* cDNA generated by PCR with TGA2 ORF-F (NdeI)/TGA2-R (w/o stop) (Supplementary Table S2) was cloned into pENTR/SD/D-TOPO and then a *TGA2* promoter covering 1.5 kb upstream of the start codon generated by PCR with TGA2 P-F (NotI)/TGA2 P-R (NdeI) (Supplementary Table S2) was inserted into pENTR/SD/D-TOPO in front of the *TGA2* ORF. Subsequently, *pTGA2::TGA2:FLAG-ENTR* was integrated into ImpGWB510 (37), resulting in *pTGA2::TGA2:FLAG-DES*. All the constructs were introduced into plants by floral dip method (38) via *Agrobacterium tumefaciens* strain GV3101 or C58C1.

### Protein purification and immunoblotting

Proteins from nuclear and non-nuclear fractions were prepared as previously described (39,40). Proteins were quantified using the Protein Assay Kit (Bio-Rad 5000006), separated on sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), and subsequently transferred onto nitrocellulose membranes (Millipore HATF00010). For the detection of proteins, the following antibodies were used with indicated dilutions: α-HA (1:3000; Abcam ab9110), α-GFP (1:4000; Roche 11814460001), α-TGA2/5 antiserum (1:3000; gift from C. Gatz) (41), α-FLAG (1:3000; Sigma-Aldrich A8592), α-H3 (1:10 000; Abcam ab1791) and α-Tubulin (1:3000; Sigma-Aldrich T9026). Quantification of the signal intensity on immunoblot was performed by using ImageJ (42).

### Co-IP assay

Co-immunoprecipitation (co-IP) assay was performed as previously described (12) with minor modifications. Briefly, total proteins were extracted from 4-w-old plants by grinding in liquid N_2_ and homogenizing in extraction buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 10 mM MgCl_2_, 5 mM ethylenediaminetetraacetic acid (EDTA), 10% glycerol, 60 μM MG132, 100 mM β**-**glycerophosphate, 20 mM sodium fluoride, protease inhibitors and phenylmethylsulfonyl fluoride (PMSF)). After preclearing with protein-A agarose beads, proteins were incubated with α-HA agarose beads (Sigma-Aldrich A2095) or α-GFP (Roche 11814460001) coupled to protein-A agarose (Santa Cruz sc-2001) at 4°C for 3 h. For protein elution, the beads were boiled in 2× SDS sample buffer, and the supernatant obtained after centrifugation was saved and used for protein detection.

### Yeast-two-hybrid assay

*NPR1* cDNA fragments encoding NPR1 full length, NPR1 BTB/POZ-ANK (1-369 aa), NPR1 Δ370 (370-593 aa) and NPR1 Δ513 (513-593 aa) were amplified by PCR with primers NdeI-NPR1-F/BamHI-NPR1-R, NdeI-NPR1-F/BamHI-NPR1-ANK-R, NdeI-NPR1 Δ370-F/NPR1-Stop-R and NdeI-NPR1 Δ513-F/NPR1-Stop-R, respectively (Supplementary Table S3). *HAC1* cDNA fragments encoding HAC1 full length, HAC1-N (7-896 aa), HAC1-C1 (875-1335 aa), HAC1-C2 (991-1536 aa), HAC1-C3 (1356-1697 aa), TAZ^N^ (624-716 aa) and TAZ^C^ (1575-1667 aa) were generated by PCR with primers NdeI-HAC1-F/SalI-HAC1-Stop-R, SmaI-HAC1-N-F/SalI-HAC1-N-R, NcoI-HAC1-C1-F/BamHI-HAC1-C1-R, NcoI-HAC1-C2-F/BamHI-HAC1-C2-R, NdeI-TAZ^N^-F/TAZ^N^–R and NdeI-TAZ^C^-F/TAZ^C^-R, respectively (Supplementary Table S3). *NPR1* and *HAC1* cDNA fragments were cloned into pGADT7 (Clontech 630442) and pGBKT7 (Clontech 630443) vectors, respectively, and introduced into yeast strain AH109 by lithium acetate method as described in the Clontech yeast protocol handbook. Interactions were assessed by yeast growth on synthetic drop-out medium lacking leucine, tryptophan, adenine and histidine in the presence of 1 or 3 mM 3-AT. Protein extraction from yeast was carried out as described previously (43). Briefly, cells were suspended in lysis buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 0.01% NP-40, 1 mM EDTA, 100 mM PMSF, 1 mM benzamidine, 1 μg/ml leupeptin and 1 μg/ml pepstatin) followed by bead-beating. Cell extracts were centrifuged at 1600 g for 10 min at 4°C and the supernatant was subjected to SDS-PAGE. BD-fusion proteins were detected by using anti-Myc antibody (Merck 05-724) at 1:1500 dilution, whereas AD-fusion proteins were detected by using anti-HA antibody (Roche 11867423001) at 1:1500 dilution.

### Gel filtration assay

Proteins were prepared by homogenizing 4-w-old plant tissues in extraction buffer (20 mM Tris–HCl, pH 7.5, 200 mM NaCl, 10% glycerol, 60 μM MG132, 100 mM β**-**glycerophosphate, 20 mM sodium fluoride, protease inhibitors and PMSF) followed by 20 min of incubation at 4°C. After centrifugation at 13 000 rpm for 5 min, the supernatant was saved and filtered through a 0.45 μm filter (Millipore SLHP033RS). About 1.5 mg of total proteins were injected on the Superdex 200 10/300GL column (GE Healthcare Life Sciences GE17-5175-01) and fractionated by the AKTA fast protein liquid chromatography system (Amersham Biosciences). Proteins in each fraction were concentrated using acetone, separated by SDS-PAGE, and transferred onto nitrocellulose membranes (Millipore HATF00010) for immunoblot analysis.

### RNA extraction and RT-qPCR analysis

Total RNA extraction and reverse transcription were performed as described previously (35). The sequences of primers used for reverse transcription followed by quantitative real-time PCR (RT-qPCR) are provided in Supplementary Table S4.

### ChIP assay

Chromatin immunoprecipitation (ChIP) assay was performed as previously described (31,35). Antibodies used for ChIP were α-H3Ac (histone H3 acetylation) (Millipore 06-599), α-FLAG (Sigma-Aldrich F1804), α-HA (Abcam ab9110) and α-GFP (Life Technologies A6455). The amount of immunoprecipitated chromatin was measured by qPCR using primers listed in Supplementary Table S5. The 2^−ΔΔ*C*^_T_ method (44) was used to calculate the relative amount of amplified products in samples.

### RNA sequencing analysis

Total RNA was isolated from leaves of 4-w-old short day-grown plants treated with DW or INA for 12 h using Tri Reagent (MRC TR118) and further purified with RNeasy MiniKit (QIAGEN 74106) to obtain OD_260/280_ ratio of 1.8 to 2.2. RNAs obtained from three biologically independent experiments were combined and used for RNA-seq preparation. RNA-seq library was constructed and sequenced on the Illumina HiSeq^™^ 2000 at Beijing Genomics Institute (Hong Kong). Reads were aligned to the *Arabidopsis* reference genome using SOAPaligner/soap2 allowing mismatches of no more than 2 bases. Gene-expression level was calculated by using RPKM (reads per kb per million reads) method. 

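In the reads deposited for each gene model, an FDR of at most 0.01 with a log2 ratio of at least 1 was passed by 2934 genes that were higher in the library of INA-treated Col (Col+INA) than in that of water-treated Col, and 1762 genes passed with a log2 ratio of at most -1. In the library of INA-treated *npr1* (*npr1*+INA), 73.8% of the 2934 genes passed the same threshold as lower than in Col+INA, and in that of INA-treated *hac1/5* (*hac1/5*+INA) 15.7% did. The FDR came from an exact binomial test on the reads of 2 libraries with Benjamini-Hochberg adjustment. The paper's text does not name the test behind its own FDR.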

Differentially expressed genes (DEGs) were selected with False discovery rate (FDR) ≤ 0.01 and |log_2_ Ratio| ≥ 1 as thresholds.

### ChIP sequencing analysis

ChIP was performed as previously described (31,35) with minor modifications. Protein–DNA immune-complex was precipitated using agarose A beads (Santa Cruz sc-2001) instead of salmon sperm DNA/Protein A agarose beads to avoid the contamination of ChIPed DNA with salmon sperm DNA. About 12–20 ng of DNA pooled from six independent ChIPs was used for library construction after quality check with 2100 Bioanalyzer (Agilent). Library construction and sequencing on Illumina HiSeq^™^ 2000 were performed at Beijing Genomics Institute (Hong Kong). Reads were aligned to the TAIR10 Arabidopsis genome by using SOAP2 aligner and BWA, and uniquely mapped reads were used for further analysis. Using MACS2 version 2.1.0, normalized signals respective to Col input were obtained, and H3Ac-enriched peaks were identified (*P* < 1.00e-02). The wiggle files obtained from peak scanning were visualized and analyzed by using Integrative Genomics Viewer (IGV). Differential peaks between genotypes and/or treatments were identified by using MACS2 bdgdiff (45) (log_10_ likelihood ratio = 1) and annotated by PAVIS (46) (https://manticore.niehs.nih.gov/pavis2/). H3Ac-distribution analysis was performed by using computeMatrix and plotprofile installed in the public server at the Galaxy (https://usegalaxy.org/) (47).

### Sequential ChIP assay

Sequential ChIP was performed as previously described (48) with minor modifications. Chromatin was isolated from cross-linked samples by using 450 ml of nuclei lysis buffer (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, 1% SDS, 0.1 mM PMSF and protease inhibitors), fragmented by sonication and subjected to immunoprecipitation with anti-HA antibody (Abcam ab9110). Immune complexes were eluted by gentle agitation in 100 μl of elution buffer (16.7 mM Tris–HCl, pH 8.0, 1.2 mM EDTA, 20 mM DTT and 1% SDS) at 37°C for 30 min. Eluted chromatin was diluted with 20-fold of ChIP dilution buffer (16.7 mM Tris–HCl, pH 8.0, 1.2 mM EDTA, 167 mM NaCl and 1.1% Triton X-100), subjected to the second immunoprecipitation with anti-GFP (Roche 11814460001) or control anti-FLAG (Sigma-Aldrich A8592) antibody and then eluted with elution buffer (1% SDS and 0.1 M NaHCO_3_). DNA was isolated by reverse-crosslinking and proteinase K treatment and purified using QIAquick PCR Purification Kit (QIAGEN 28106). Quantification of immunoprecipitated DNA and the evaluation of the relative amount of amplified products in samples were performed as described in the ChIP assay section.

## RESULTS

### CBP/p300-family histone acetyltransferases (HACs) activate SA-dependent plant immunity by promoting *PR* transcription through histone acetylation

We and others have found that histone H3 acetylation (H3Ac) at the *Arabidopsis PR1* locus is increased by pathogen attack or SA treatment, and this increase is tightly associated with *PR1* transcription (35,49–51). Interestingly, the H3Ac increase at *PR1* is undermined by the loss of either NPR1 or the three related Class II TGAs (TGA2, TGA5 and TGA6; TGA2/5/6) (50) (Figure 1A). These inspired us to identify HATs responsible for the SA-induced H3Ac (Supplementary Figure S1A). As H3Ac acts as an active epigenetic mark, first we searched for *Arabidopsis* HAT mutants with impaired *PR1* and *PR2* induction upon 2,6-dichloroisonicotinic acid (INA; synthetic SA analog) treatment. The mutants lacking HAG1 (*hag1-6*) (52) or HAC1 and HAC5 (*hac1-2 hac5-2*; *hac1/5*) (31) showed severely impaired INA-induced *PR1* and *PR2* transcriptions (Figure 1B and Supplementary Figure S1B). Further, the INA-induced H3Ac increase at *PR1* was barely detectable in *hac1/5* (Figure 1C) as in *npr1* and *tga2/5/6*, whereas in *hag1-*6 it was comparable to wild-type (WT) in the promoter regions but reduced in the gene body (Supplementary Figure S1C), suggesting that HACs are likely to be the responsible HATs.

**Figure 1.**
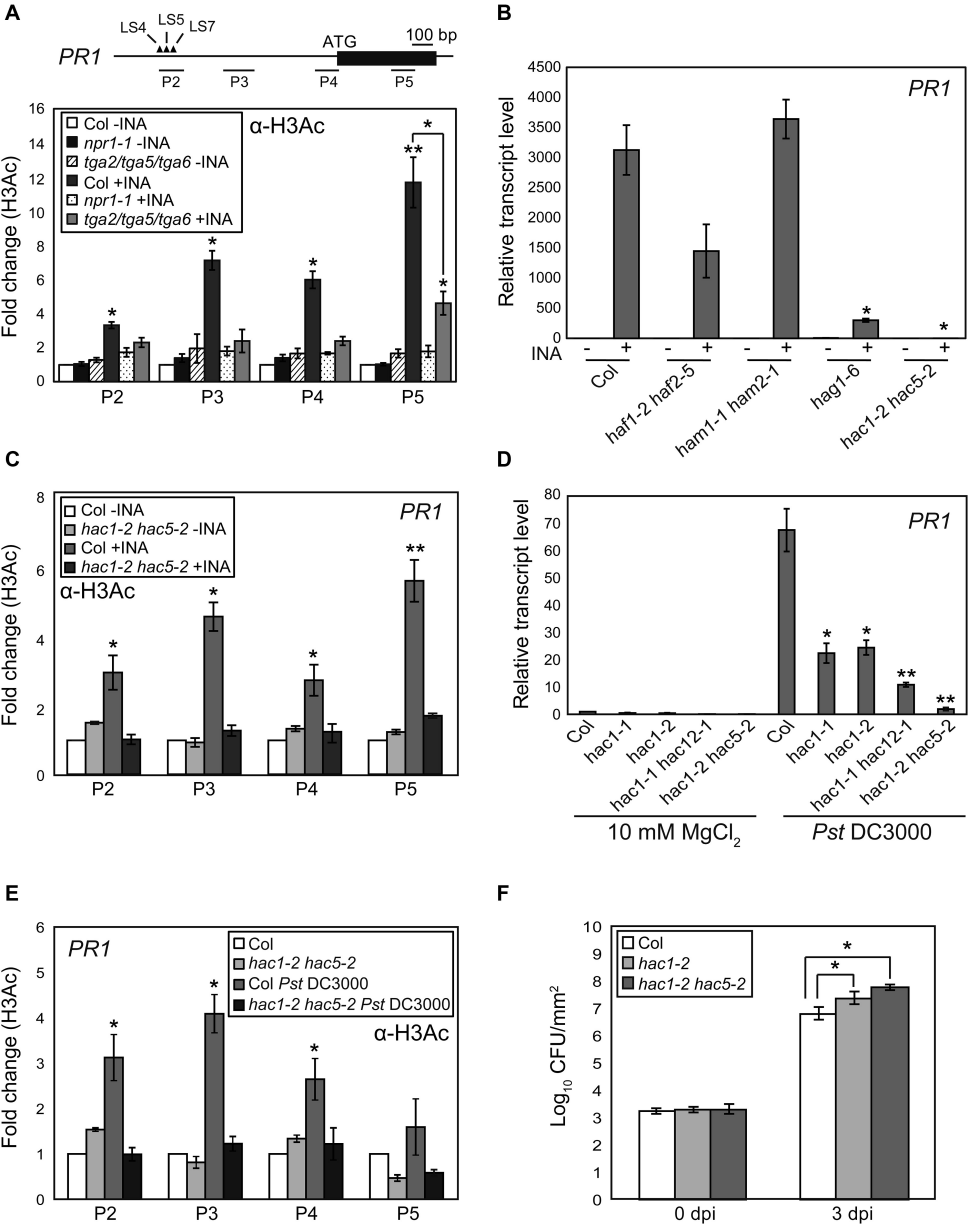
HAC1 and HAC5 are essential for *PR1* transcription and plant immunity. (**A**) H3Ac levels within *PR1* chromatin in Col, *npr1* and *tga2/5/6*. Schematics of *PR1* showing regions tested for ChIP-qPCR. Black box, exon; solid lines, upstream or downstream regions. Closed triangles represent *cis*-elements in the *PR1* promoter: LS4/LS5 and LS7 were proposed to act as negative and positive elements, respectively (51). (**B**) INA-induced *PR1* expression in Col and various HAT mutants. (**C**) H3Ac levels within *PR1* chromatin in Col and *hac1/5*. (**D**) *PR1* expression in Col and *hac* mutants after *Pst* DC3000 infection. (**E**) H3Ac levels within *PR1* chromatin in Col and *hac1/5* after *Pst* DC3000 infection. (**F**) Bacterial cell growth at 0 and 3 d post-infection (dpi) shown as the means ±SE of colony-forming units (CFU) from three biological replicates. Values are the means ±SE of three biological experiments performed in triplicates (A–E). For ChIP-qPCR analyses (A, C and E), untreated WT levels were set to 1 after normalization by input and the internal control *ACTIN2*. For RT-qPCR analyses (B and D), values were normalized to *UBQ10*. Asterisks indicate statistically significant differences compared to Col-INA (A and C), Col+INA (A and B), infected Col (D and F) or uninfected Col (E) (*P < 0.05 and **P < 0.01 in a Student’s *t*-test). All plants were grown on soil for 4 w under day-neutral condition (12-h light/12-h dark photoperiod) and treated with distilled water (DW; -INA) or INA (+INA) for 24 h before harvest (A–C). Pathogen-treated plant samples were harvested at 48 h after infection (D and E).

Consistent with the above results, upon infection of *Pseudomonas syringae* pv. tomato DC3000 (*Pst* DC3000), the *PR1/2* induction and H3Ac increase were all severely impaired in *hac1/5* and to lesser extents in *hac1* and *hac1/12* (Figure 1D and E; Supplementary Figure S1D and E). Basal resistance to *Pst* DC3000 was also substantially decreased by the *hac1/5* mutations (Figure 1F). Moreover, a HAC1:HA fusion protein was targeted to the *PR1/2* promoters in both INA- and pathogen-dependent manners (Figure 2A; Supplementary Figures S2A,B and S3), supporting the idea that HACs activate SA-dependent plant immunity by promoting *PR* transcription through histone acetylation.

**Figure 2.**
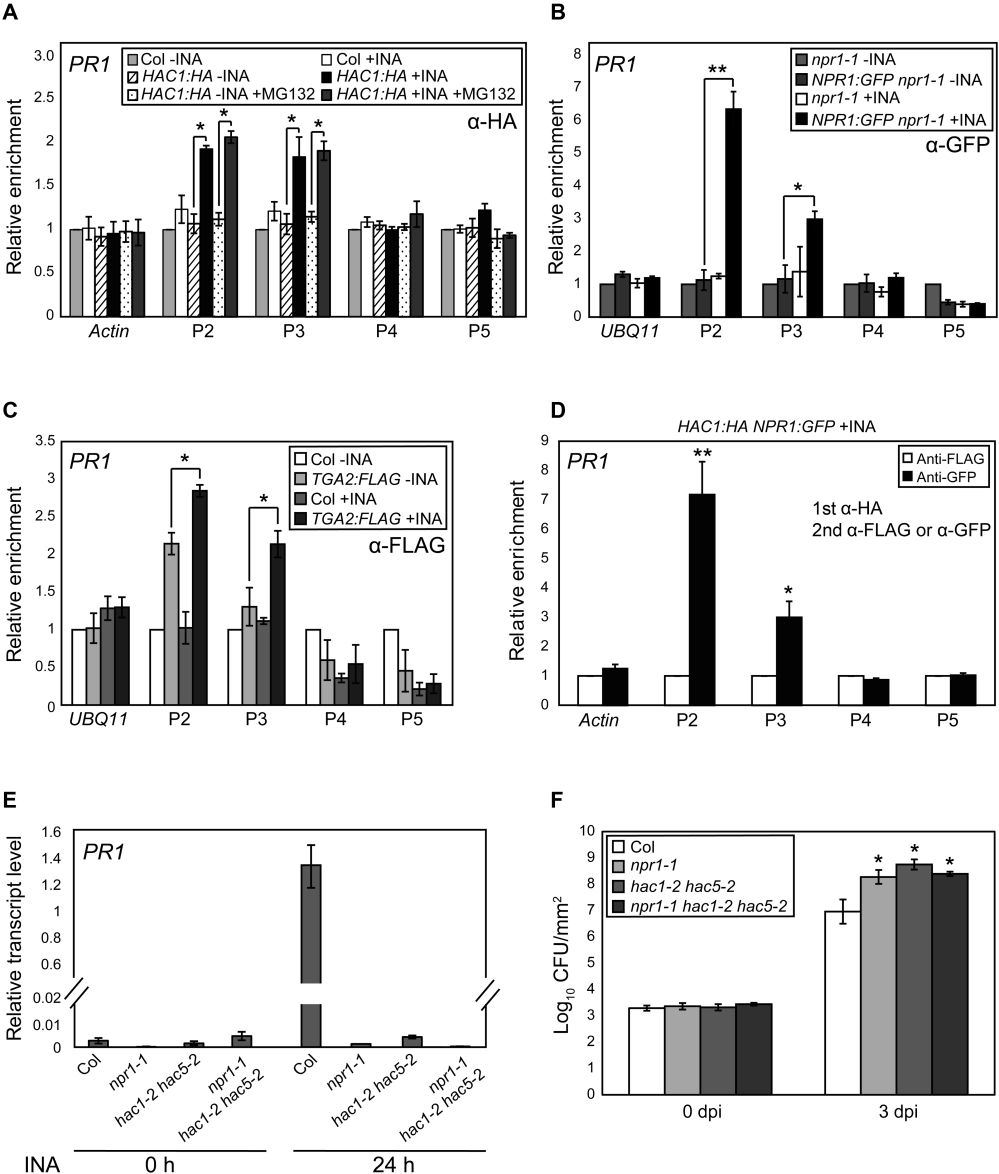
INA signal induces concurrent targeting of HAC1 and NPR1 to *PR1*. (**A**–**C**) INA-induced association of HAC1 (**A**), NPR1 (**B**) and TGA2 (**C**) with *PR1* chromatin as determined by ChIP-qPCR. Level of untagged and untreated Col (A and C) or *npr1* (**B**) was set to 1 after normalization by input. 20 μM of MG132 was (+MG132) or was not added into 1% formaldehyde solution for cross-link before chromatin extraction. (**D**) Co-occupancy of HAC1 and NPR1 at *PR1* loci. Anti-HA immunoprecipitate from INA-treated *HAC1:HA NPR1:GFP* plants was re-immunoprecipitated with anti-FLAG or anti-GFP antibody. The levels of anti-FLAG immunoprecipitates were set to 1 after normalization by input. (**E**) RT-qPCR analysis of *PR1* expression in Col, *npr1, hac1/5* and *npr1 hac1/5* upon INA treatment. Values were normalized to *UBQ10*. (**F**) Bacterial cell growth in Col, *npr1, hac1/5* and *npr1 hac1/5*. The growth of *Pst* DC3000 at 0 or 3 dpi is shown as the means ±SE of CFU from three biological replicates. Asterisks indicate statistically significant differences compared to *HAC1:HA*-INA or *HAC1:HA*-INA+MG132 (A), *NPR1:GFP npr1-1*-INA (B), *TGA2:FLAG*-INA (C), anti-FLAG (D) or infected Col (F) (*P < 0.05 and **P < 0.01 in a Student’s *t*-test). Plants were grown on soil for 4 w under day-neutral (12-h light/12-h dark photoperiod) (A and E) or short-day (8-h light/16-h dark photoperiod) (B–D) condition and treated with DW or INA for 24 h (A and E) or 12 h (B–D) before harvest.

### HACs form a complex with NPR1 and TGAs and the HAC–NPR1–TGA complex directly induces pathogen- or SA-triggered *PR1/2* transcription

We then determined whether HACs cooperate with NPR1 and TGAs on *PR* chromatin. NPR1:GFP was also targeted to the same *PR1/2*-promoter regions with HAC1:HA in both INA- and pathogen-dependent manners (Figure 2B; Supplementary Figures S2C, S3 and S4). TGA2:FLAG, which can form an INA-induced complex with NPR1:GFP *in vivo* (Supplementary Figure S5), bound independent of INA to the P2 region of the *PR1* promoter (Figure 2C) and the P1 region of the *PR2* promoter (Supplementary Figure S2D), consistent with its reported dual roles as repressor and activator depending on SA signal (7,10,53,54). Interestingly, INA treatment further increased the TGA2:FLAG targeting to these regions and induced a significant targeting to the P3 region of the *PR1* promoter also, resulting in the targeting pattern of TGA2 similar to those of NPR1 and HAC1. This result suggests that INA might induce changes in the biochemical property of TGAs that affect the binding affinity of TGAs to the *PR1/2* promoters or to the antibody used. Sequential ChIP assays using HAC1:HA- and NPR1:GFP-containing transgenic plants showed the presence of *PR1* promoter-bound NPR1:GFP within the HAC1:HA immunoprecipitate (Figure 2D), indicating the co-localization of HAC1 and NPR1 on *PR1* upon INA treatment. These findings, together with the well-known NPR1–TGA interaction and the lack of INA-induced H3Ac increase in *npr1* and *tga2/5/6* mutants (Figure 1A), led us to hypothesize that HACs, NPR1 and TGAs might form a complex on *PR* promoters and modulate transcription through chromatin modification. In support of this view, *hac1/5, npr1* and *npr1 hac1/5* mutants (Supplementary Figure S6) showed comparable INA-induced *PR1* transcript levels and susceptibilities to *Pst* DC3000 (Figure 2E and F).

To study whether HAC1, NPR1 and TGAs interact with each other, and, if they do, how the SA signal affects their interactions, we examined the subcellular localization of each protein and their interactions before and after INA treatment using stable transgenic *Arabidopsis* plants. HAC1 and TGA2/5 were always localized within nucleus, whereas the abundance and localization of NPR1 were affected by INA (Supplementary Figure S7) as previously reported (12,13,16). HAC1 and TGA2/5 were detected in the NPR1:GFP immunoprecipitate, and reciprocally NPR1 and TGA2/5 were also detected in the HAC1:HA immunoprecipitate (Figure 3A and B; Supplementary Figure S8), revealing the existence of a complex containing HAC1, NPR1 and TGA2/5. TGA2/5, but not HAC1 enrichment within NPR1:GFP immunoprecipitate, was increased by INA (Figure 3A and Supplementary Figure S8A), suggesting that HAC1 might be limiting in complex formation. In contrast, both NPR1 and TGA2/5 enrichments within the HAC1:HA immunoprecipitate were increased by INA (Figure 3B and Supplementary Figure S8B), and similar increases were also observed after pathogen attack (Supplementary Figure S9), implying the possibility of one HAC1 molecule engaging multiple NPR1 and TGA2/5 molecules as SA-bound nuclear NPR1 level increases in response to SA or pathogen signal. This model might be a reminiscent of the interaction of p300 and MEF2 on DNA in which the highly conserved TAZ domain of p300 binds to three MEF2:DNA complexes (55). We could observe interactions between the two TAZ domains of HAC1 and the C-terminal region of NPR1 in yeast (Supplementary Figure S10), suggesting that, similar to p300, the HAC1 TAZ domains might be important for the assembly of the HAC–NPR1–TGA complex.

**Figure 3.**
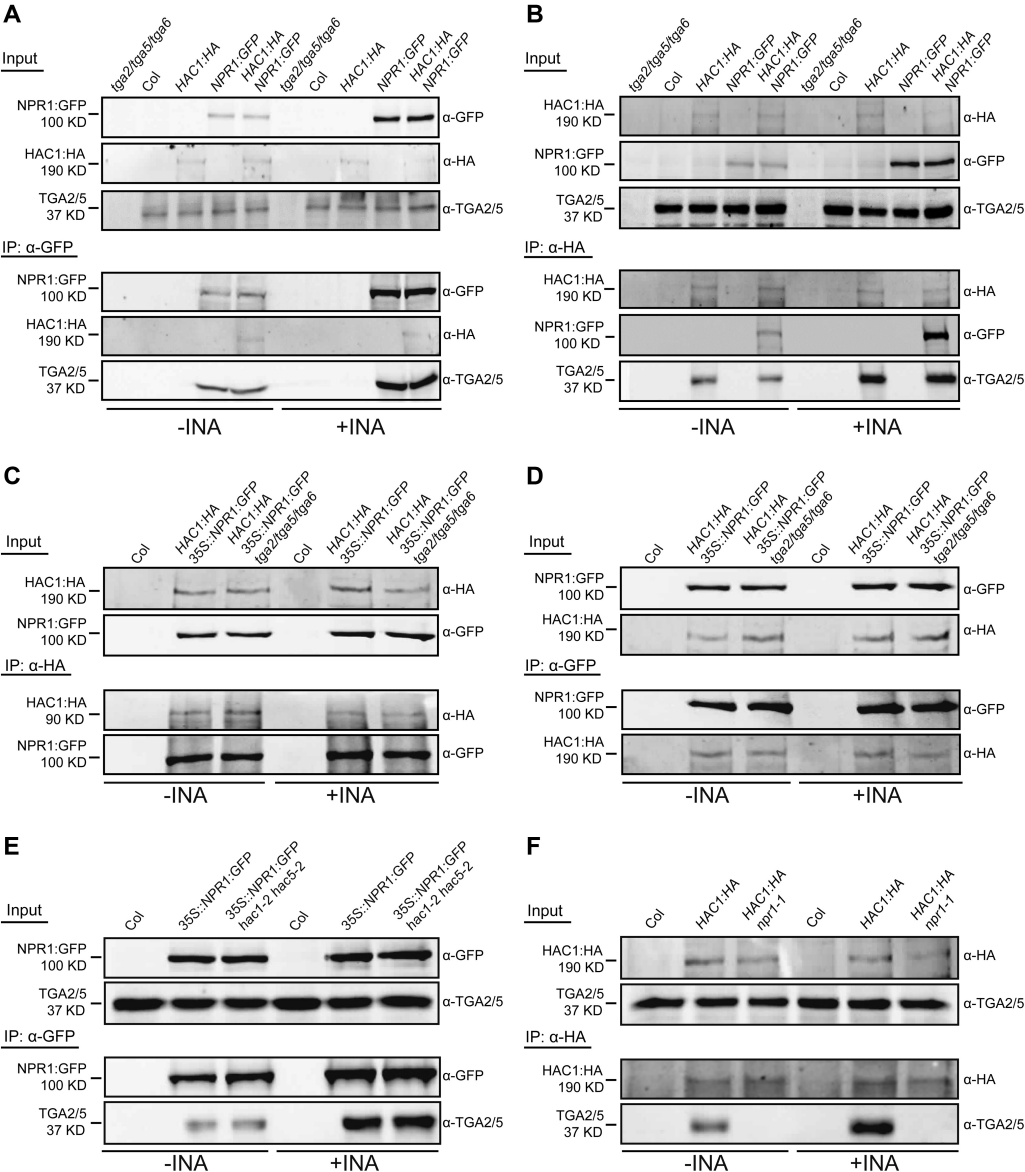
*In vivo* interaction of HAC1 with NPR1 and TGA2/5. (**A**–**F**) co-IP analyses showing the interaction of HAC1 with NPR1 and TGA2/5 (A and B), TGA2/5/6-independent HAC1–NPR1 interaction (C and D), HAC1/5-independent NPR1–TGA2/5 interaction (E) and NPR1-dependent HAC1–TGA2/5 interaction (F). Proteins prepared from DW- or INA-treated plants were IPed and immunoblotted with indicated antibodies. Col and *tga2/5/6* were used as negative controls for co-IP assays. All plants were grown on MS medium for 4 w under short-day condition (8-h light/16-h dark photoperiod) and treated with DW or INA for 12 h before harvest.

We then investigated binding dependencies among the components of the HAC–NPR1–TGA complex during the assembly process through a series of co-immunoprecipitation (co-IP) assays. The HAC1–NPR1 interaction was not affected by TGA2/5/6 deficiency (Figure 3C and D), nor was the NPR1–TGA2/5 interaction affected by HAC1/5 deficiency (Figure 3E). Remarkably, HAC1–TGA2/5 interaction was evidently disrupted by the lack of NPR1 (Figure 3F), indicating that HAC1–TGA2/5 interaction is likely indirect and mediated by NPR1.

ChIP assays were then used to study the binding hierarchy of HAC, NPR1 and TGA to *PR1* chromatin. INA-induced targeting of NPR1 and HAC1 to *PR1* chromatin was completely abolished in *tga2/5/6* triple mutants (Figure 4A and B), and notably, INA-induced HAC1 targeting to *PR1* was undetectable in *npr1* mutants (Figure 4C). These results point to that HAC1 and NPR1 are recruited to *PR1* chromatin via the interaction between NPR1 and the DNA-binding protein TGA as expected from the co-IP results (Figure 3A**–**F). Strikingly, in contrast to the HAC1/5-independent NPR1–TGA2/5 interaction (Figure 3E), NPR1 but not TGA2 targeting was reduced largely in *PR1* and to a lesser extent in *PR2* chromatin in the absence of HAC1/5 (Figure 4D and Supplementary Figure S11A–C). Therefore, although HAC1/5 may not be required for the interaction between NPR1 and free TGAs, they are likely required for efficient NPR1 binding to TGAs in the chromatin context. One possibility is that HAC recruited via NPR1 to *PR* chromatin might modify local chromatin landscape by acetylating histones, which in turn might allow more stable association of the HAC–NPR1–TGA complex with chromatin. Alternatively, HAC might act as an adaptor forming multivalent interactions with transcription factors and thus stabilizing NPR1 association with *PR* chromatin. It is also possible that SA-binding to NPR1 might induce a conformational change to the HAC–NPR1 complex or to the ternary HAC–NPR1–TGA complex rendering more efficient interaction with DNA-bound TGAs or *PR* promoters. In sum, one role of HAC might be to facilitate or/and stabilize the establishment of the functional HAC–NPR1–TGA complex on *PR* chromatin.

**Figure 4.**
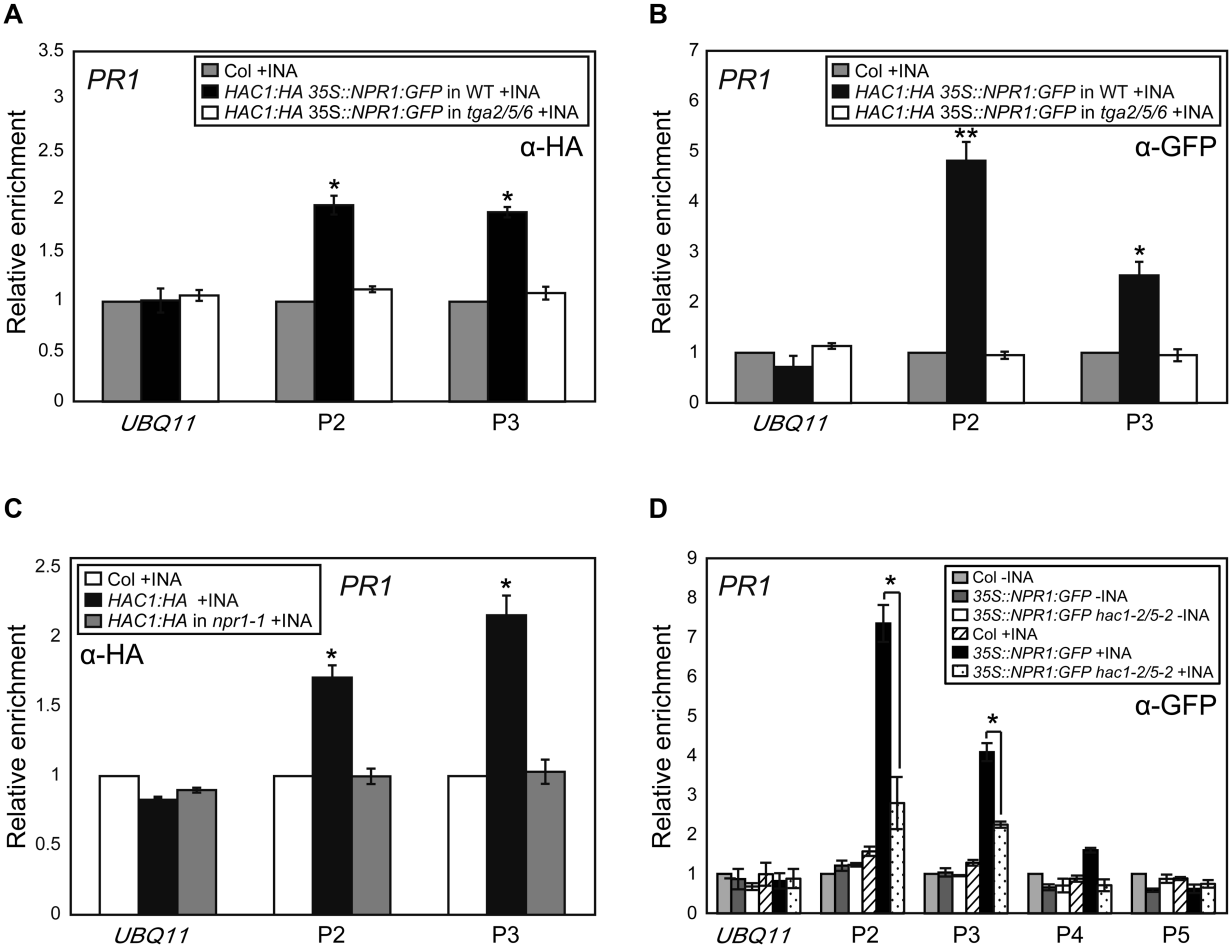
Roles of TGA2/5/6, NPR1 and HAC1/5 in HAC1 and NPR1 targeting to *PR1* chromatin. (**A** and **B**) ChIP assays showing TGA2/5/6-dependent INA-induced association of HAC1:HA (A) and NPR1:GFP (B) with *PR1* chromatin. (**C**) NPR1-dependent targeting of HAC1 to *PR1*. (**D**) Reduced NPR1 targeting to *PR1* by *hac1/5* mutations. ChIP-qPCR was performed with indicated antibody and the level of untagged (A–C) or untagged and untreated Col (**D**) was set to 1 after normalization by corresponding input. Shown are means ±SE of three independent ChIP experiments performed in triplicates. Asterisks indicate statistically significant differences compared to Col+INA (A–C) or *35S::NPR1:GFP*+INA (D) (*P < 0.05 and **P < 0.01 in a Student’s *t*-test). All plants were grown on MS medium for 4 w under short-day condition (8-h light/16-h dark photoperiod) and treated with DW or INA for 12 h before harvest.

### HACs are essential components of the SA-induced NPR1- and TGA-containing high molecular-weight complex

To gain further insight into the HAC–NPR1–TGA complex *in vivo*, we performed gel-filtration chromatography assays. Without INA treatment, HAC1:FLAG, NPR1:GFP and TGA2/5 were predominantly identified in fractions with molecular weights greater than their respective predicted monomeric sizes (Figure 5A–D and Supplementary Figure S12), suggesting their presence within complexes *in vivo* (12,13,54). Noticeably, INA treatments broadened and shifted the elution profiles of HAC1:FLAG toward both larger and smaller mass ranges (Figure 5A). NPR1:GFP expressed by the native promoter of *NPR1* was greatly increased in abundance by INA treatment in all fractions where NPR1:GFP was detected (Figure 5B). When NPR1:GFP was overexpressed, its elution profile was clearly shifted toward larger mass ranges by INA treatment, although its abundance was not greatly increased (Supplementary Figure S12A). INA treatment also substantially affected the elution profile of TGA2/5 to form another peak at much higher mass range (∼fraction #19 in Figure 5C and D; Supplementary Figure S12B), resulting in the co-presence of HAC1:FLAG, NPR1:GFP and TGA2/5 in fractions >669 KD range. Thus, by SA signal HAC1, NPR1 and TGA2/5 may form a >669 KD multiprotein complex.

**Figure 5.**
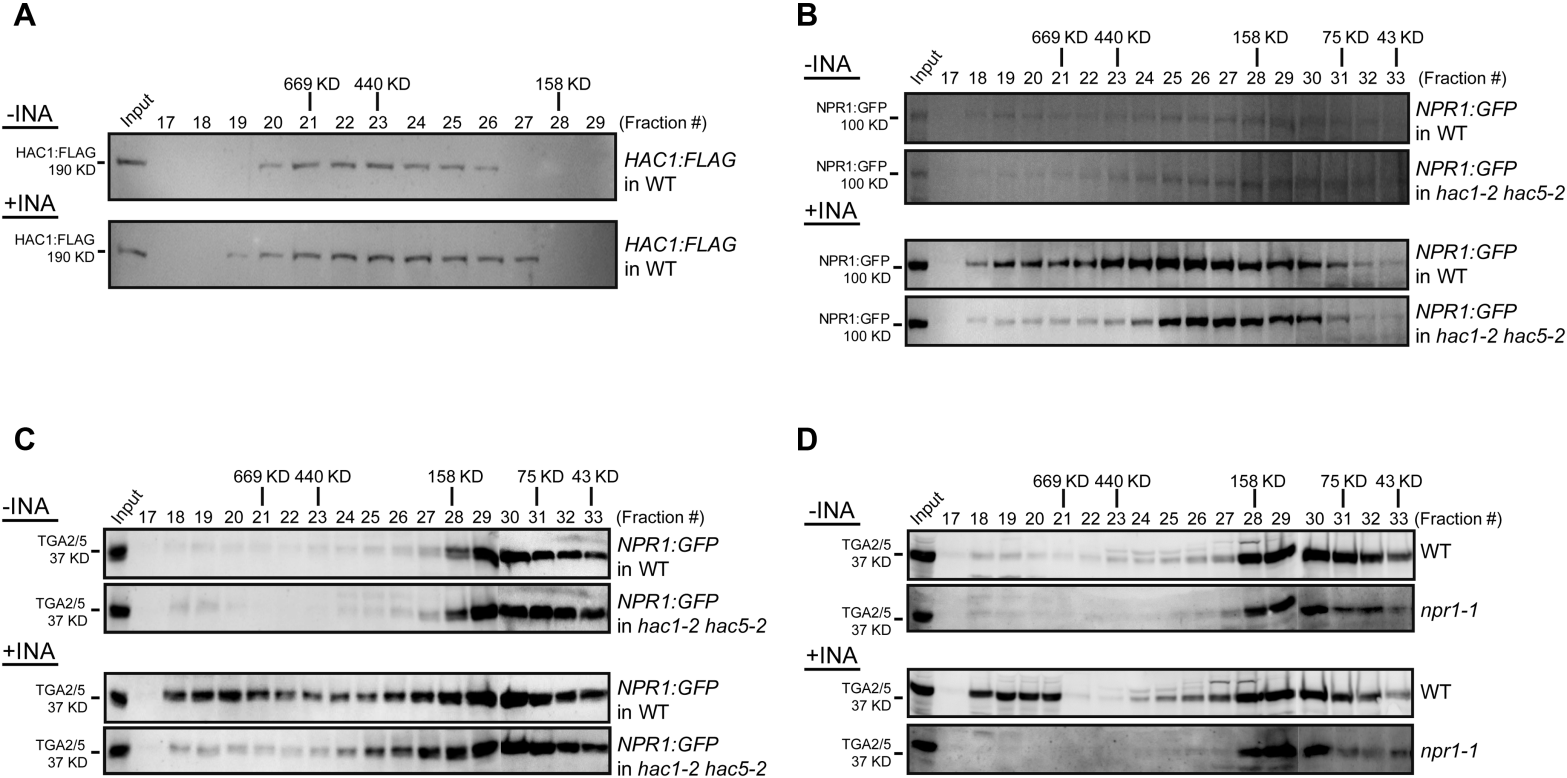
Fractionation of the HAC–NPR1–TGA complex. (**A**–**D**) Immunoblot analysis of FPLC fractions. Proteins from *HAC1:FLAG* (A), *NPR1:GFP* or *NPR1:GFP* in *hac1/5* (B and C) and WT or *npr1* (D) plants were fractionated by FPLC and subjected to immunoblot analyses with indicated antibodies. Molecular-weight standards used (thyroglobulin (669 KD), ferritin (440 KD), aldolase (158 KD), conalbumin (75 KD) and ovalbumin (43 KD)) were co-fractionated with proteins. Plants were grown on MS medium for 4 w under short-day condition (8-h light/16-h dark photoperiod) and treated with DW or INA for 12 h before harvest.

For deeper understanding of the role of HACs in the assembly of the HAC–NPR1–TGA complex, we then compared the elution profiles of NPR1:GFP and TGA2/5 in WT versus *hac1/5* mutants (Figure 5B and C). Without INA, the elution profiles of NPR1:GFP and TGA2/5 were similar between WT and *hac1/5*. However, after INA treatment, the abundance of NPR1:GFP in higher molecular-weight fractions was evidently decreased by *hac1/5* mutations (Figure 5B and Supplementary Figure S12A). Furthermore, TGA2/5 abundance in fractions >669 KD was also drastically reduced or eliminated in *hac1/5* mutants and instead TGA2/5 were detected in smaller-weight fractions (Figure 5C and Supplementary Figure S12B). Thus, HACs are essential components of the INA-induced high molecular-weight complex containing NPR1 and TGAs. Similarly, after INA treatment, TGA2/5 were not detected in the >669 KD fractions in *npr1* mutants (Figure 5D), consistent with the co-IP results showing NPR1-dependent HAC1–TGA2/5 interaction (Figure 3F).

### Several hundred genes are commonly regulated by NPR1 and HAC1/5

To assess the role of the collaboration between NPR1 and HACs in SA-induced transcriptional reprogramming at genome-wide level, we performed RNA-seq analyses of transcriptomes of WT, *npr1* and *hac1/5* either treated with INA or not (Figure 6A). 

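INA is a synthetic analog of SA. Leaves of 4-week-old plants were treated with water or 300 µM INA for 12 h, and the RNA of 3 experiments was combined into 1 library for each condition. Of the 6 conditions, 4 were analysed here: Col treated with water (Col) and Col, *npr1* and *hac1/5* treated with INA (Col+INA, *npr1*+INA and *hac1/5*+INA). The water-treated mutants were not analysed here, so differences between genotypes before INA treatment were not measured. The authors aligned the reads with SOAPaligner/soap2 and deposited, for each gene model, the number of reads and the RPKM in each library of a pair, together with the log2 ratio and an FDR. The tables list 25931 gene models of 22183 genes. The reads on gene models summed to 6920927 in Col, 7146973 in Col+INA, 6698569 in *npr1*+INA and 6944614 in *hac1/5*+INA. Each RPKM is the number of reads divided by the length of the gene model and by this sum, and an RPKM of 0 was written as 0.001. A count of 0 allows up to 3 reads, which in the smallest library, *npr1*+INA, is 0.448 CPM (reads divided by the library's sum and scaled as in RPKM, without the length).
The mutated genes were examined first. *HAC5* (AT3G12980, chromosome 3, from 4146499 to 4154895) had 272 reads in Col, 122 in Col+INA, 248 in *npr1*+INA and 2 in *hac1/5*+INA, which was at least 39.5-fold lower in *hac1/5*+INA than in Col+INA. *HAC1* (AT1G79000, chromosome 1, from 29716350 to 29724621) had 69, 28, 63 and 25 reads on its first gene model in the same order. The 25 and 28 reads of the INA-treated *hac1/5* and Col libraries were not distinguishable (ratio 0.919, 95% confidence interval 0.514 to 1.63), so the reads of *HAC1* do not check that label. *NPR1* (AT1G64280, chromosome 1, from 23852748 to 23855566) had 286, 1115, 355 and 1476 reads, and since *npr1-1* is a missense allele these reads do not check a label either. Coordinates are those of the deposited tables, and the paper's text does not name their genome build.
Since each condition had 1 library, no difference has a replicate check. The reads of 2 libraries were compared for each gene model by a two-sided exact binomial test, with the expected share taken from the sums above and Benjamini-Hochberg adjustment over the gene models of the table. Such a test compares the libraries, not the conditions. The confidence intervals of ratios of reads (Clopper-Pearson) cover counting error only. Those of shares of genes (Wilson) treat genes as independent draws, which they are not, and cover no variation between libraries. The thresholds were those of Figure 6A and Supplementary Dataset S2, an FDR of at most 0.2 with a log2 ratio of at least 1 or at most -1, and a gene was counted when any of its gene models passed. In the unscaled RPKM, the median log2 ratio of the 14681 gene models with a mean of at least 10 reads was 0.17 for Col+INA over Col, -0.07 for *npr1*+INA over Col+INA and 0.12 for *hac1/5*+INA over Col+INA, and the ratios of single genes stand relative to these shifts.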

About 71% and 18% of the genes significantly upregulated by INA in WT were not upregulated in *npr1* and *hac1/5*, respectively. 

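By these criteria 3660 genes were higher in Col+INA than in Col (INA-induced genes). In *npr1*+INA, 2612 of them (71.4%, 95% Wilson confidence interval 69.9 to 72.8%) were lower than in Col+INA with an FDR of at most 0.2 and a log2 ratio of at most -1, and in *hac1/5*+INA 639 of them were (17.5%, 16.3 to 18.7%). The alternative that moved the second share most was edgeR's exact test with an assumed biological coefficient of variation of 0.4, which gave 5.26%. Because genes selected for a high value in Col+INA tend to be lower in any other library, the shares were also computed in 100 sets of simulated libraries in which the 3 INA-treated libraries did not differ. With counting error alone, the median simulated share was 0 for both mutants. With the variation of 0.249 that corresponds to the spread between Col+INA and *hac1/5*+INA, it was 7.36% for *npr1*+INA and 7.54% for *hac1/5*+INA. With a variation of 0.4 it was 22.0% for *npr1*+INA, and for *hac1/5*+INA it was 21.7% (range 19.0 to 24.1%), above the observed share, so that the share in *hac1/5*+INA depends on how much the libraries vary.
*PR1* (AT2G14610, chromosome 2, from 6241704 to 6242463) had 4 reads in Col and 16158 in Col+INA, a 3912-fold difference (95% confidence interval 1527 to 14358). It had 2 reads in *npr1*+INA, at least 5048-fold lower than in Col+INA, and 96 in *hac1/5*+INA, 164-fold lower. *PR2* (AT3G57260) had 49 reads in Col, 25352 in Col+INA, 244 in *npr1*+INA and 3310 in *hac1/5*+INA, so that it was 97.4-fold lower in *npr1*+INA than in Col+INA and 7.44-fold lower in *hac1/5*+INA. *PR5* (AT1G75040) had 127, 14583, 411 and 326 reads, 33.3-fold lower in *npr1*+INA and 43.5-fold lower in *hac1/5*+INA than in Col+INA. *WRKY53* (AT4G23810) was 23.8-fold higher in Col+INA than in Col and 34.2-fold lower in *npr1*+INA than in Col+INA, while its 1002 reads in *hac1/5*+INA and 1058 in Col+INA were not distinguishable (ratio 0.975, 0.893 to 1.06).

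**Figure D1:**
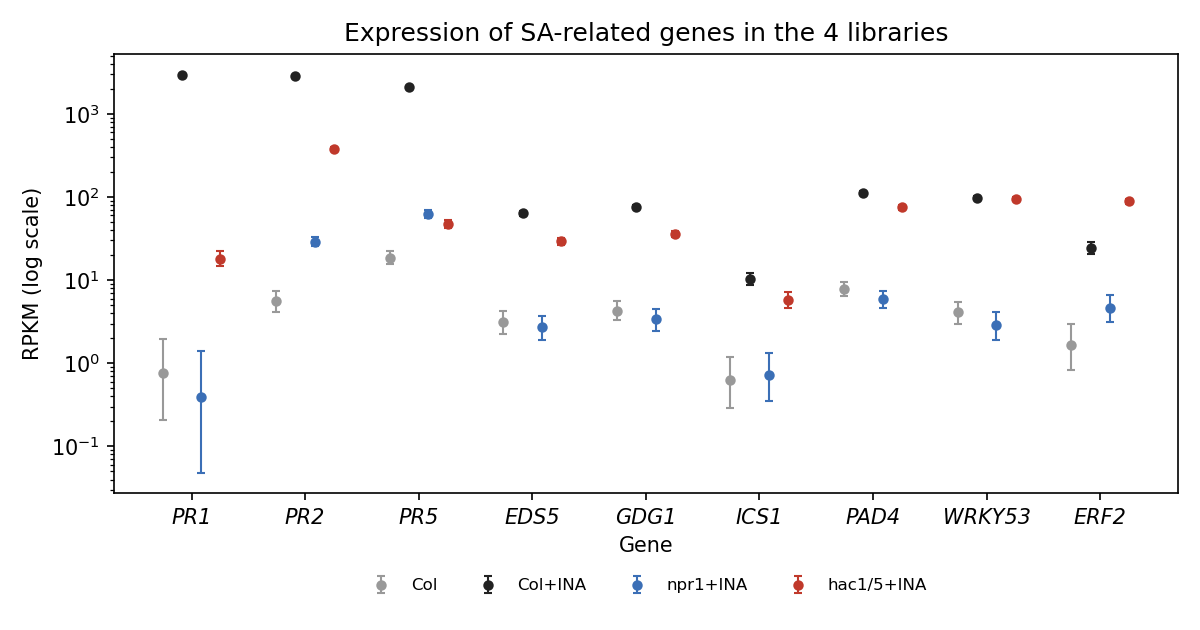
RPKM (log scale) of 9 genes that the paper names or plots in the 4 libraries, each point 1 library with a 95% confidence interval from its read count. *PR1*, *PR2* and *PR5* reach 2975, 2840 and 2082 RPKM in Col+INA and stay below 63 RPKM in *npr1*+INA, while *WRKY53* is at 97.8 RPKM in Col+INA and 95.3 RPKM in *hac1/5*+INA.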

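Among the 2612 INA-induced genes that were lower in *npr1*+INA than in Col+INA (NPR1-dependent genes), 526 were also lower in *hac1/5*+INA (20.1%, 95% Wilson confidence interval 18.6 to 21.7%), and the other 2086 did not pass for *hac1/5*+INA. The medians that follow are over the gene model with the most reads of each gene, with counts under 3 set to 3. In the 526 genes, the median log2 ratio to Col was 2.68 in Col+INA, 0.05 in *npr1*+INA and 0.67 in *hac1/5*+INA. In the 2086 genes these medians were 1.79, 0.05 and 1.87. Against Col+INA, the log2 ratio of *hac1/5*+INA had a median of -1.80 (interquartile range -2.59 to -1.31) in the 526 genes and of -0.02 (-0.36 to 0.38) in the 2086 genes. The 2086 genes include 334 whose log2 ratio lay between -1 and -0.5, so that the threshold of -1 divides a continuous range. In 5 of the 526 genes no single gene model passed all 3 comparisons.
Both mutants were set against the same Col+INA library. Over all genes, 654 were lower in both mutants than in Col+INA, whereas unchanged simulated libraries sharing Col+INA gave a median of 0 with counting error alone, 63 with a biological coefficient of variation of 0.2 and 655.5 with one of 0.4. Of genes that were also INA-induced, as the 526 are, these libraries gave medians of 0, 30 and 337 (at most 389 with 0.4), and 65 (at most 104) with a variation of 0.249. Since *npr1*+INA was unchanged in the simulations too, these numbers do not separate an effect of *hac1/5* from the large difference of *npr1*+INA. Across the 14785 gene models with a mean of at least 10 reads in the INA-treated libraries, the log2 ratios of both mutants to Col+INA had a Spearman correlation of 0.219, which is across genes that are not independent replicates and lies below the 0.440 that unchanged libraries give through the shared library alone.
The 3 genes with the largest INA induction and at least 10 reads in every library were, among the 526, *PR2*, *LURP1* (AT2G14560) and *CAX3* (AT3G51860). *LURP1* had 14 reads in Col, 6468 in Col+INA, 461 in *npr1*+INA and 2226 in *hac1/5*+INA, 13.2-fold lower in *npr1*+INA and 2.82-fold lower in *hac1/5*+INA than in Col+INA. *CAX3* had 12, 4115, 43 and 166 reads, 89.7-fold lower in *npr1*+INA and 24.1-fold lower in *hac1/5*+INA. Among the 2086 genes they were *PCR1* (AT1G14880), with 14, 23119, 46 and 12437 reads, AT5G03350, with 26, 14075, 1216 and 32464 reads, and *PCC1* (AT3G22231), with 49, 21648, 467 and 18626 reads. *PCR1* was 1.81-fold lower in *hac1/5*+INA than in Col+INA, a difference larger than counting error (95% confidence interval of the ratio 0.542 to 0.566) but short of the threshold.
Other genes that the paper names, of SA biosynthesis or accumulation and of the ethylene and jasmonic acid pathways, fell on both sides of the threshold for *hac1/5*+INA. *EDS5* (AT4G39030) was 2.16-fold lower in *hac1/5*+INA than in Col+INA (ratio 0.463, 95% confidence interval 0.412 to 0.521). *GDG1* (AT5G13320) was 2.11-fold lower (ratio 0.473, 0.425 to 0.527), and both counted among the 526 genes. *ICS1* (AT1G74710) was 1.81-fold lower (ratio 0.552, 0.417 to 0.726) and *PAD4* (AT3G52430) 1.49-fold lower (ratio 0.671, 0.619 to 0.727). Both counted among the 2086 genes. The confidence intervals of *EDS5*, *GDG1* and *ICS1* span the threshold, and that of *PAD4* does not. In *npr1*+INA these genes were much lower than in Col+INA: *EDS5* 23.5-fold, *GDG1* 22.4-fold, *ICS1* 14.3-fold and *PAD4* 19.1-fold. After pathogen infection, the paper reports by RT-qPCR that *npr1* did not significantly reduce *ICS1*, *EDS5* and *PAD4*. The stimulus, time and method differ from the INA treatment here, so these reads do not test that result. *CHIB* (AT3G12500) had 48 reads in Col+INA and 0 in *hac1/5*+INA. *ERF1* (AT3G23240) and *ERF2* (AT5G47220), with 40 and 168 reads in Col+INA, were higher in *hac1/5*+INA, with 72 and 591 reads.

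**Figure D2:**
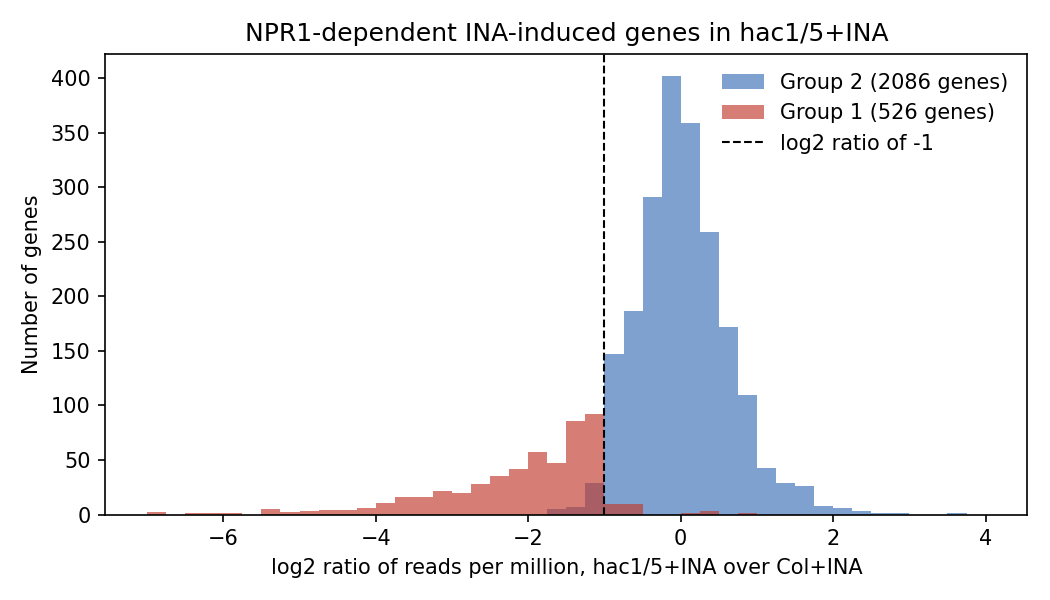
Number of NPR1-dependent genes by the log2 ratio of CPM in *hac1/5*+INA over Col+INA, in bins of 0.25, for the 526 genes lower in both mutants (Group 1) and the 2086 genes lower in *npr1*+INA only (Group 2), with the dashed line at the threshold of -1. The Group 2 genes are centred on a median of -0.02 and the Group 1 genes on -1.80. Counts under 3 were set to 3 for the plot but not for the calls. Group 1 genes right of the line therefore include genes with few reads, whose plotted ratio is smaller than the ratio that passed. Other genes on the other side of the line passed by another gene model than the one with the most reads, or did not pass the FDR.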

Among the NPR1-dependent genes (2742), 21% (584) also showed HAC1/5-dependency (Group 1; Supplementary Datasets S1 and S2), whereas the remaining 79% (2158) did not (Group 2; Supplementary Datasets S1 and S2). 

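In the RNA-seq libraries, all 22 genes plotted in Supplementary Figure S13 were INA-induced and lower in both mutants than in Col+INA, and all 21 genes plotted in Supplementary Figure S14 were INA-induced, lower in *npr1*+INA and not past the threshold in *hac1/5*+INA. With counts under 3 set to 3, the log2 ratio of Col+INA over Col ranged from 2.83 (AT3G03470) to 11.16 (AT4G10500) in the 22 genes and from 1.37 (AT5G22060) to 7.25 (AT2G47130) in the 21 genes. Against Col+INA, the log2 ratio of *hac1/5*+INA in the 22 genes had a median of -2.64 and ranged from -6.18 (AT2G26400) to -2.04 (AT5G64000). In the 21 genes it had a median of -0.02 and ranged from -0.15 (AT3G51440) to 0.13 (AT4G23170). The range of the 22 genes covers 40.5% of the 526 genes of Group 1, and that of 20 of the 21 genes covers 20.6% of the 2086 genes of Group 2. The gene left out of the last count is AT4G23170, since the primer table of the supplement lists AT2G23170 in its place, and AT2G23170 had 1 read in Col, 127 in Col+INA, 3 in *npr1*+INA and 380 in *hac1/5*+INA.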

The RNA-seq results were confirmed by RT-qPCR analyses of dozens of randomly selected genes from each group (Supplementary Figures S13 and S14). Thus, a small but considerable fraction (15%) of the INA-induced transcriptome in WT is dependent on both NPR1 and HAC1/5 (Group 1), whereas a larger fraction (56%) requires only NPR1 (Group 2).

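Relative to the 3660 INA-induced genes, the 526 genes lower in both mutants made up 14.4% (95% Wilson confidence interval 13.3 to 15.5%) and the 2086 genes lower in *npr1*+INA only 57.0% (55.4 to 58.6%). A further 113 INA-induced genes were lower in *hac1/5*+INA only, and 935 were lower in neither mutant. Lower than in Col+INA did not always mean at the level of Col: in *hac1/5*+INA, 230 of the 526 genes (43.7%) were still at least 2-fold above Col, with counts under 3 set to 3, and in *npr1*+INA 75 of them (14.3%) were. Of the 2086 genes, 1791 (85.9%) were at least 2-fold above Col in *hac1/5*+INA and 160 (7.67%) in *npr1*+INA. From the genes that INA raised in Col, the paper asks which were no longer raised in each mutant, and it calls such genes dependent on NPR1 or on HAC1/5. The paper's text does not state the ratio behind this for Figure 6A, and its Supplementary Dataset S1 sets INA-treated *hac1/5* against INA-treated Col. Here dependence was taken as a log2 ratio of at most -1 for the INA-treated mutant over Col+INA. With the authors' deposited FDR, this ratio returned all 584 Group 1 genes of the paper, and 2159 Group 2 genes against 2158. The paper's Group 1 thus follows from this ratio, for genes counted as dependent on NPR1 and on HAC1/5 in such lists. From the overlap of these lists, the paper concludes that a small but considerable part of the INA-induced transcriptome depends on both NPR1 and HAC1/5 and that a larger part requires only NPR1.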

**Figure 6.**
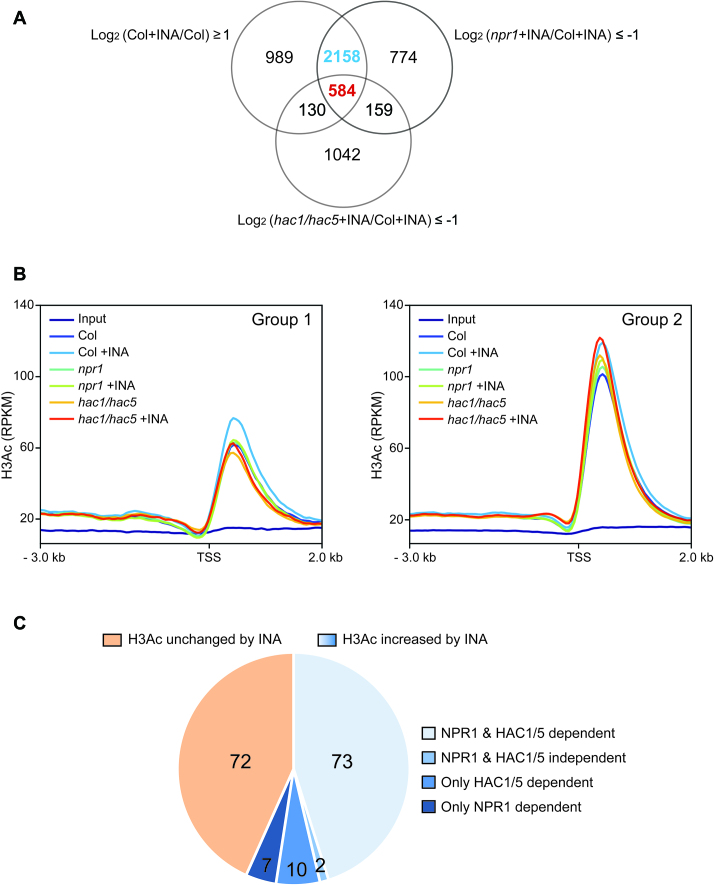
Role of NPR1 and HAC1/5 in INA-induced transcriptome and genome-wide H3Ac dynamics. (**A**) Venn diagram illustrating number of genes induced by INA (FDR ≤ 0.2) as identified through RNA seq. The number of genes co-regulated by NPR1 and HAC1/5 (Group 1) or regulated by NPR1 only (Group 2) is indicated by red or blue, respectively. (**B**) Distribution of H3Ac at the Group 1- and Group 2-gene loci. H3Ac level is presented as RPKM of reads from ChIP-seq data. Region from the 3 kb upstream to the 2 kb downstream of transcription start site (TSS) was scanned with 50 bp interval. (**C**) Pie-chart showing the proportion of further selected Group 1-gene loci (see the text) with or without increased H3Ac after INA treatment. Region from the 2 kb upstream of TSS to the 1 kb downstream of transcription termination site was considered for H3Ac level. Plants were grown on soil for 4 w under short-day condition (8-h light/16-h dark photoperiod) and treated with DW or INA for 12 h before harvest.

### HACs also regulate SA biosynthesis or accumulation-related genes in an NPR1-independent manner

Despite relatively small portion of the Group 1 genes, the susceptibilities of *hac1/5* and *npr1* against *Pst* DC3000 were comparable (Figure 2F). This suggests that the genes co-regulated by HAC1/5 and NPR1 might be crucial in plant immunity. Alternatively, HACs might affect plant immunity in an NPR1-independent as well as NPR1-dependent manners. Lately, it was reported that the ethylene-signaling pathway is hyper-activated in *hac1/5* (33). As ethylene (Et) and jasmonic acid (JA) antagonistically crosstalk with SA in general (56–59), the activation of Et/JA-signaling could suppress the SA-dependent defense pathway (60). Thus, first we compared the expressions of *ERF1* and *ERF2* (56,61), genes encoding ethylene-response factors and *CHIB* and *VSP2* (62), the JA- and Et-signaling pathway markers, respectively, in WT, *npr1* and *hac1/5* (Supplementary Figure S15A). Although, the expression levels of *ERF1* and *ERF2* in *hac1/5* were higher than in WT and *npr1* after and before *Pst* DC3000 infection, respectively, pathogen-induced expressions of *CHIB* and *VSP2* were significantly reduced in *hac1/5* but not in *npr1*, indicating that the susceptibility of *hac1/5* was not likely caused by the activated Et/JA pathways.

We then examined the effect of *hac1/5* mutations on the pathogen-induced expression of several SA biosynthesis or accumulation-related genes, namely *ICS1* (63), *EDS5* (64), *PAD4* (65) and *GDG1* (66,67) as the induction of *ICS1* and *EDS5* by pathogen infection was known to be NPR1-independent (68–70). Induction of *ICS1, EDS5* and *PAD4* by *Pst* DC3000 were significantly reduced by *hac1/5*, but not by *npr1* mutations (Supplementary Figure S15B). Further, pathogen-induced targeting of HAC1:HA but not NPR1:GFP was observed in the examined regions of *ICS1* and *EDS5* promoters (Supplementary Figure S16). These results are consistent with the previously reported NPR1-independent pathogen-induced expression of these genes and indicate that HACs also promote SA-dependent immunity by NPR1-independently regulating SA biosynthesis or accumulation-related genes, explaining part of the severe pathogen-susceptible phenotype of *hac1/5*.

### HACs are epigenetic partners of NPR1 and the HAC–NPR1–TGA complex constitutes part of the genome-wide SA-induced transcriptional reprogramming system

Next, by ChIP seq we studied how H3Ac levels are affected by INA, *npr1* and *hac1/5* mutations at the Group 1- and Group 2-gene loci (Figure 6B). Reproducibility of the ChIP-seq data was confirmed by ChIP-qPCR analyses of 11 selected loci (Supplementary Figure S17). At the Group 1-gene loci, H3Ac levels at the downstream of the transcription start sites were substantially increased by INA treatment in WT. However, this INA-induced increase was not observed both in *npr1* and *hac1/5* mutants. The Group 2-gene loci showed ∼1.5-fold higher basal H3Ac levels and clear but less substantial INA-induced H3Ac increase compared to the Group 1-gene loci in WT. In *hac1/5* mutants, the INA-induced H3Ac increase was still obvious at the Group 2-gene loci even with higher basal level than WT. However, the INA-induced H3Ac increase at the Group 2-gene loci was almost fully abolished by the *npr1* mutation as at the Group 1-gene loci. Thus, in line with the HAC1/5- as well as NPR1-dependent INA-induced expression pattern, the Group 1 genes show both NPR1- and HAC1/5-dependent INA-induced H3Ac increase on average. Furthermore, consistently with the NPR1-, but not HAC1/5-dependent INA-induced expression pattern, the Group 2 genes show stronger dependency on NPR1 than HAC1/5 in INA-induced H3Ac increase as well.

Then, to examine the role of NPR1 and HAC1/5 in the INA-induced H3Ac increase at individual Group 1-gene loci, first we further selected Group 1 genes that show heavier INA, NPR1 and HAC1/5 dependency by using stricter criteria: log_2_[(Col+INA)/Col] ≥ 2, log_2_[(*npr1*+INA)/(Col+INA)] ≤ -2, log_2_[(*hac1/5*+INA)/(Col+INA)] ≤ -2 and FDR ≤ 0.05 (Figure 6C and Supplementary Datasets S3–S6). 

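Applied to the reads of the 4 libraries, the stricter criteria were passed by 160 of the 526 Group 1 genes. The paper's list of further selected genes (Supplementary Dataset S6) holds 164 genes, of which 142 were among the 160, and all 164 were in Group 1. The other 22 listed genes had, in the gene model with the most reads, a log2 ratio above -2 in at least 1 mutant: 13 of them in *npr1*+INA and 10 in *hac1/5*+INA. Of the 18 genes that passed here and are not in the list, 17 had under 20 reads in Col+INA. The number depended on how low RPKM values were treated: on the log2(RPKM + 1) scale 85 genes passed.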

At 56% of the further selected loci, H3Ac levels were substantially increased by INA, and 79% of these loci showed compromised H3Ac increases in both *npr1* and *hac1/5* mutants. Considering diverse mechanisms other than histone acetylation for the transcriptional coactivator role of CBP/p300 HATs as mentioned in the Introduction, we believe it is plausible that at least part of the Group 1 genes are expected to show no good correlations between H3Ac and RNA expression, even though they are the direct targets of HACs and NPR1. Taken all together, our ChIP-seq and RNA-seq analyses indicate that the HAC–NPR1–TGA complex constitutes part of the genome-wide transcriptional activator system responsible for the SA-induced transcriptional reprogramming.

## DISCUSSION

Although NPR1 is a well-known master regulator of the SA-dependent immunity and systemic acquired resistance, how it acts as a transcriptional coactivator for over 2000 downstream genes is not fully understood at the molecular level. Our study demonstrates a molecular mechanism for the coactivator role of NPR1 in which NPR1 acts in concert with HACs as epigenetic partners and that the HAC–NPR1–TGA complex is involved in genome-wide transcriptional reprogramming through histone acetylation-based mechanism (Figure 7). Interestingly, the SA-induced transcriptional reprogramming model we propose here is a reminiscent of the steroid hormone-induced epigenetic and transcriptional reprogramming model prevalent in animal systems. It is also possible that HAC in the ternary complex might also acetylate transcriptional regulators including NPR1/TGAs and affect their transcription activities or might act as a scaffold leading to the formation of a large transcription-activator complex required for *PR* expression. Further, our work indicates that epigenetic reprogramming is a central feature of the immune system in plants which, unlike animals, lack specialized immune cells.

**Figure 7.**
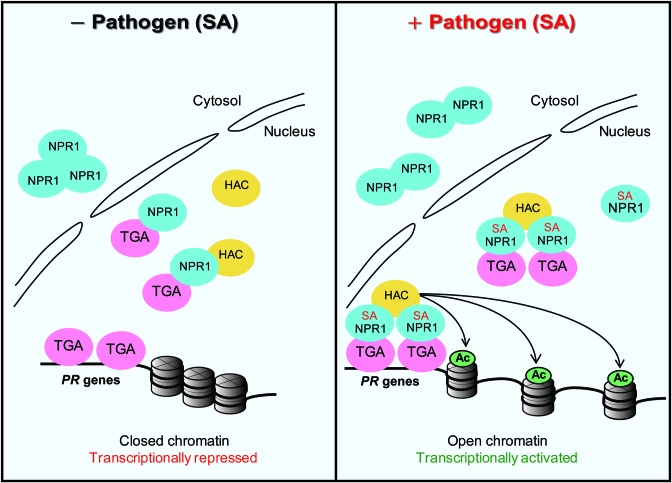
Model for the epigenetic reprogramming of *PR* genes by the HAC–NPR1–TGA complex. Under normal condition (left), NPR1 (blue oval) preferentially presents within the cytoplasm as oligomers while its minor fraction is within the nucleus and interacts with TGA (pink oval) and HAC (yellow oval). Although TGA, which is not in the ternary HAC–NPR1–TGA complex, binds to *PR* promoters and represses *PR* transcription, the HAC–NPR1–TGA complex is not recruited to *PR* chromatin under this condition. Upon pathogen challenge and following SA surge (right), the nuclear fraction of NPR1 is increased due to enhanced stability and translocation of part of the cytoplasmic NPR1 into the nucleus. With increased concentration and SA binding, NPR1 interacts with HAC possibly in a multiple:one fashion. The SA-bound HAC–NPR1–TGA complex is now recruited to *PR* promoters or alternatively the SA-bound HAC–NPR1 complex is recruited by TGA on *PR* promoters, and the ternary complex induces transcriptional activation through histone acetylation (Ac)-dependent chromatin reprogramming. SA might induce a conformation change to the HAC–NPR1–TGA complex and activate it during this process.

Our finding of both HAC-dependent (Group 1) and independent (Group 2) NPR1-regulated genes suggests that NPR1 might act in different modes depending on target chromatin contexts. For example, the degree of chromatin compaction could be a factor in the HAC requirement. Our finding of higher basal H3Ac levels at the Group 2-gene loci compared to the Group 1-gene loci (Figure 6B) supports this hypothesis. The Group 2 genes might be in open chromatin conformation with enriched basal H3Ac and poised to respond to SA-activated NPR1 without assistance from HATs. In this case, the INA-induced increased H3Ac levels observed in WT and *hac1/5* might be consequences rather than causes of the increased transcriptional activities in those plants. Alternatively, HATs other than HACs might act as epigenetic partners of NPR1 for the Group 2 genes. The Group 1 and Group 2 genes do not seem to act in different biological processes as our preliminary gene ontology analysis did not reveal significant differences between them. Thus, it would be of interest in the future to understand the chromatin features of the Group1 and Group 2 genes or the dependency of the Group 2 transcription on chromatin factors other than HACs. 

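The deposited tables give gene ontology terms for each gene model. Of the 2612 NPR1-dependent genes, 1682 have at least 1 biological process term, 63.9% of Group 1 and 64.5% of Group 2. For the 81 terms with at least 10 of these genes, the number of Group 1 genes was compared with that in 10000 random lists of 526 genes drawn from both groups together and matched on mean expression. In all, 11 terms lay outside the central 95% of the random lists, whereas the lists themselves gave a median of 2 such terms (central 95% from 0 to 5). Among the 9 terms more frequent in Group 1 were defense response, incompatible interaction, with 10 genes in Group 1 and 5 in Group 2, defense response, with 35 genes (6.65% of Group 1) and 82 genes (3.93% of Group 2), response to hormone stimulus, with 38 genes (7.22%) and 90 genes (4.31%), and response to cold, with 7 and 5 genes. A term that the tables list without a name was carried by 11 Group 1 genes, 10 of them described as lipid-transfer proteins, and by 0 Group 2 genes. The 2 terms more frequent in Group 2 were intracellular signal transduction, with 0 genes in Group 1 and 19 in Group 2, and modification-dependent protein catabolic process, with 2 and 32 genes. No p-value is given, since genes are not replicates and the terms share genes.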

Comprehensive evaluations on the genome-wide role of the HAC–NPR1–TGA complex in SA-induced transcriptional reprogramming will be possible through integrative analyses of data from RNA seq, H3Ac ChIP seq and the genome-wide association studies of HACs, NPR1 and TGAs.

## DATA AVAILABILITY

The ChIP-seq and RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under the SuperSeries accession number GSE101572. All other data are available from the authors upon reasonable request.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: Salicylic acid-induced transcriptional reprogramming by the HAC–NPR1–TGA histone acetyltransferase complex in Arabidopsis
**Source:** Nucleic Acids Res. 2018 Sep 17;46(22):11712–25. doi: 10.1093/nar/gky847
**Supplement:** Supplementary Data

## **SUPPLEMENTARY DATA**

### **Salicylic acid-induced transcriptional reprogramming by the HAC-NPR1-TGA histone acetyltransferase complex in *Arabidopsis***

Hongshi Jin<sup>1</sup>†, Sun-Mee Choi<sup>1</sup>†, Min-Jeong Kang<sup>1</sup>, Se-Hun Yun<sup>1</sup>, Dong-Jin Kwon<sup>1</sup>, Yoo-Sun Noh<sup>1,2\*</sup> & Bosl Noh<sup>3\*</sup>

†These authors contributed equally to this work.

**- Supplementary Figures S1 to S17**

**- Supplementary Tables S1 to S5**

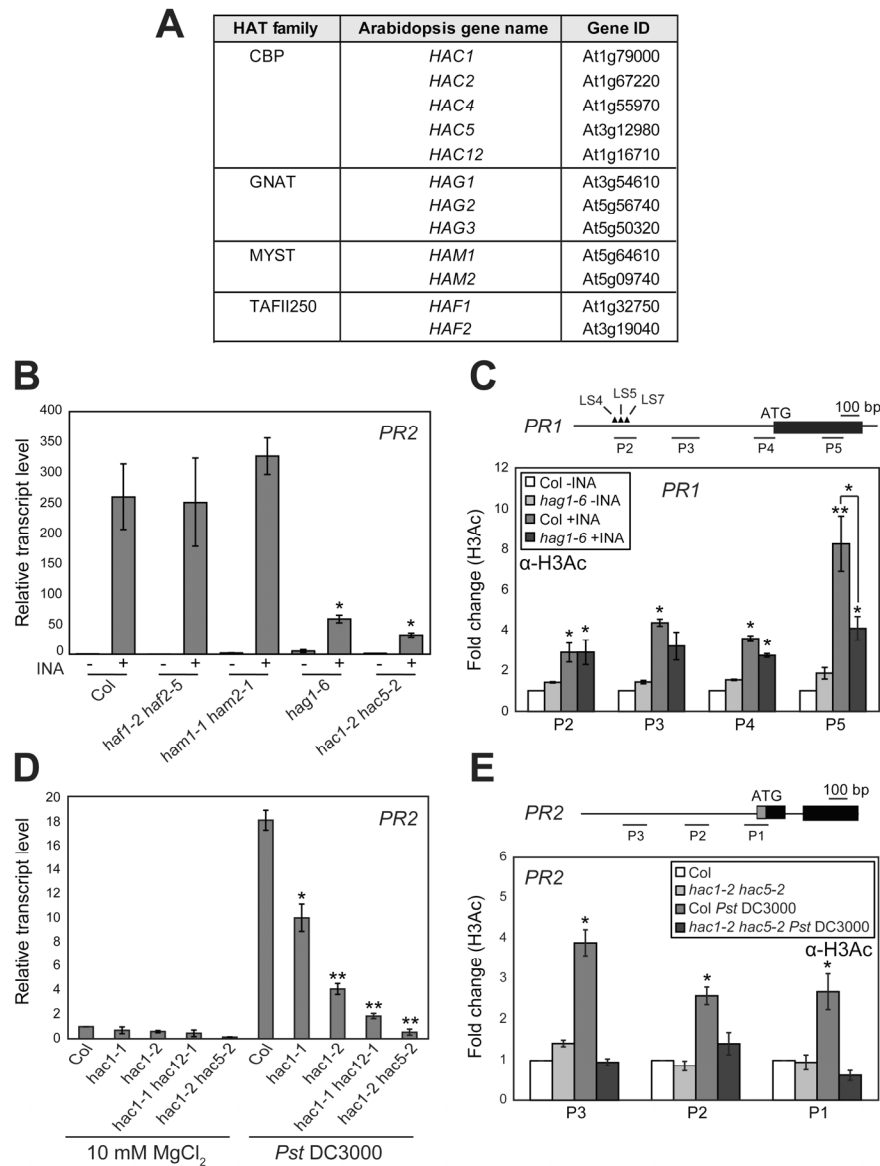

**Supplementary Figure S1.** HAC1/5 regulate pathogen-induced *PR2* transcription and histone acetylation. (A) Canonical HAT-family genes in *Arabidopsis thaliana*. (B) *PR2* transcript levels in Col and various HAT mutants treated with INA or not. (C) H3Ac levels at *PR1* in Col and *hag1-6* either treated with INA or not. (D and E) *PR2* transcript levels (D) and H3Ac levels at *PR2* (E) in Col and *hac* mutants after *Pst* DC3000 infection. Schematics of *PR1* and *PR2* show the regions tested for ChIP-qPCR (C and E). See Figure 1A for the explanation of the schematics. Means  $\pm$  SE of three biological experiments performed in triplicates are shown after normalization to *UBQ10* (B and D) or to input and untagged Col levels (C and E). Asterisks indicate statistically significant differences compared to Col+INA (B and C), Col-INA (C), infected Col (D), or uninfected Col (E) (\* $P < 0.05$  and \*\* $P < 0.01$  in a Student's *t*-test). Plants were grown on soil for 4 w under day-neutral condition (12 hr light/12 hr dark photoperiod) and treated with DW or INA for 24 hr before harvest (B and C), or infected with pathogen for 48 hr before harvest (D and E).

**A**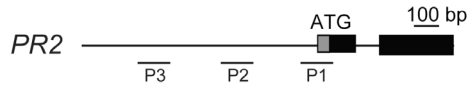**B**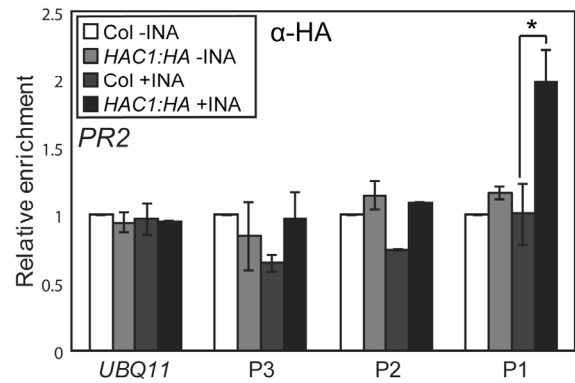**C**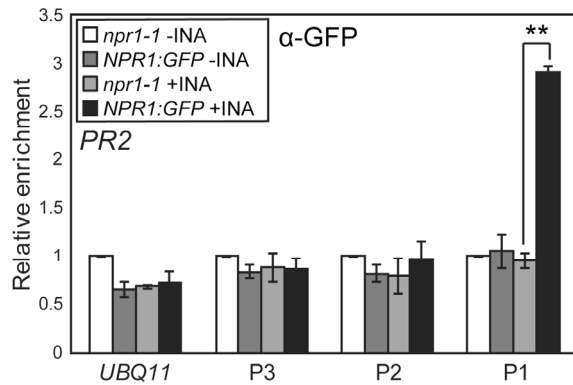**D**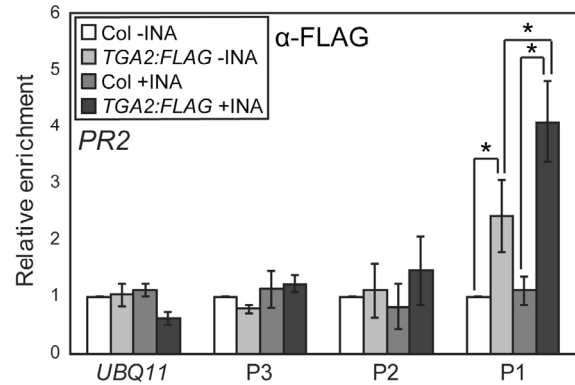

**Supplementary Figure S2.** Direct targeting of HAC1, NPR1, and TGA2 to *PR2* chromatin. (A) Schematics of *PR2* showing regions tested for ChIP-qPCR. See Figure 1A for the explanation of the schematics. (B-D) Enrichment of HAC1:HA (B), NPR1:GFP (C), and TGA2:FLAG (D) within *PR2* chromatin. Asterisks indicate statistically significant differences (\* $P < 0.05$  and \*\* $P < 0.001$  in a Student's *t*-test). Shown are means  $\pm$  SE of three independent ChIP experiments performed in triplicates. Untreated Col levels were set to 1 after normalization by input. All plants were grown on MS medium for 4 w under short-day condition (8 hr light/16 hr dark photoperiod) and treated with DW or INA for 12 h before harvest.

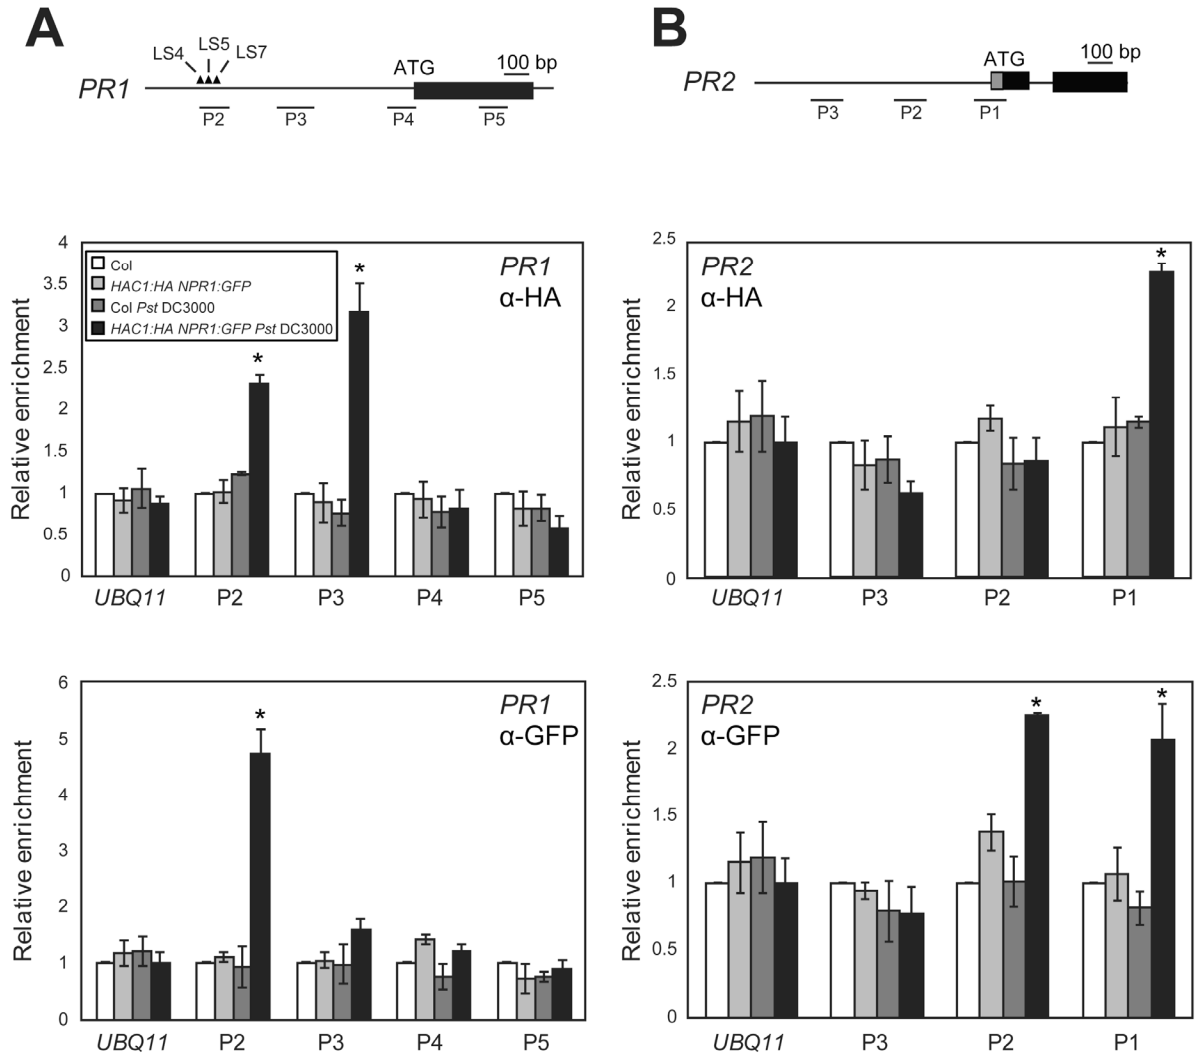

**Supplementary Figure S3.** HAC1 and NPR1 are targeted to the *PR1* and *PR2* loci in a pathogen-dependent manner. (**A** and **B**) ChIP assays showing pathogen-dependent targeting of HAC1:HA and NPR1:GFP to *PR1* chromatin (**A**) and *PR2* chromatin (**B**). See Figure 1A for the explanation of the schematics. Anti-HA or anti-GFP antibody was used to detect HAC1:HA and NPR1:GFP enrichment, respectively. Asterisks indicate statistically significant differences ( $P < 0.05$  in a Student's *t*-test) between infected Col and *HAC1:HA NPR1:GFP*. Shown are means  $\pm$  SE of three independent ChIP experiments performed in triplicates. Uninfected Col levels were set to 1 after normalization by input. Plants were grown on soil for 4 w under day-neutral condition (12 hr light/12 hr dark photoperiod), and leaves were infected with pathogen for 24 hr before harvest.

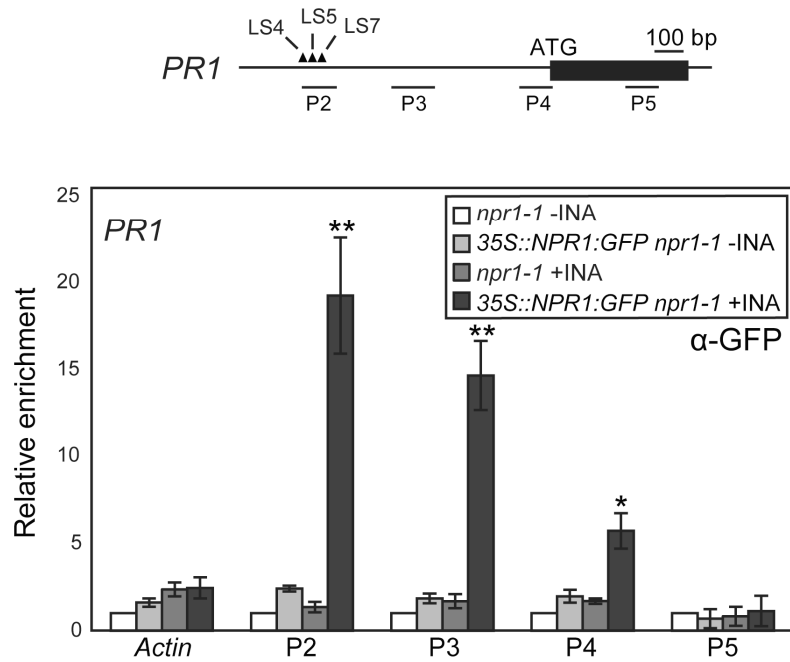

**Supplementary Figure S4.** NPR1 enrichment within *PR1* chromatin in *35S::NPR1:GFP npr1-1* plants either treated with INA or not. Asterisks indicate statistically significant differences between *35S::NPR1:GFP npr1-1*-INA and *35S::NPR1:GFP npr1-1*+INA (\* $P < 0.05$  and \*\* $P < 0.01$  in a Student's *t*-test). Shown are means  $\pm$  SE of three independent ChIP experiments performed in triplicates. Untreated *npr1-1* levels were set to 1 after normalization by input. Plants were grown on MS medium for 4 w under short-day condition (8 hr light/16 hr dark photoperiod) and treated with DW or INA for 12 h before harvest.

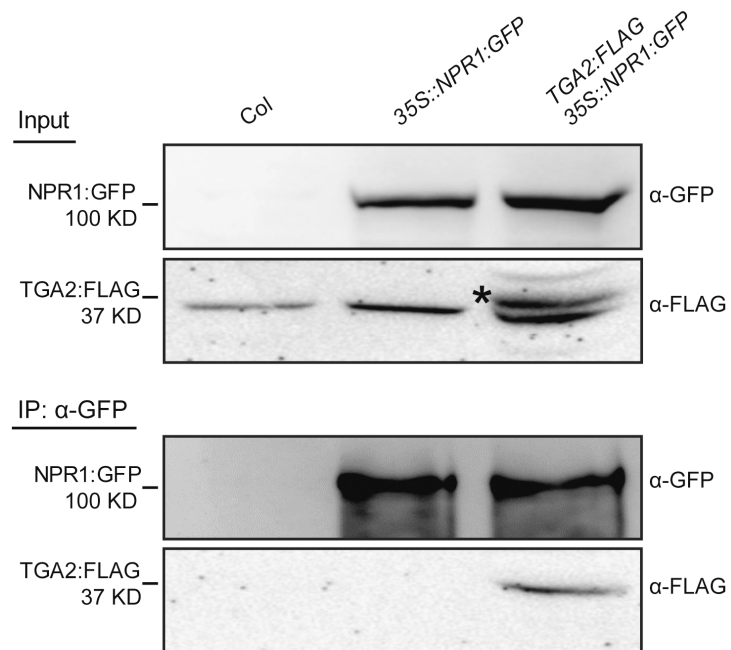

**Supplementary Figure S5.** TGA2:FLAG forms a complex with NPR1:GFP *in vivo*. Proteins prepared from Col, 35S::NPR1:GFP, and TGA2:FLAG 35S::NPR1:GFP plants were immunoprecipitated with anti-GFP antibody and immunoblotted with anti-GFP or anti-FLAG antibody. An asterisk indicates TGA2:FLAG protein. Plants were grown on MS medium for 4 w under short-day condition (8 hr light/16 hr dark photoperiod), and leaves were harvested for co-IP analysis after 12 hr of INA treatment.

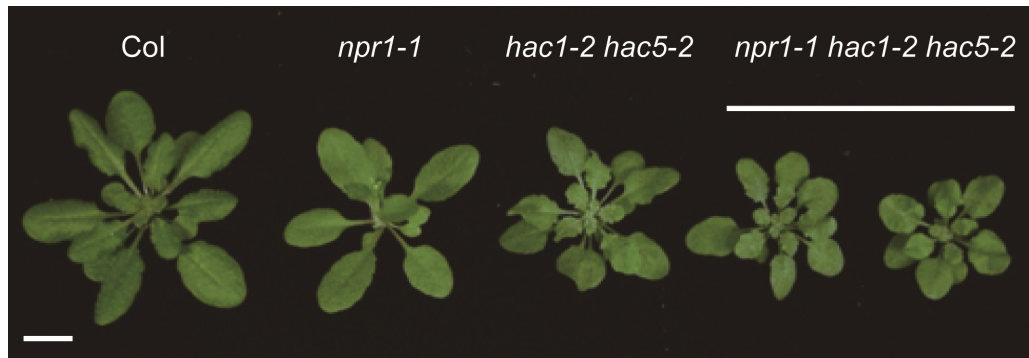

**Supplementary Figure S6.** Adult phenotypes of Col, *npr1-1*, *hac1-2 hac5-2*, and *npr1-1 hac1-2 hac5-2* mutant plants. Representative plants of each genotype grown for 4 w under day-neutral condition (12 hr light/12 hr dark photoperiod) are shown. Scale bar: 1 cm.

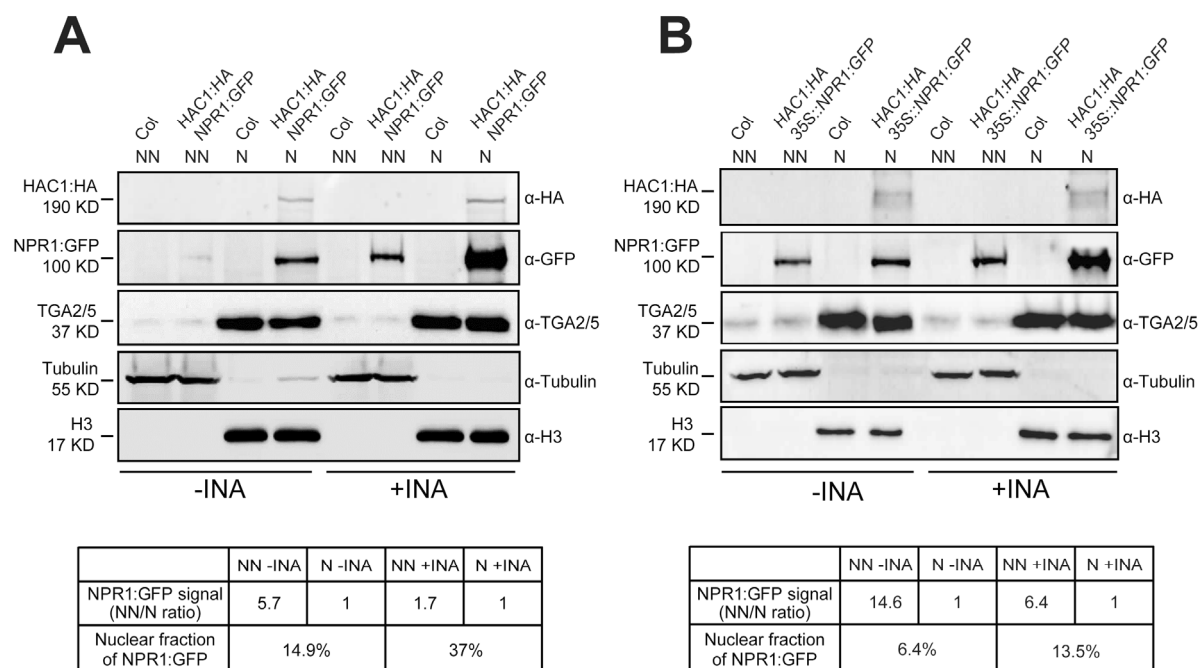

**Supplementary Figure S7.** Subcellular localization of HAC1, NPR1, and TGA2/5. (**A** and **B**) Immunoblot analysis of HAC1:HA, NPR1:GFP, and TGA2/5 proteins within nuclear (N) and non-nuclear (NN) fractions using *HAC1:HA NPR1:GFP* (**A**) or *HAC1:HA 35S::NPR1:GFP* (**B**) double transgenic plants. Histone H3 and tubulin were used as nuclear and non-nuclear protein controls, respectively. Table in each panel shows the relative ratios of NPR1:GFP signals on the corresponding immunoblots as quantified by using Image J. NPR1:GFP NN signals were multiplied by 20 as 20 times less NN proteins compared to N proteins were loaded on the gel before immunoblot. NPR1:GFP NN and N signals were normalized by corresponding tubulin and H3 signals, respectively, and the normalized NPR1:GFP N signals were set to 1.

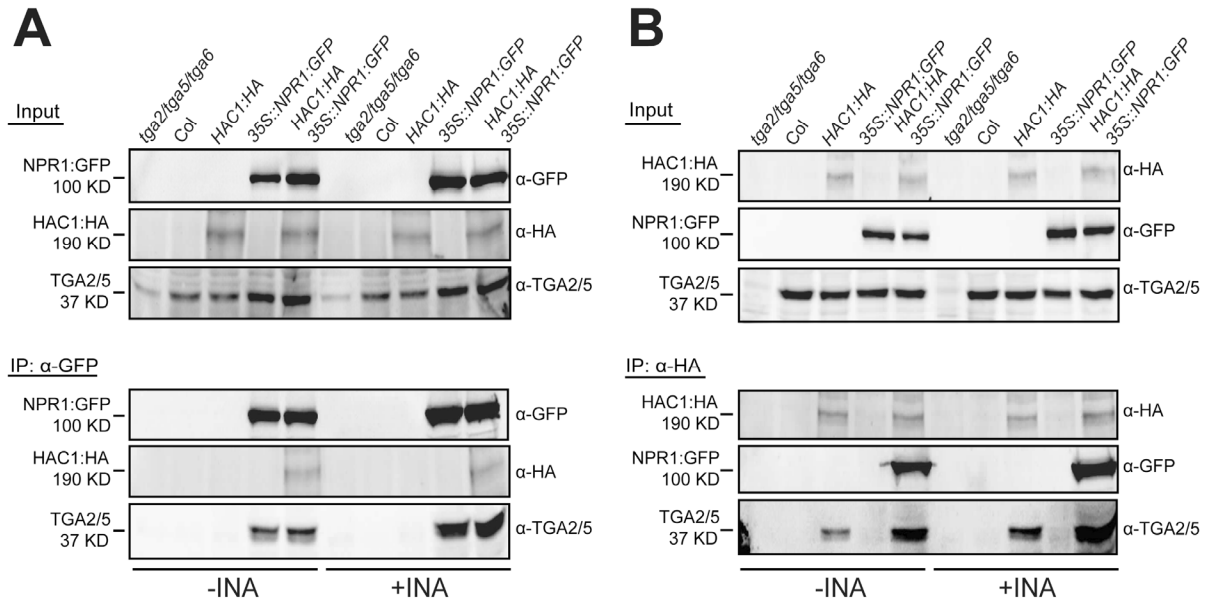

**Supplementary Figure S8.** *In vivo* interactions among HAC1, NPR1, and TGA2/5. (**A** and **B**) Proteins prepared from *tga2/5/6*, Col, *HAC1:HA*, *35S::NPR1:GFP*, and *HAC1:HA 35S::NPR1:GFP* plants were immunoprecipitated with anti-GFP (**A**) or anti-HA (**B**) antibody and immunoblotted with anti-GFP, anti-HA, or anti-TGA2/5 antibody. Plant samples were prepared as described in Figure 3.

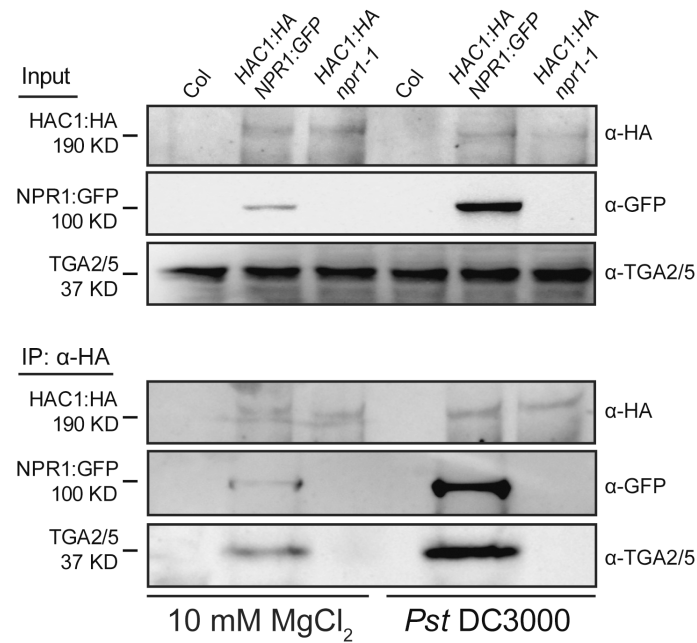

**Supplementary Figure S9.** *In vivo* interactions among HAC1, NPR1, and TGA2/5 in Col, *HAC1:HA NPR1:GFP*, and *HAC1:HA npr1-1* plants without or with pathogen infection. Proteins were immunoprecipitated with anti-HA antibody and immunoblotted with anti-HA, anti-GFP, or anti-TGA2/5 antibody. Plants were grown on soil for 4 w under day-neutral condition (12 hr light/12 hr dark photoperiod) and harvested 24 hr after injection with 10 mM MgCl<sub>2</sub> or pathogen.

**A**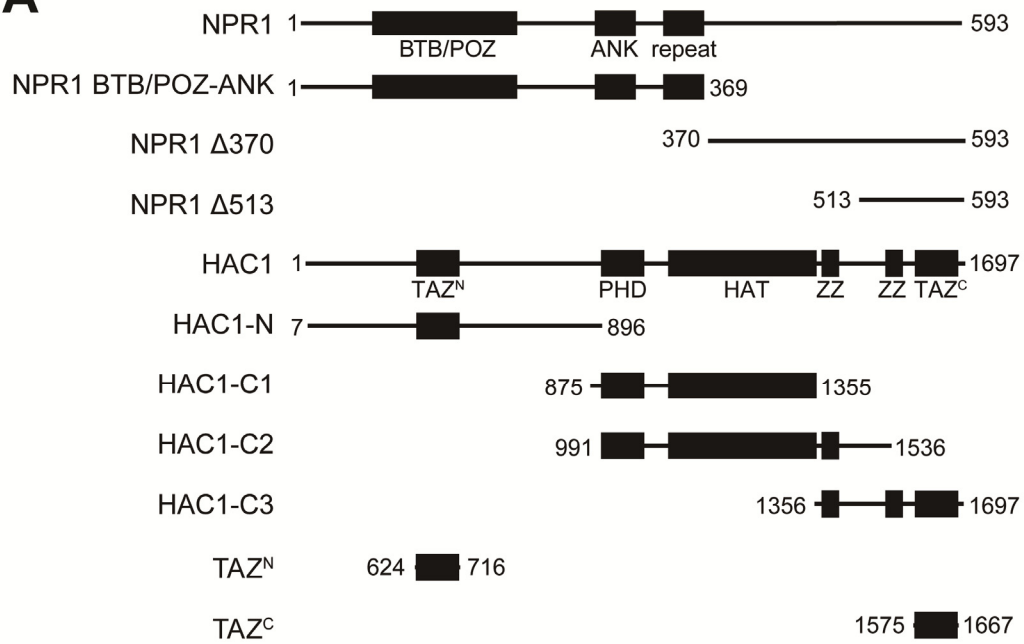**B**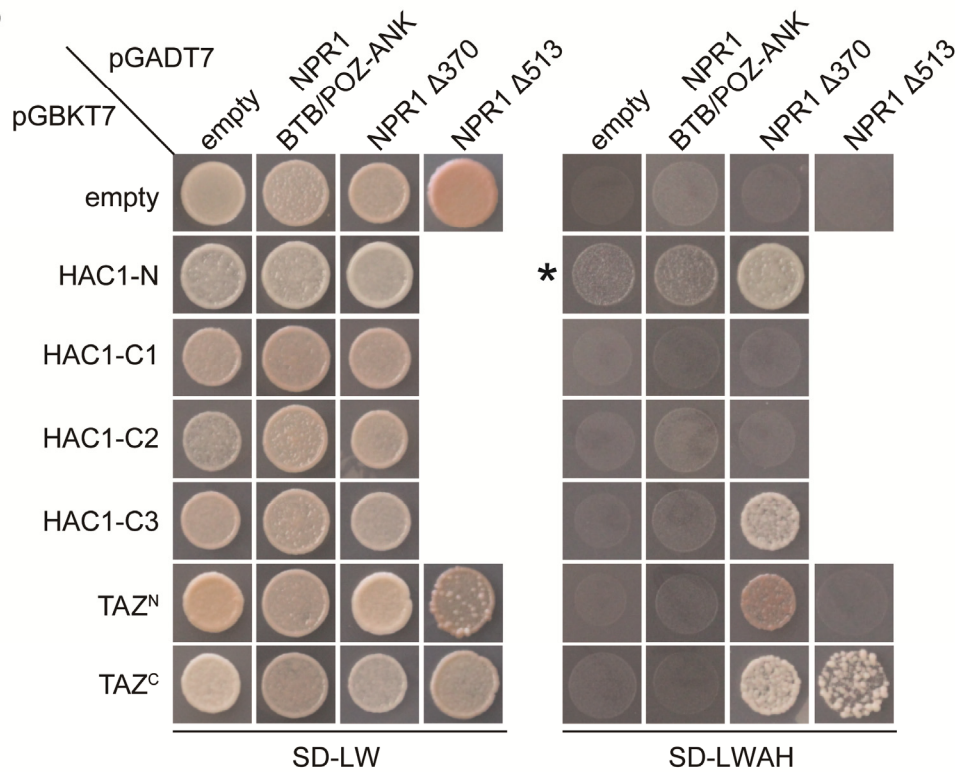

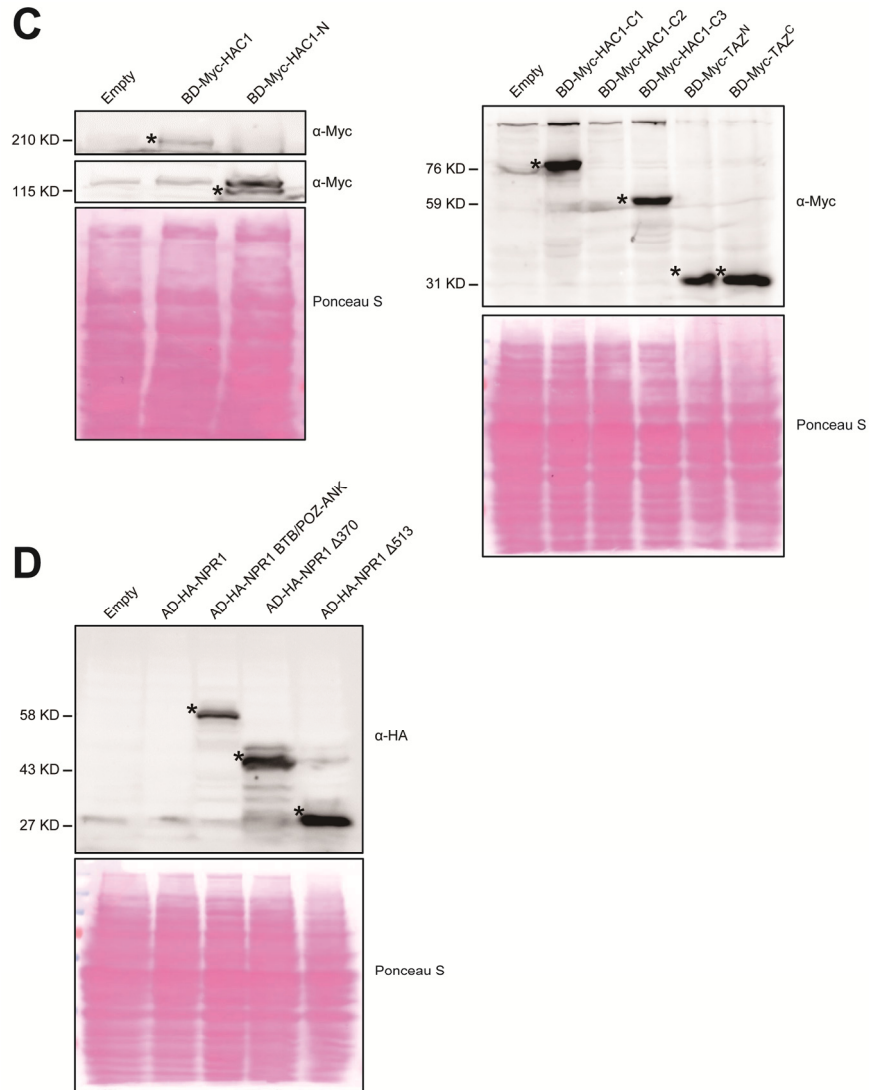

**Supplementary Figure S10.** Interaction between HAC1 and NPR1 in yeast. **(A)** Schematics of NPR1 and HAC1 deletions used for Yeast-Two-Hybrid assays. HAC1 deletions were fused to the GAL4 DNA-binding domain and the NPR1 deletions were fused to the GAL4 activation domain. **(B)** Yeast transformants were grown on Leu<sup>-</sup> Trp<sup>-</sup> dropout media (SD-LW) or Leu<sup>-</sup> Trp<sup>-</sup> adenine<sup>-</sup> His<sup>-</sup> dropout media (SD-LWAH) containing 1 mM 3-aminotriazole (3-AT) except for the case of HAC1-N as a bait (\*) for which 3 mM 3-AT was used. **(C and D)** Expression of the bait and prey proteins in yeast. AH109 yeast cells containing the bait and prey were cultured in – LW media to OD<sub>600</sub> = 0.8~1.0, then total protein was extracted by bead-beating method. Expressions of the BD-Myc-HAC1 and BD-Myc-HAC1-N were detected using yeast cells co-expressing AD-HA-NPR1 and AD-HA-NPR1 BTB/POZ-ANK, respectively. Expressions of the BD-Myc-HAC1-C1, BD-Myc-HAC1-C2/-C3, and BD-Myc-TAZ<sup>N</sup>/TAZ<sup>C</sup> were detected using yeast cells co-expressing AD-HA-NPR1 BTB/POZ-ANK, AD-HA-NPR1 Δ370, AD-HA-NPR1 Δ513, respectively. Expressions of the AD-HA-NPR1, AD-HA-NPR1 BTB/POZ-ANK, AD-HA-NPR1 Δ370, and AD-HA-NPR1 Δ513 were detected using yeast cells co-expressing BD-Myc-HAC1, BD-Myc-HAC1-C1, BD-Myc-HAC1-C2, and BD-Myc-TAZ<sup>N</sup>, respectively.

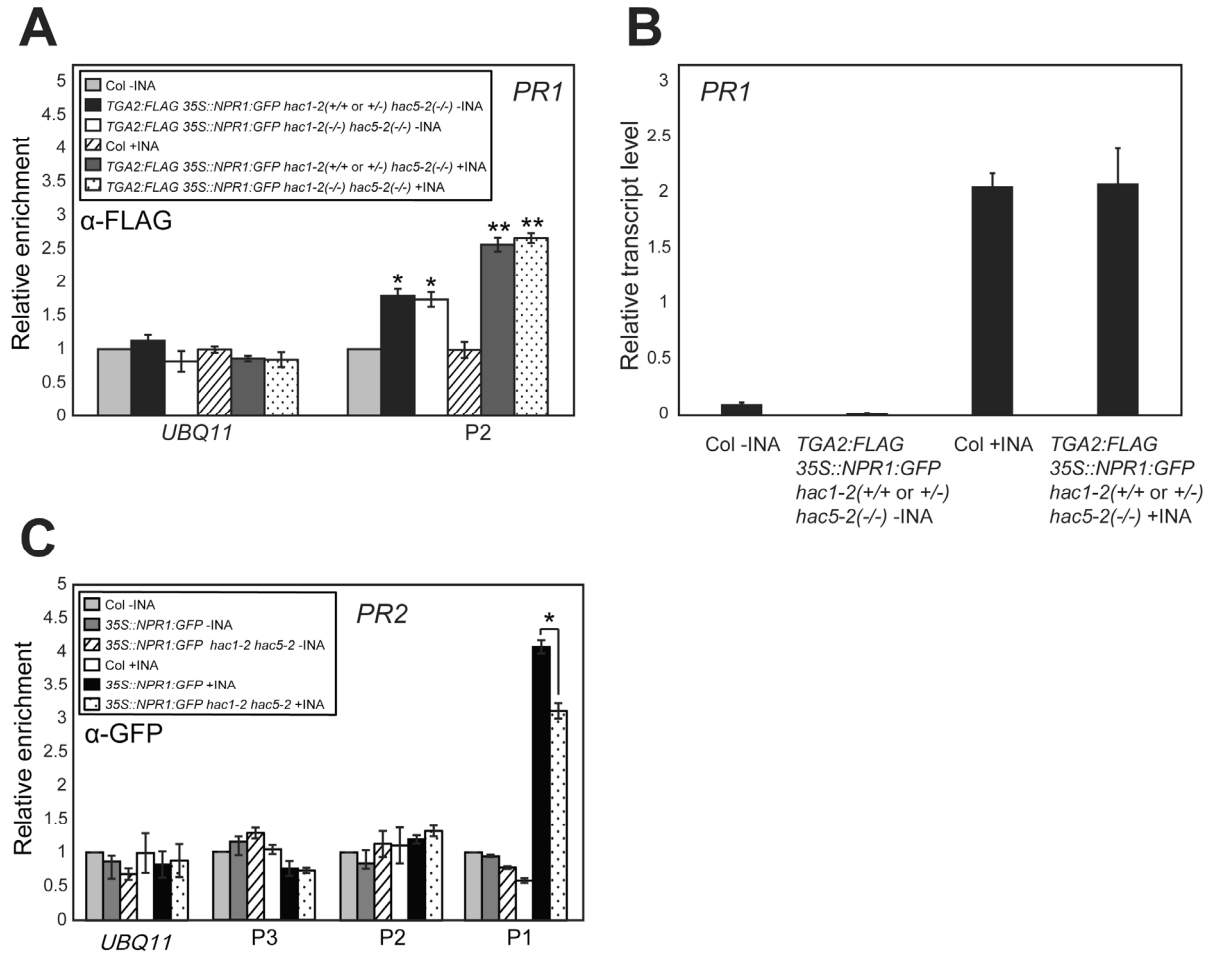

**Supplementary Figure S11.** Role of HAC1/5 in TGA2 and NPR1 targeting to *PR1* or *PR2* chromatin. **(A)** ChIP assay showing HAC1/5-independent TGA2:FLAG targeting to *PR1* chromatin. **(B)** RT-qPCR analysis of transcript levels of *PR1* in Col and TGA2:FLAG 35S::NPR1:GFP *hac1-2*(+/+ or +/-) *hac5-2*(-/-) plants either treated with INA or not. **(C)** Reduced targeting of NPR1:GFP to *PR2* chromatin by *hac1/5* mutations. Asterisks indicate statistically significant differences compared to Col-INA (**A**) or 35S::NPR1:GFP+INA (**C**) (\* $P < 0.05$  and \*\* $P < 0.01$  in a Student's *t*-test). Shown are means  $\pm$  SE of three independent experiments performed in triplicates. INA-untreated Col levels were set to 1 after normalization by input (**A** and **C**). Transcript levels were presented after normalization to *UBQ10* (**B**). Plants were grown on MS medium for 4 w under short-day condition (8 hr light/16 hr dark photoperiod) and treated with DW or INA for 12 hr before harvest.

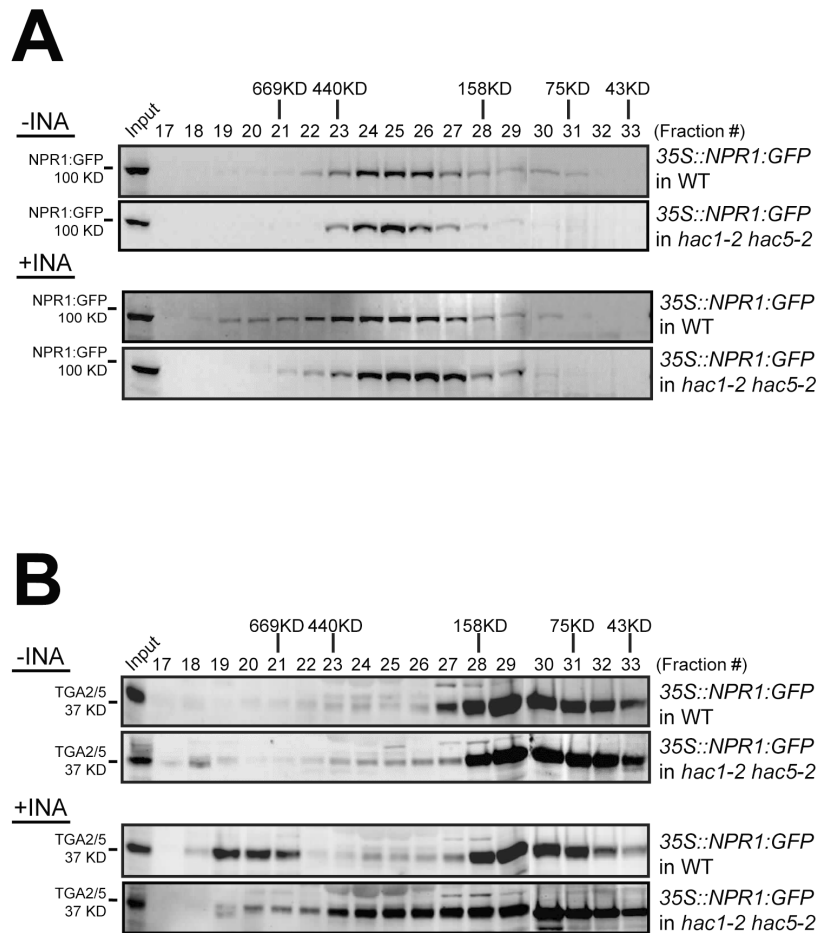

**Supplementary Figure S12.** Fractionation of the HAC-NPR1-TGA complex using 35S::NPR1:GFP transgenic plants in WT or *hac1-2 hac5-2* background. Proteins were fractionated by FPLC and subjected to immunoblot analyses with anti-GFP antibody (A) or anti-TGA2/5 antibody (B). See Figure 5A-D for experimental details.

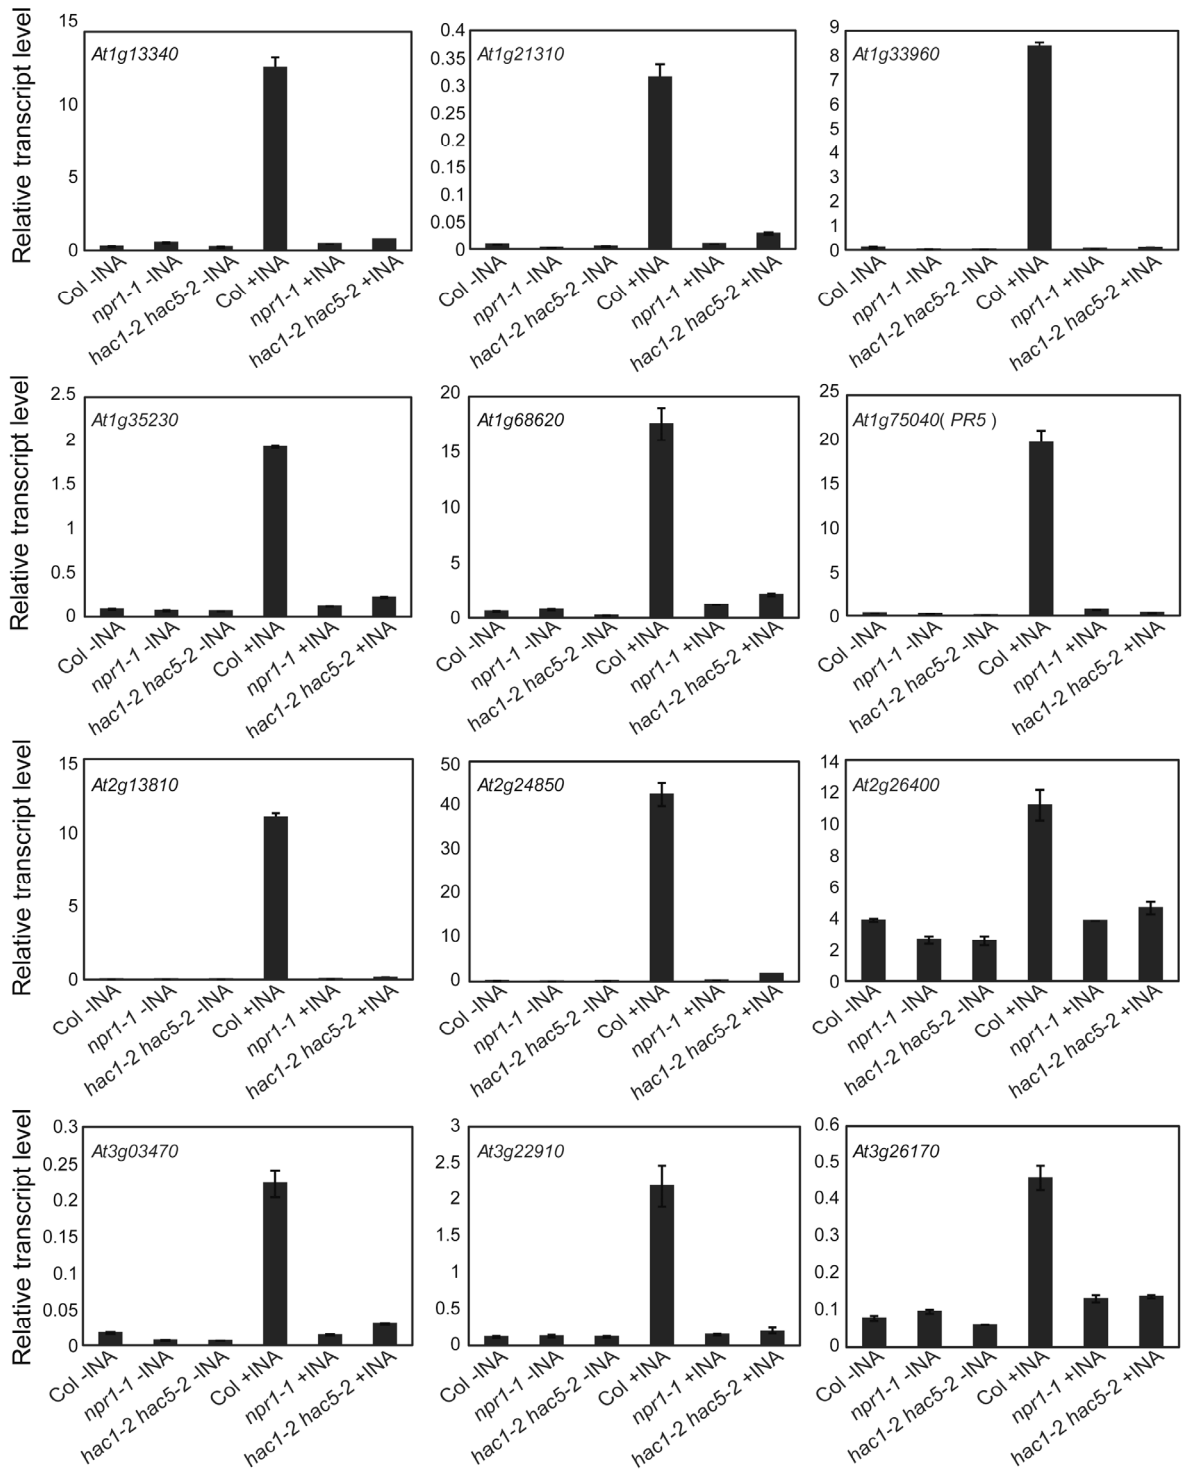

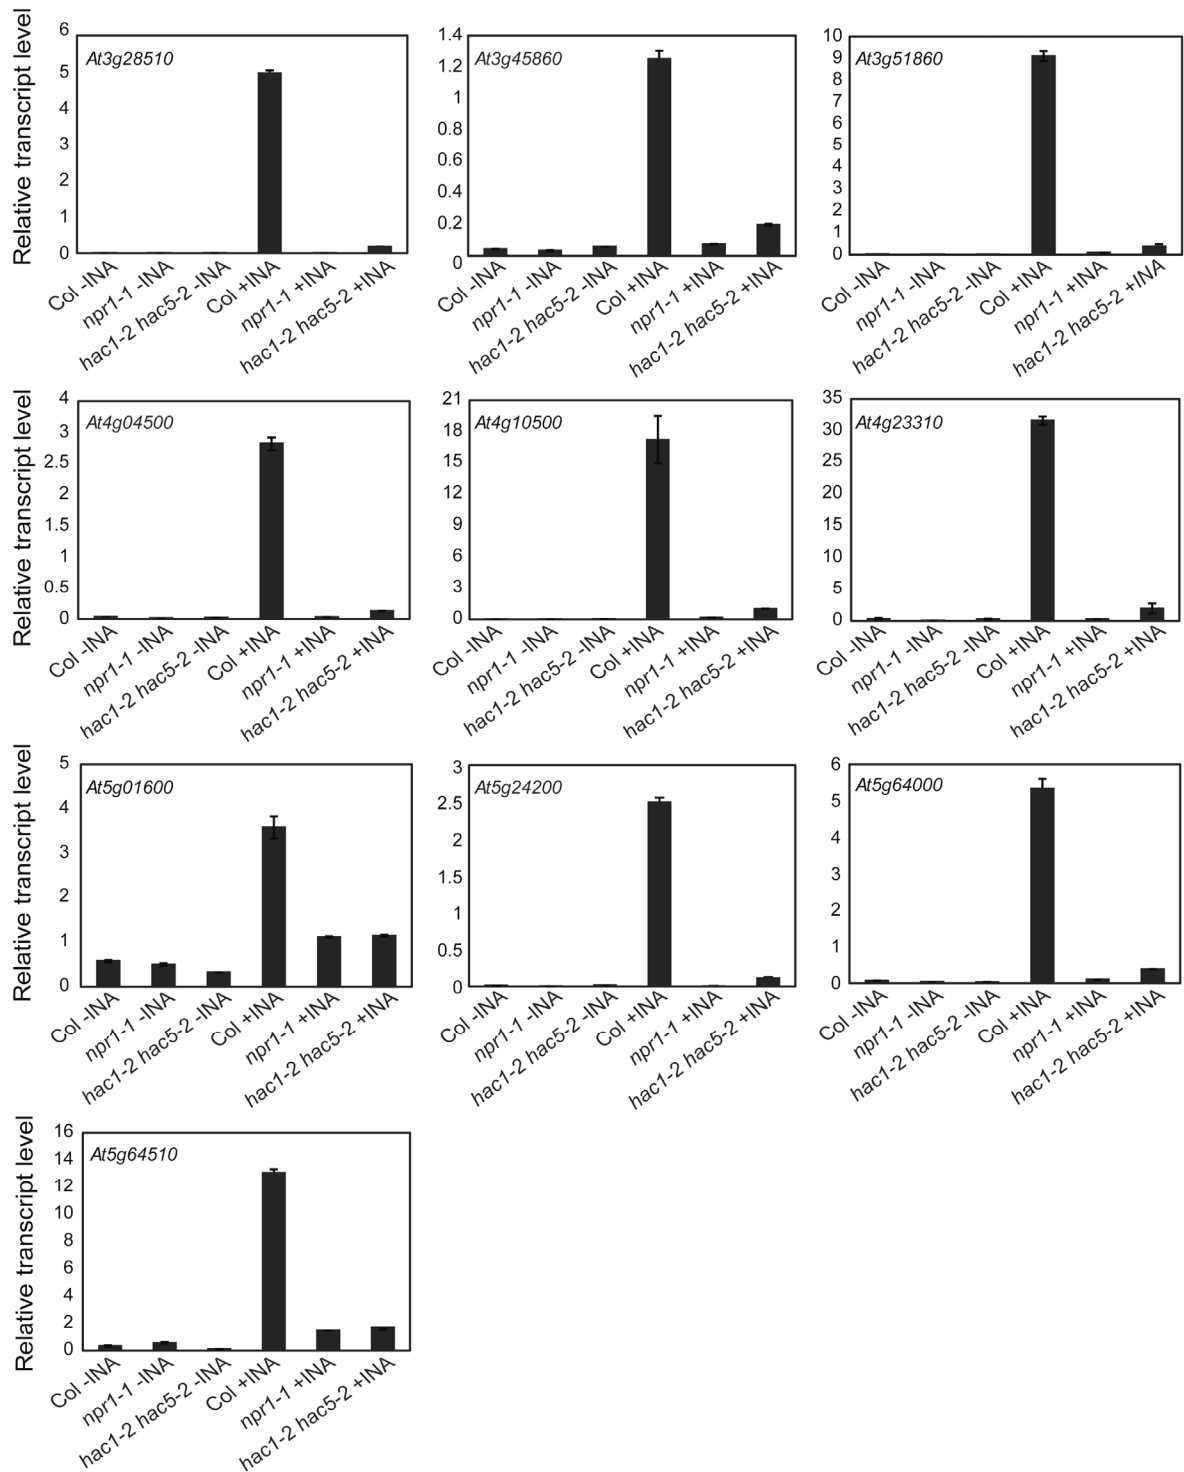

**Supplementary Figure S13.** RT-qPCR analysis of randomly selected 22 Group 1-gene expression in Col, *npr1-1*, and *hac1-2 hac5-2* treated with INA or not. Means  $\pm$  SD of duplicates are shown after normalization to *tubulin*.

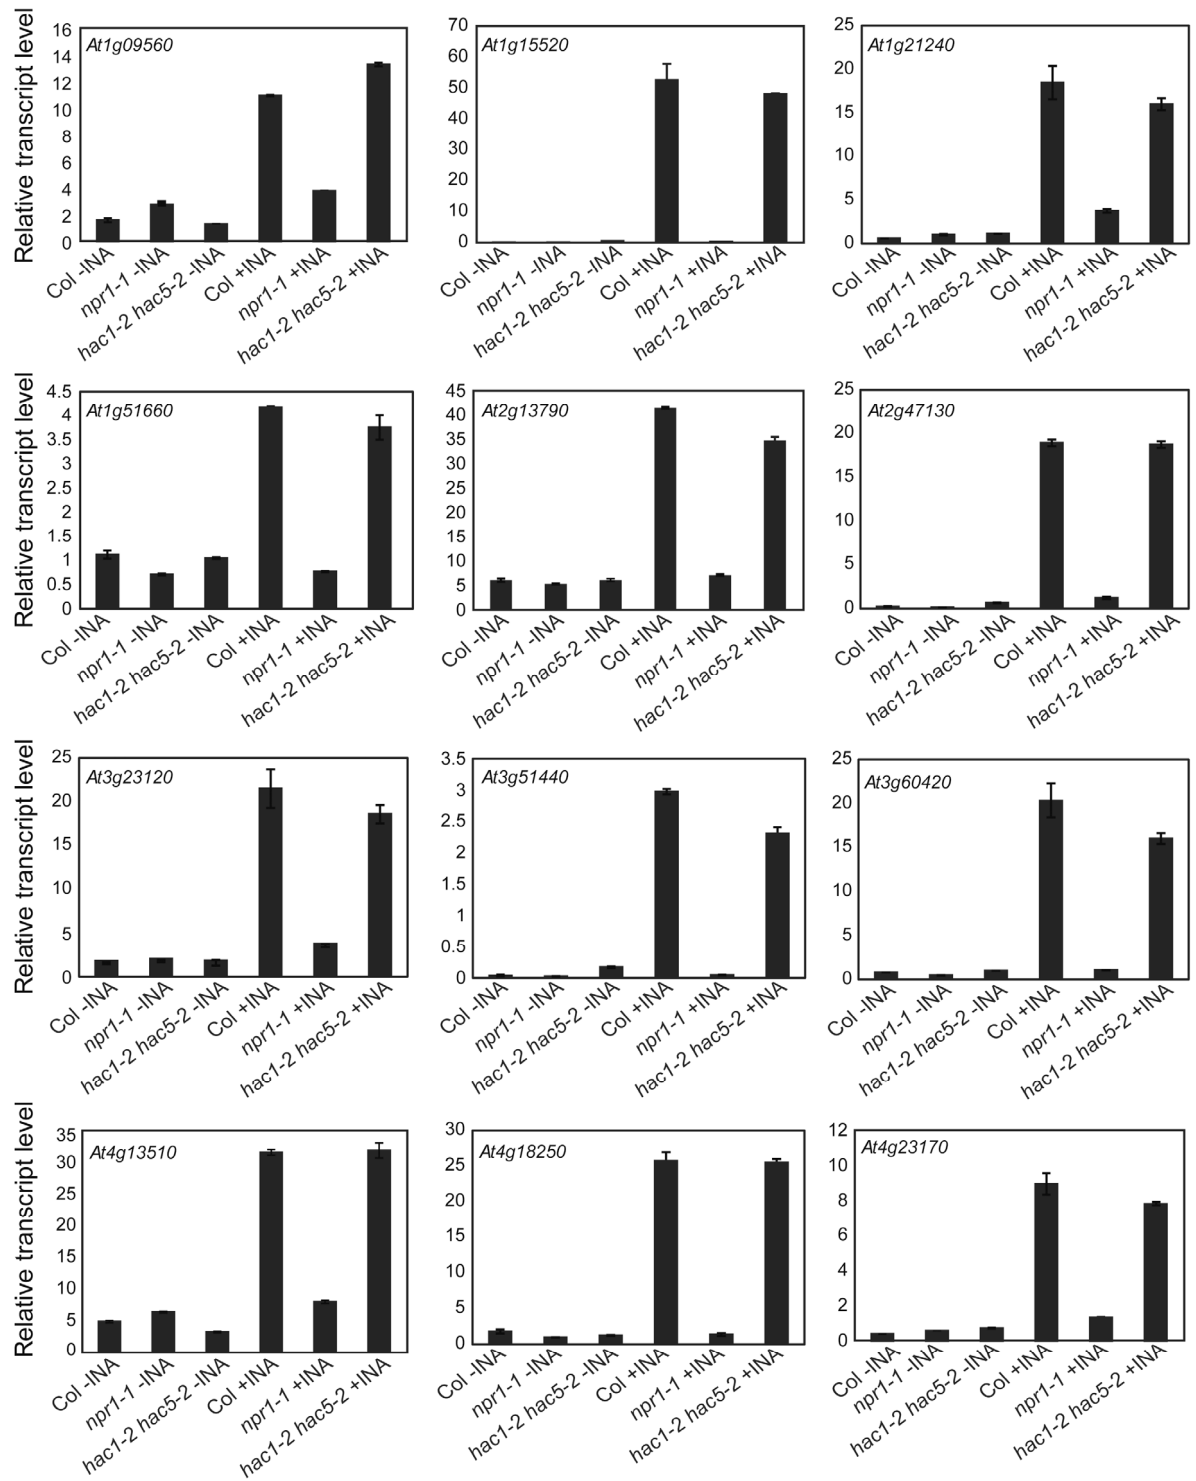

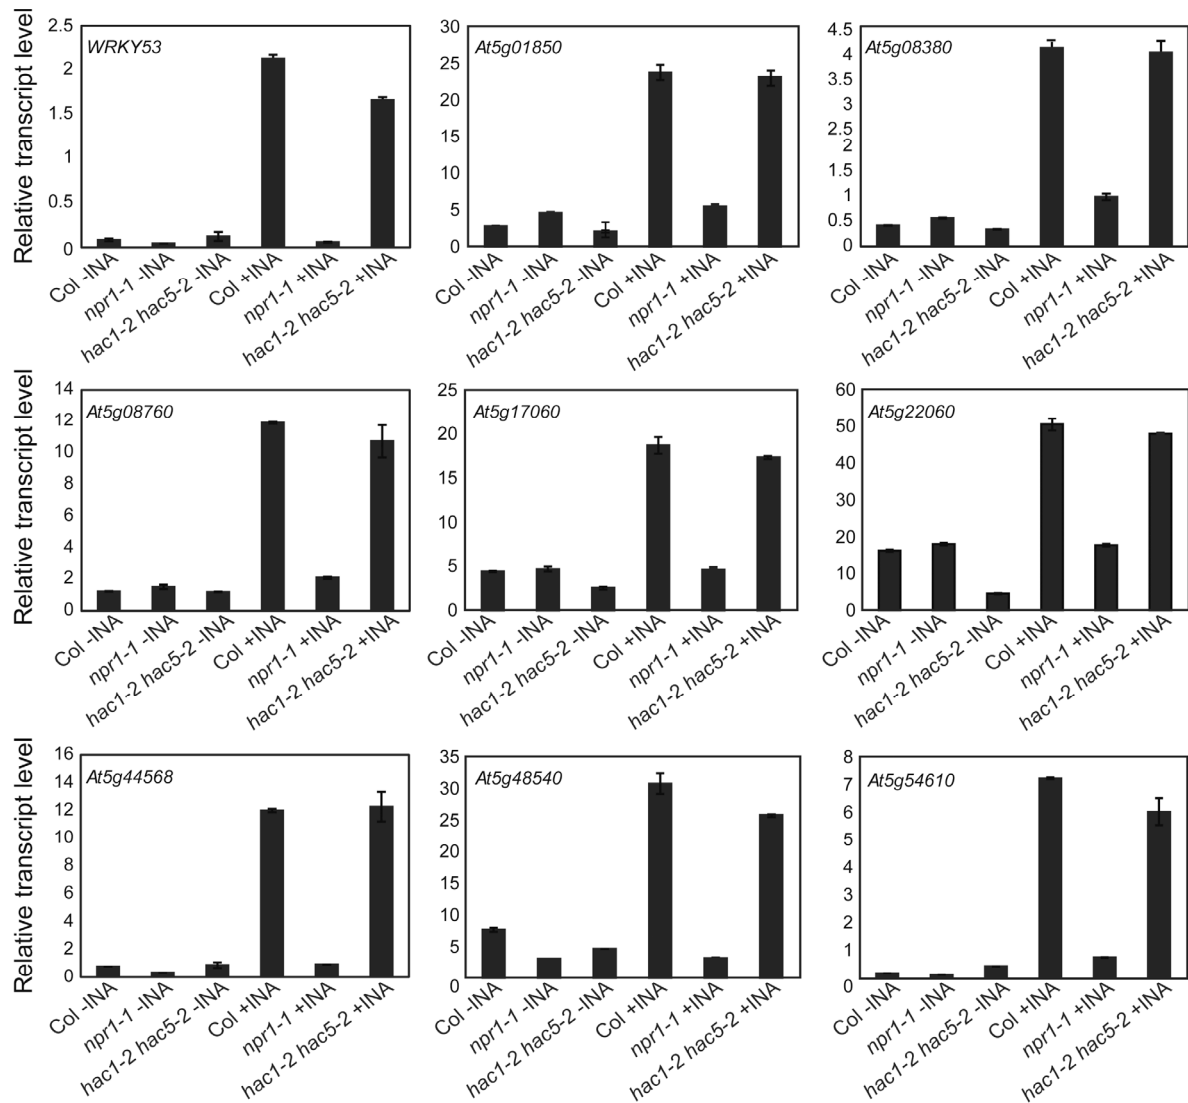

**Supplementary Figure S14.** RT-qPCR analysis of randomly selected 21 Group 2-gene expression in Col, *npr1-1*, and *hac1-2 hac5-2* treated with INA or not. Means  $\pm$  SD of duplicates are shown after normalization to *tubulin*.

**A**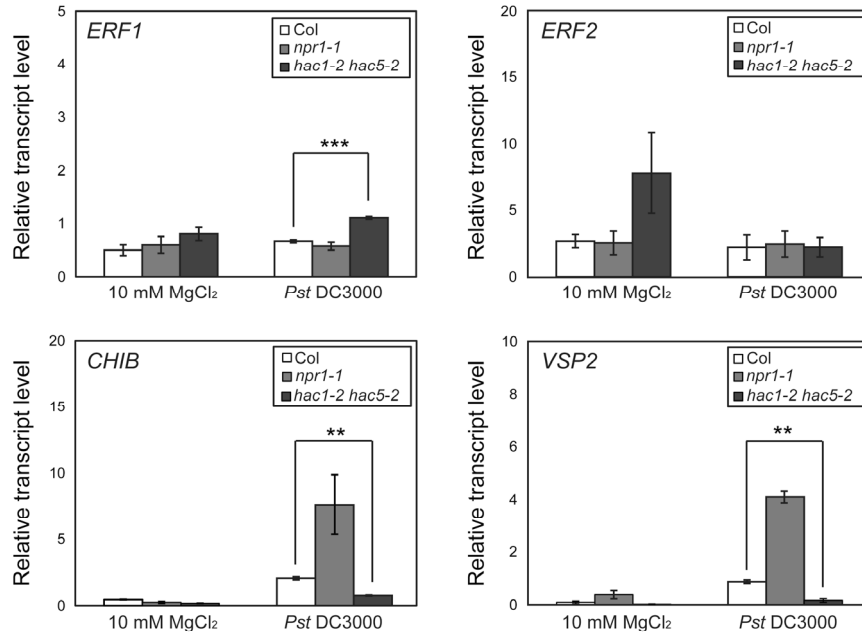**B**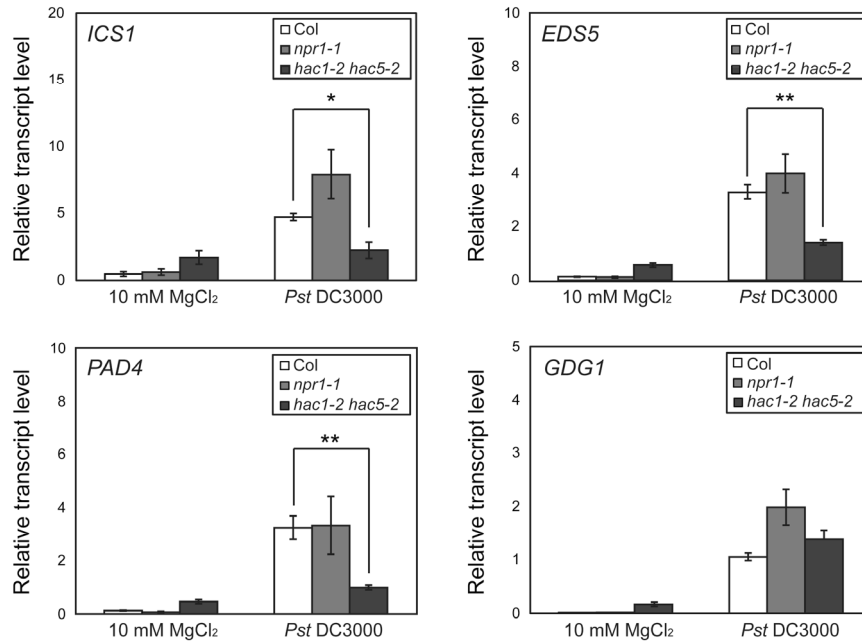

**Supplementary Figure S15.** RT-qPCR analysis of defense-related gene expression in Col, *npr1-1*, and *hac1-2 hac5-2* plants. (A) Expression of the JA/ET response-pathway genes. (B) Expression of genes involved in SA biosynthesis or accumulation. 4-w-old plants grown under day-neutral condition (12 hr light/12 hr dark photoperiod) were infiltrated with 10 mM  $MgCl_2$  or *Pst* DC3000 at  $OD_{600} = 0.001$  and harvested after 48 hr for RNA extraction. Each gene expression was normalized by *UBQ10*. Means  $\pm$  SE of three biological replicates are shown. Asterisks indicate statistically significant differences between Col and *hac1-2 hac5-2* (\* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$  in a Student's *t*-test).

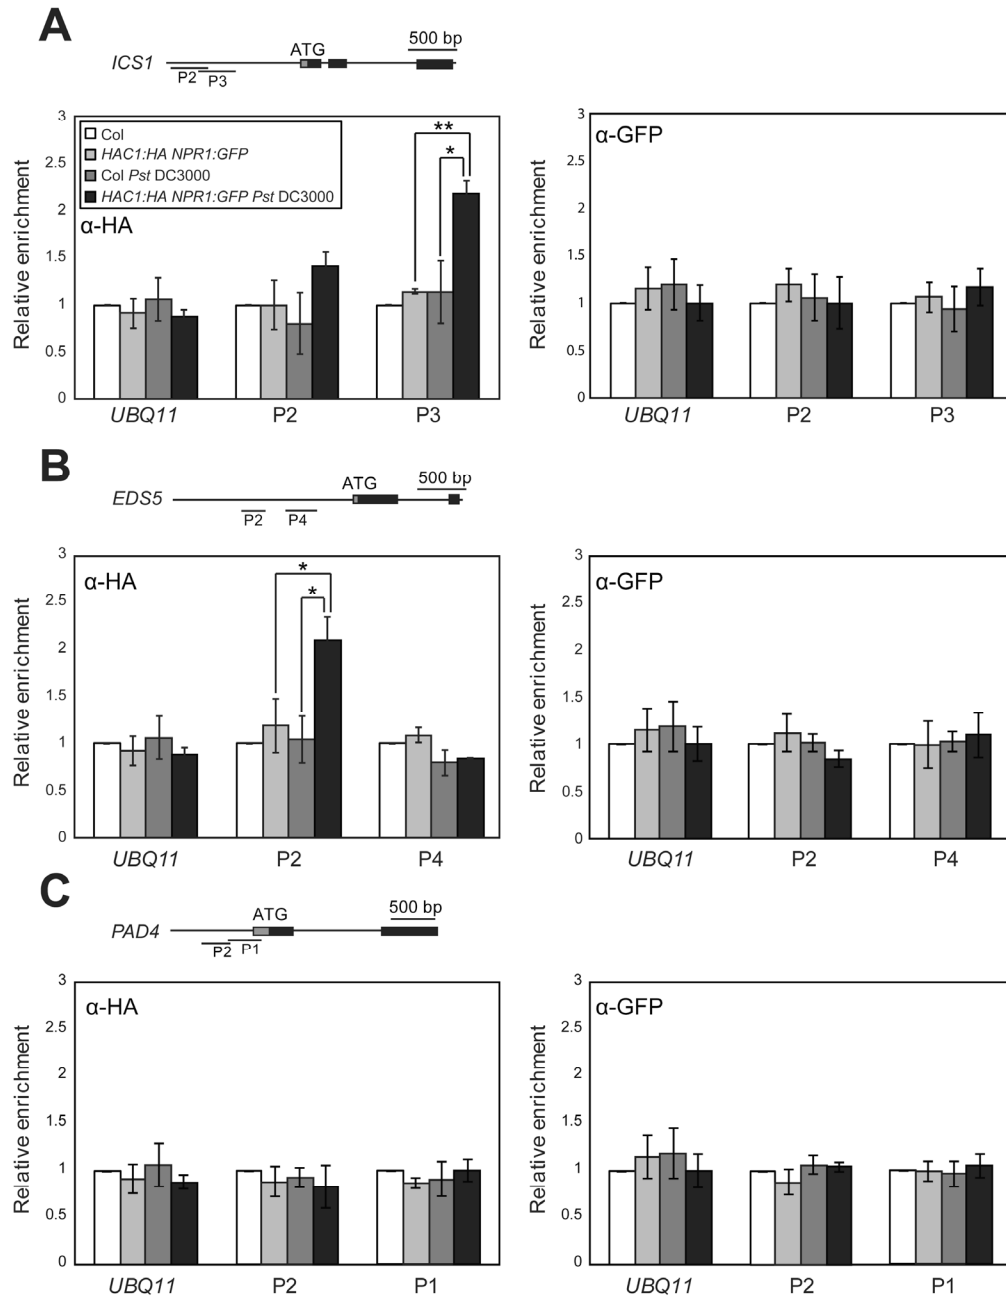

**Supplementary Figure S16.** HAC1 and NPR1 enrichment within *ICS1*, *EDS5*, and *PAD4* chromatin before and after pathogen infection. (A and B) ChIP assays showing pathogen-dependent targeting of HAC1:HA but not NPR1:GFP to *ICS1* (A) and *EDS5* (B) chromatin. (C) No targeting activity was detected in the regions tested at *PAD4*. Anti-HA or anti-GFP antibody was used to detect HAC1:HA and NPR1:GFP enrichment, respectively. Asterisks indicate statistically significant differences (\* $P < 0.05$  and \*\* $P < 0.01$  in a Student's  $t$ -test). Shown are means  $\pm$  SE of three independent ChIP experiments performed in triplicates. The uninfected Col levels were set to 1 after normalization by input. See Supplementary Figure S3 for plant sampling.

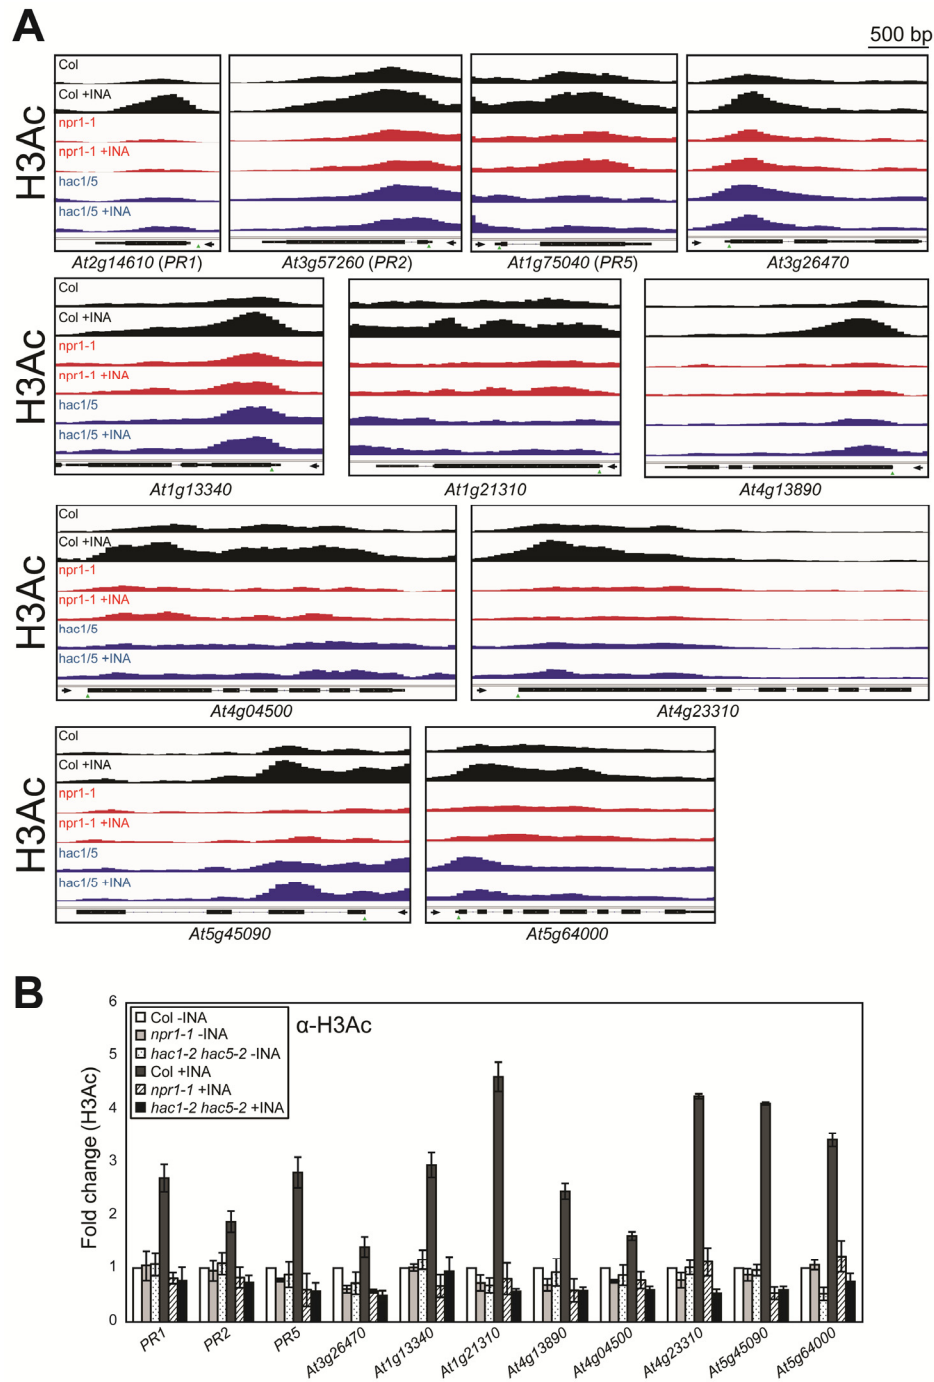

**Supplementary Figure S17.** Visualization and confirmation of H3Ac ChIP-seq data. **(A)** Integrative Genomics Viewer (IGV) snapshot images of H3Ac ChIP-seq data for 11 selected Group 1-gene loci in Col (black), *npr1-1* (red), and *hac1-2 hac5-2* (blue) plants either treated with INA or not. **(B)** ChIP-qPCR analysis of H3Ac levels for the 11 loci shown in **(A)**. The region in each locus tested for ChIP-qPCR is indicated with green triangle within the schematics in **(A)**. Means  $\pm$  SE of triplicates are shown after normalization to input and Col-INA level. See Figure 6 for plant sampling.

**Supplementary Table S1.** List of all transgenic or multiple-mutant plants used in this study.

| Transgenic plant                                                   | How to generate                                                                                                                                  |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>HAC1:HA</i>                                                     | Kim et al., 2015 (34)                                                                                                                            |
| <i>35S::HAC1:FLAG</i>                                              | By introducing <i>35S::HAC1:FLAG-DES</i> into Col                                                                                                |
| <i>35S::NPRI:GFP</i>                                               | Obtained from X. Dong (Duke University, Durham, North Carolina, USA)                                                                             |
| <i>NPRI:GFP</i> in <i>npr1-1</i>                                   | By introducing <i>pNPRI::NPRI:GFP-DES</i> into <i>npr1-1</i>                                                                                     |
| <i>TGA2:FLAG</i>                                                   | By introducing <i>pTGA2::TGA2:FLAG-DES</i> into Col                                                                                              |
| <i>HAC1:HA</i> in <i>npr1-1</i>                                    | By crossing <i>HAC1:HA</i> with <i>npr1-1</i>                                                                                                    |
| <i>HAC1:HA</i> in <i>tga2 tga5 tga6</i>                            | By crossing <i>HAC1:HA</i> with <i>tga2 tga5 tga6</i>                                                                                            |
| <i>HAC1:HA 35S::NPRI:GFP</i>                                       | By crossing <i>HAC1:HA</i> with <i>35S::NPRI:GFP</i> in <i>npr1-1</i>                                                                            |
| <i>HAC1:HA 35S::NPRI:GFP</i> in <i>tga2 tga5 tga6</i>              | By crossing <i>HAC1:HA 35S::NPRI:GFP</i> with <i>tga2 tga5 tga6</i>                                                                              |
| <i>HAC1:HA NPRI:GFP</i>                                            | By crossing <i>HAC1:HA</i> with <i>NPRI:GFP</i> in <i>npr1-1</i>                                                                                 |
| <i>35S::NPRI:GFP</i> in <i>hac1-2 hac5-2</i>                       | By crossing <i>35S::NPRI:GFP</i> with <i>hac1-2 (+/-) hac5-2 (-/-)</i> and PCR-based genotyping in the following generations                     |
| <i>35S::NPRI:GFP TGA2:FLAG</i> in <i>hac1-2 (+/-) hac5-2 (-/-)</i> | By crossing <i>35S::NPRI:GFP</i> in <i>hac1-2 (+/-) hac5-2 (-/-)</i> with <i>TGA2:FLAG</i> and PCR-based genotyping in the following generations |
| <i>35S::NPRI:GFP TGA2:FLAG</i> in <i>hac1-2 (-/-) hac5-2 (-/-)</i> | By crossing <i>35S::NPRI:GFP</i> in <i>hac1-2 (+/-) hac5-2 (-/-)</i> with <i>TGA2:FLAG</i> and PCR-based genotyping in the following generations |
| <i>npr1-1 hac1-2 hac5-2</i>                                        | By crossing <i>npr1-1</i> with <i>hac1-2 (+/-) hac5-2 (-/-)</i>                                                                                  |
| <i>tga2 tga5 tga6</i>                                              | By crossing <i>tga2 tga5</i> with <i>tga6</i>                                                                                                    |

**Supplementary Table S2.** Primers used for *HAC1:HA*, *NPR1:GFP*, and *TGA2:FLAG* constructs.

| Name                  | Sequence                                    |
|-----------------------|---------------------------------------------|
| HAC1-gate-F           | 5'-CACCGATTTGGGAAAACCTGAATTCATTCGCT-3'      |
| HAC1-R7               | 5'-ACCTGAGCCCCCAGCGACTTCTGCAGCTC-3'         |
| NPR1 ORF-F (NdeI)     | 5'-CACCCATATGGACACCACCAT TGATGGATTCG-3'     |
| NPR1 ORF-R (w/o stop) | 5'-CCGACGACGATGAGAGAGTTT-3'                 |
| NPR1 P-F (NotI)       | 5'-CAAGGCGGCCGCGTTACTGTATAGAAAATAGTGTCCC-3' |
| NPR1 P-R (NdeI)       | 5'-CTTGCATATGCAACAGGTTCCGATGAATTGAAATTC-3'  |
| TGA2 ORF-F (NdeI)     | 5'-CACCCATATGGCTGATACCAGTCCGAGAAC-3'        |
| TGA2-R (w/o stop)     | 5'-CTCTCTGGGTCGAGCAAGCCATAAGG-3'            |
| TGA2 P-F (NotI)       | 5'-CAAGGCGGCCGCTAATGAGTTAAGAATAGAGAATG-3'   |
| TGA2 P-R (NdeI)       | 5'-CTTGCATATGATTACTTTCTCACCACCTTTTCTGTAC-3' |

**Supplementary Table S3.** Primers used for Yeast-Two-Hybrid constructs.

| Name                      | Sequence                                      |
|---------------------------|-----------------------------------------------|
| NdeI-NPR1-F               | 5'-TGCATATGGACACCACCATTGATGGATTCG-3'          |
| BamHI-NPR1-R              | 5'-CAGGATCCCCGACGACGATGAGAGAGTTT-3'           |
| BamHI-NPR1-ANK-R          | 5'-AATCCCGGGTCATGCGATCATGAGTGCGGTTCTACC-3'    |
| NdeI-NPR1 $\Delta$ 370-F  | 5'-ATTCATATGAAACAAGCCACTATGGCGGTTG-3'         |
| NdeI-NPR1 $\Delta$ 513-F  | 5'-ATTCATATGGCAGTGCTCGACCAGATTATG-3'          |
| NPR1-Stop-R               | 5'-TCACCGACGACGATGAGAGAGTTTACGG-3'            |
| NdeI-HAC1-F               | 5'-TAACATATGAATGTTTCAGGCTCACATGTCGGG-3'       |
| Sall-HAC1-Stop-R          | 5'-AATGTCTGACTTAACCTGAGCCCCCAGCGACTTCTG-3'    |
| SmaI-HAC1-N-F             | 5'-CGCCCGGGTATGTCGGGGCAGGTTTCAAAC-3'          |
| Sall-HAC1-N-R             | 5'-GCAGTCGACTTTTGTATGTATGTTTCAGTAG-3'         |
| NcoI-HAC1-C1-F            | 5'-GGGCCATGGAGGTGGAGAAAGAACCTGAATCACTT-3'     |
| BamHI-HAC1-C1-R           | 5'-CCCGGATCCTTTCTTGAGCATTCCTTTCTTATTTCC-3'    |
| NcoI-HAC1-C2-F            | 5'-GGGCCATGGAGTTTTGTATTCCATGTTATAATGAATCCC-3' |
| BamHI-HAC1-C2-R           | 5'-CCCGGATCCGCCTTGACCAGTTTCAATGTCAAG-3'       |
| NcoI-HAC1-C3-F            | 5'-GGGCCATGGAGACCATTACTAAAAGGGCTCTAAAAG-3'    |
| BamHI-HAC1-C3-R           | 5'-CCCGGATCCTTAACCTGAGCCCCCAGCGA-3'           |
| NdeI- TAZ <sup>N</sup> -F | 5'-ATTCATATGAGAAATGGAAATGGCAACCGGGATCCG-3'    |
| TAZ <sup>N</sup> -R       | 5'-TCACTGTTGCTGTAGGTAGGCCTTCACAGG-3'          |
| NdeI- TAZ <sup>C</sup> -F | 5'-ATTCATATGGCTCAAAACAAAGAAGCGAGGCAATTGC-3'   |
| TAZ <sup>C</sup> -R       | 5'-TCATCTCAGATGCTCCTTTAGGTCCCTGC-3'           |

**Supplementary Table S4.** Primers used for RT-qPCR analyses.

| Gene             | Name   | Sequence                           |
|------------------|--------|------------------------------------|
| <i>UBQ10</i>     | qUBQ-F | 5'-GGCCTTGTATAATCCCTGATGAATAAG-3'  |
|                  | qUBQ-R | 5'-AAAGAGATAACAGGAACGGAAACATAGT-3' |
| <i>Tubulin</i>   | TUB-F  | 5'-GTGGTAGTGAAGAATCAAGAGCACC-3'    |
|                  | TUB-R  | 5'-GAACCCTAAAGTTCTCAGGCTCCAC-3'    |
| <i>PR1</i>       | qPR1-F | 5'-GCCGTGAACATGTGGGTTAG-3'         |
|                  | qPR1-R | 5'-GGCACATCCGAGTCTCACTG-3'         |
| <i>PR2</i>       | qPR2-F | 5'-GATCGTTGGAAATCGTGGTG-3'         |
|                  | qPR2-R | 5'-TAGCTTTCCCTGGCCTTCTC-3'         |
| <i>AT1G13340</i> | F      | 5'-CTCAAGCCATCTCTGATGTCAC-3'       |
|                  | R      | 5'-TCGAGAGTGTTTTGGTCTTTGA-3'       |
| <i>AT1G21310</i> | F      | 5'-GTCTCCAATGGCCTCTTTAGTG-3'       |
|                  | R      | 5'-GGTGGTGGAGGAGAAGAATAGA-3'       |
| <i>AT1G33960</i> | F      | 5'-TTATCGACTTGGTCAGAAAGCA-3'       |
|                  | R      | 5'-TTCTGAATGCCCTTTTGATTCT-3'       |
| <i>AT1G35230</i> | F      | 5'-TACTGAATCTCCACCAGCTCCT-3'       |
|                  | R      | 5'-ACGAGGGAGACTCTGCTAACTG-3'       |
| <i>AT1G68620</i> | F      | 5'-ATGGACCAGTCGTAGACGAAGT-3'       |
|                  | R      | 5'-GGGTAGTGAGGGATCAACACAT-3'       |
| <i>AT1G75040</i> | F      | 5'-TGCTTAAGGTCATGGATCAGAA-3'       |
|                  | R      | 5'-CAAGTTTCCGGCTTATCGTTAG-3'       |
| <i>AT2G13810</i> | F      | 5'-CTGGTTATGTTGCATCCAGAAA-3'       |
|                  | R      | 5'-AACGTGGACTACCATCTTCGAT-3'       |
| <i>AT2G24850</i> | F      | 5'-GAAAGACCATTTTGTTCCTAAC-3'       |
|                  | R      | 5'-TGGGTGCGTAAGAGTTAGCC-3'         |
| <i>AT2G26400</i> | F      | 5'-ATATGAAGGCAATGCGTCTTTT-3'       |
|                  | R      | 5'-TGGACACACCTCACATAAGTCC-3'       |
| <i>AT3G03470</i> | F      | 5'-AGAAGGAGGGAAGAAGAGGAAA-3'       |
|                  | R      | 5'-TCTGGATACTTCACCATGATCG-3'       |
| <i>AT3G22910</i> | F      | 5'-CCCTCGTTCTCTTTCATACACC-3'       |
|                  | R      | 5'-CTAAGCCATTAGGACCACCAAG-3'       |
| <i>AT3G26170</i> | F      | 5'-GAAAAGATCGAAGAGCTCGTGT-3'       |
|                  | R      | 5'-CGTTGAGTCTCTTGTGTTGTCC-3'       |
| <i>AT3G28510</i> | F      | 5'-TGTGAAGGTGAAGTGGTATTTCG-3'      |
|                  | R      | 5'-GGTGTGCGCTATGGAACTAAG-3'        |
| <i>AT3G45860</i> | F      | 5'-CGCTTCATACTCTACCGGATTC-3'       |
|                  | R      | 5'-TTACGGCAAACCTTCTTGTGAGA-3'      |
| <i>AT3G51860</i> | F      | 5'-TTCCATGCAAACTCTCAAGAA-3'        |
|                  | R      | 5'-TTGTAAGAATTGGCAAGAATGG-3'       |
| <i>AT4G04500</i> | F      | 5'-GTTTGGCAGAGATTCCAAAAAC-3'       |
|                  | R      | 5'-TGTGTCTTCAATCACATGTTCG-3'       |
| <i>AT4G10500</i> | F      | 5'-ACTCCATTGCTTTCCCATAGAA-3'       |

---

|                  |   |                                |
|------------------|---|--------------------------------|
|                  | R | 5'-CTCTGAGATGGCCTCAAGAAGT-3'   |
| <i>AT4G23310</i> | F | 5'-GCCTCCTCTAGCTACTCCAGTG-3'   |
|                  | R | 5'-CACAGTTATGGCAAACCTTCTGG-3'  |
| <i>AT5G01600</i> | F | 5'-CTCCTAAGCCACTACTCCCTCA-3'   |
|                  | R | 5'-ATGTTGTTTGTGTCCACCGTAG-3'   |
| <i>AT5G24200</i> | F | 5'-CCCAACTCGATAGTACCTCCAC-3'   |
|                  | R | 5'-GAAGGCGATACGAATGTTAAGC-3'   |
| <i>AT5G64000</i> | F | 5'-GGAGCTCCAACCTGATAAACTG-3'   |
|                  | R | 5'-GAGAGCTGGTGTACGATTCTC-3'    |
| <i>AT5G64510</i> | F | 5'-GAAGTCAAGGTTTCTGGGTTTG-3'   |
|                  | R | 5'-GTATTCCCATCGGTTACATCT-3'    |
| <i>AT1G09560</i> | F | 5'-TTCCAGAAGAACAATGGTGATG-3'   |
|                  | R | 5'-CAAGATGTTGTCAGGAACAGGA-3'   |
| <i>AT1G15520</i> | F | 5'-TTGATCGTCTCAGGAAAGGAAT-3'   |
|                  | R | 5'-CCATTTGATGAGCCTCTCTAGC-3'   |
| <i>AT1G21240</i> | F | 5'-GAAGTCCCCTTGTTGGTCTATG-3'   |
|                  | R | 5'-AGAGTTCCAGCGACTTCTATCG-3'   |
| <i>AT1G51660</i> | F | 5'-CCTCTTCCTCTCCACCTACTT-3'    |
|                  | R | 5'-TCCGATACGGTTACCTCTCACT-3'   |
| <i>AT2G13790</i> | F | 5'-TGAAGAAGACCCAGAGGTCAT-3'    |
|                  | R | 5'-CCAAAACCACCTCTACCCAATA-3'   |
| <i>AT2G47130</i> | F | 5'-AGCTTTCTCGACTTGAATCTGG-3'   |
|                  | R | 5'-GCTGGTCGTACATACGATTGAC-3'   |
| <i>AT3G23120</i> | F | 5'-GCCAACTTAACCAAGCTTTCTC-3'   |
|                  | R | 5'-GGATTTGAAGTGATTGGAGGAG-3'   |
| <i>AT3G51440</i> | F | 5'-CACTCTCTACCAACTCGACACG-3'   |
|                  | R | 5'-ATTGAGAAGACCGACTCCGATA-3'   |
| <i>AT3G60420</i> | F | 5'-GGCCTTTAGAAGTGGTCAGAGA-3'   |
|                  | R | 5'-GACATAGCAATGGGATCGAAAT-3'   |
| <i>AT4G13510</i> | F | 5'-GCCTCTGCTGACTACTCCAAC-3'    |
|                  | R | 5'-AAACCCGGTTAAGAAAGAGGAA-3'   |
| <i>AT4G18250</i> | F | 5'-CTATGCTCCATCGACTCAACAG-3'   |
|                  | R | 5'-ACCGTACTCAACACTGATGGTG-3'   |
| <i>AT2G23170</i> | F | 5'-GGGATCAACTTGAAACCAATGT-3'   |
|                  | R | 5'-TAGCTCCACAAGTTCGGATTTT-3'   |
| <i>AT4G23810</i> | F | 5'-AGATGTTACCAAAGTGGTCAGAAA-3' |
|                  | R | 5'-TAACTCCTTGGGAATTTGGCGCCT-3' |
| <i>AT5G01850</i> | F | 5'-TACCAAGGAAGGTATGGTCGTC-3'   |
|                  | R | 5'-ATATTGACCTCACGGACGAAAC-3'   |
| <i>AT5G08380</i> | F | 5'-GGTCGAGTCTTCGAGATCAGTT-3'   |
|                  | R | 5'-ATGTTGCAGCTAAAATGGTTCC-3'   |
| <i>AT5G08760</i> | F | 5'-AGGTACTCGGATTCTCCTCGAT-3'   |
|                  | R | 5'-GCCTTTTCCTTTGGTTGAGTTA-3'   |

---

|                  |       |                               |
|------------------|-------|-------------------------------|
| <i>AT5G17060</i> | F     | 5'-GTGGTGGATTTCCTTAGATCGAG-3' |
|                  | R     | 5'-CTCTCATGTCCTGTTTGTTC-3'    |
| <i>AT5G22060</i> | F     | 5'-ATGATCAATATGGGGAAGATGC-3'  |
|                  | R     | 5'-CCACCACTACCAAAGAAGGAAG-3'  |
| <i>AT5G44568</i> | F     | 5'-AACAAAGGAACAAATTGCGTTT-3'  |
|                  | R     | 5'-CCTTTATCTTTAGGCGATGCAG-3'  |
| <i>AT5G48540</i> | F     | 5'-GACGCTTGTCTCAAAGACTCCT-3'  |
|                  | R     | 5'-TCCTCTACATTGAGCAAGTCCA-3'  |
| <i>AT5G54610</i> | F     | 5'-CTCAATCGGGTAGTGTTGATGA-3'  |
|                  | R     | 5'-TGGAGAGGTGTGTGGATGATAG-3'  |
| ERF1             | qRT F | 5'-ATTCTTTCTCATCCTCTTCTTCT-3' |
|                  | qRT R | 5'-CGAATCTCTTATCTCCGCCG-3'    |
| ERF2             | qRT F | 5'-GGTTTGGTTAGGGACGTTTG-3'    |
|                  | qRT R | 5'-TCAACTTCCCGTTTTTCAGACGA-3' |
| VSP2             | qRT F | 5'-TTCTATGCCAAAGGACTTGC-3'    |
|                  | qRT R | 5'-GGAGTCCAGGGGTTGATGCT-3'    |
| CHIB             | qRT F | 5'-GGATGACTGCTCAGCCTCCC-3'    |
|                  | qRT R | 5'-TCCACCGTTAATGATGTTCG-3'    |
| ICS1             | qRT F | 5'-CATTGATCTATGCGGGGACA-3'    |
|                  | qRT R | 5'-TGGACAAAAGCTCGTACCTGA-3'   |
| EDS5             | qRT F | 5'-CCACTCTCTCAAACGGCTCA-3'    |
|                  | qRT R | 5'-ACCGCTGTTCCGATAACTCC-3'    |
| PAD4             | qRT F | 5'-GCAAGCAAAAGAGTGGTTGG-3'    |
|                  | qRT R | 5'-TCGTCACCAATGTATTCGCA-3'    |
| GDG1             | qRT F | 5'-CAAATTTGCTGGCTTGTATAGG-3'  |
|                  | qRT R | 5'-CCTCTCCCTCTTTGGTATCTAC-3'  |

**Supplementary Table S5.** Primers used for ChIP assays.

| Locus   | Name   | Sequence                         |
|---------|--------|----------------------------------|
| UBQ11   | ChIP-F | 5'-TCAGTATATGTCTCGCAGCAAACATC-3' |
|         | ChIP-R | 5'-GACGACTCGGTCGGTCACG-3'        |
| ACTIN2  | ChIP-F | 5'-GATCCGTTTCGCTTGATTTTGC-3'     |
|         | ChIP-F | 5'-ACAAGCACGGATCGAATCACA-3'      |
| PR1-P2  | P2-F   | 5'-ATGGGTGATCTATTGACTGTTT-3'     |
|         | P6-R   | 5'-ATCACTCTTGCCATGGCTG-3'        |
| PR1-P3  | P3-F   | 5'-GCCAAACTGTCCGATACGATT-3'      |
|         | P7-R   | 5'-TGTCATTCAAGTTGTTTTGTGTTTTT-3' |
| PR1-P4  | P8-F   | 5'-ACGTGAGATCTATAGTTAAC-3'       |
|         | P5-R   | 5'-CGATTAAAAATCGAGAATAGCCAG-3'   |
| PR1-P5  | QRT-F  | 5'-GCCGTGAACATGTGGGTTAG-3'       |
|         | QRT-R  | 5'-GGCACATCCGAGTCTCACTG-3'       |
| PR2-P1  | P4-F   | 5'-CCCCAGGCTTGGCTCTATAA-3'       |
|         | P1-R   | 5'-GGCTAAGCTCCTTGATTCAGAC-3'     |
| PR2-P2  | P5-F   | 5'-GACGTACGATTAACGGCCAA-3'       |
|         | P5-R   | 5'-TATGATGAATCGCCCAAACC-3'       |
| PR2-P3  | P6-F   | 5'-ATCATGAAGGGGGAAAACGA-3'       |
|         | P6-R   | 5'-TTGGCTTGTGGGTCTAAGGA-3'       |
| ICS1-P2 | P2-F   | 5'-GCCTAAGTGGGTTTCCTAGCA-3'      |
|         | P2-R   | 5'-GTGGATTCTCTTTCTAAGCGG-3'      |
| ICS1-P3 | P3-F   | 5'-AAAGTGCAAACCGCTTCCGT-3'       |
|         | P3-R   | 5'-CATGAATCATTTACTTGGTC-3'       |
| EDS5-P2 | P2-F   | 5'-GGTGTGTTTCGGTGACTTTTG-3'      |
|         | P2-R   | 5'-CACTTGTGAAAATCTTTTGTCC-3'     |
| EDS5-P4 | P4-F   | 5'-CCTTTTGGGAAAATTGTCGTC-3'      |
|         | P4-R   | 5'-GAGACAATGAAAAAGACTTCTATTG-3'  |
| PAD4-P1 | P1-F   | 5'-CCATTCCGATTACATAGGAT-3'       |
|         | P1-R   | 5'-GTAGAGAGTTGCAGAACGATGATG-3'   |
| PAD4-P2 | P2-F   | 5'-TAGTAGAGGTAGACCACAAC-3'       |
|         | P2-R   | 5'-TTAATCATTGTGTGTAGAGG-3'       |

---

|           |   |                                      |
|-----------|---|--------------------------------------|
| AT1G13340 | F | 5'-CGTAACGCGTCTTCTCCTCT-3'           |
|           | R | 5'-TGAGAGAGTCTGGCTTGACG-3'           |
| AT1G21310 | F | 5'-TGAGAGTCGGAGAGACCAACA-3'          |
|           | R | 5'-TTGCCACTAAAGAGGCCATT-3'           |
| AT1G75040 | F | 5'-GCA AAG AAA ATT CAG AGA ACC AA-3' |
|           | R | 5'-TTGTGATGAACACGAGGAAGA-3'          |
| AT3G26470 | F | 5'-TATGGAGATGTCACCTGTCACCTC-3'       |
|           | R | 5'-TCTCACCGGCGAAATAATCAGTG-3'        |
| AT4G04500 | F | 5'-TGCTACCACACCTAGTCAAGTCA-3'        |
|           | R | 5'-AAAAGTCGCCGTAGCAAATG-3'           |
| AT4G13890 | F | 5'-TGGAATAACTTGCTAAAGGCATCA-3'       |
|           | R | 5'-GACGAAGTCAAGATGCGTGTTTCCC-3'      |
| AT4G23310 | F | 5'-TTCCACAGTGCAACAAGACC-3'           |
|           | R | 5'-TGGGACAGCTGTGGTATCTG-3'           |
| AT5G45090 | F | 5'-GATTGAGAGATTAAGAGAGAGCTTT-3'      |
|           | R | 5'-CCTCCGCCTTCTTGTTTCTCCAGT-3'       |
| AT5G64000 | F | 5'-AGATGGTTTGCACCAACTCC-3'           |
|           | R | 5'-TTGTTACCTGGCTGAGACGA-3'           |

---

# Supplementary material for: Salicylic acid-induced transcriptional reprogramming by the HAC–NPR1–TGA histone acetyltransferase complex in Arabidopsis
**Source:** Nucleic Acids Res. 2018 Sep 17;46(22):11712–25. doi: 10.1093/nar/gky847
**Supplement:** Supplementary Data

## SUPPLEMENTARY DATA

**Supplementary Figure S1.** HAC1/5 regulate pathogen-induced *PR2* transcription and histone acetylation.

**Supplementary Figure S2.** Direct targeting of HAC1, NPR1, and TGA2 to *PR2* chromatin.

**Supplementary Figure S3.** HAC1 and NPR1 are targeted to the *PR1* and *PR2* loci in a pathogen-dependent manner.

**Supplementary Figure S4.** NPR1 enrichment within *PR1* chromatin in *35S::NPR1:GFP npr1-1* plants either treated with INA or not.

**Supplementary Figure S5.** TGA2:FLAG forms a complex with NPR1:GFP *in vivo*.

**Supplementary Figure S6.** Adult phenotypes of Col, *npr1-1*, *hac1-2 hac5-2*, and *npr1-1 hac1-2 hac5-2* mutant plants.

**Supplementary Figure S7.** Subcellular localization of HAC1, NPR1, and TGA2/5.

**Supplementary Figure S8.** *In vivo* interactions among HAC1, NPR1, and TGA2/5.

**Supplementary Figure S9.** *In vivo* interactions among HAC1, NPR1, and TGA2/5 in Col, *HAC1:HA NPR1:GFP*, and *HAC1:HA npr1-1* plants without or with pathogen infection.

**Supplementary Figure S10.** Interaction between HAC1 and NPR1 in yeast.

**Supplementary Figure S11.** Role of HAC1/5 in TGA2 and NPR1 targeting to *PR1* or *PR2* chromatin.

**Supplementary Figure S12.** Fractionation of the HAC-NPR1-TGA complex using *35S::NPR1:GFP* transgenic plants in WT or *hac1-2 hac5-2* background.

**Supplementary Figure S13.** RT-qPCR analysis of randomly selected 22 Group 1-gene expression in Col, *npr1-1*, and *hac1-2 hac5-2* treated with INA or not.

**Supplementary Figure S14.** RT-qPCR analysis of randomly selected 21 Group 2-gene expression in Col, *npr1-1*, and *hac1-2 hac5-2* treated with INA or not.

**Supplementary Figure S15.** RT-qPCR analysis of defense-related gene expression in Col, *npr1-1*, and *hac1-2 hac5-2* plants.

**Supplementary Figure S16.** HAC1 and NPR1 enrichment within *ICS1*, *EDS5*, and *PAD4* chromatin before and after pathogen infection.

**Supplementary Figure S17.** Visualization and confirmation of H3Ac ChIP-seq data.

**Supplementary Table S1.** List of all transgenic or multiple-mutant plants used in this study.

**Supplementary Table S2.** Primers used for *HAC1:HA*, *NPR1:GFP*, and *TGA2:FLAG* constructs.

**Supplementary Table S3.** Primers used for Yeast-Two-Hybrid constructs.

**Supplementary Table S4.** Primers used for RT-qPCR analyses.

**Supplementary Table S5.** Primers used for ChIP assays.

**Supplementary Dataset S1.** List of genes showing differential expression as identified by RNA seq.

**Supplementary Dataset S2.** Lists of the Group 1 and Group 2 genes.

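Group 1 and Group 2 are lists of INA-induced genes divided by whether the INA-treated *hac1/5* library also fell below Col+INA, besides *npr1*+INA. Of the 584 genes that the paper's list gives for Group 1, 526 were in Group 1 by the test on the deposited reads 22 were in Group 2, 26 did not pass as INA-induced, and 10 were INA-induced but in neither group, 8 of them lower in *hac1/5*+INA only. No gene outside the list was in Group 1 by that test. With the FDR of the authors' deposited tables in place of that of the binomial test, all 584 listed genes were in Group 1. The copy of the Group 2 list used here is shortened and holds 1997 genes, against the 2158 that the paper states, so its overlap was not computed.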

**Supplementary Dataset S3.** H3Ac peak calling by using MACS2.

**Supplementary Dataset S4.** Differential peaks identified by using MACS2 bdgdiff.

**Supplementary Dataset S5.** Annotation of differential peaks by using PAVIS.

**Supplementary Dataset S6.** List of the further selected Group 1 genes.

How the deposited data were processed for this re-analysis (not part of the article)

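RNA-seq was made from leaves of 4-week-old Col, *npr1* and *hac1/5* plants treated for 12 h with water or 300 µM INA. The RNA of 3 experiments was combined before sequencing, so each condition has 1 library. Reads and RPKM of 4 of the 6 conditions were used (Col, Col+INA, *npr1*+INA and *hac1/5*+INA), and the water-treated mutants were not analysed here. ChIP-seq data were not analysed here, apart from the paper's own list of further selected genes with and without an H3Ac increase.

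The authors aligned the reads with SOAPaligner/soap2, allowing up to 2 mismatches, and counted them on gene models. The paper's text names neither the version of the genome and annotation nor how reads that fit several gene models were counted. The authors deposited 3 tables, each comparing 2 libraries, with the read count of each gene model as whole numbers that were not normalized. The deposited RPKM values are these counts scaled by the length of the gene model and by the sum of reads counted on gene models, and recomputing them gave a largest difference of 5.8e-08 on the log2 scale. The deposited log2 ratio is the log2 of the ratio of both RPKM values, with 0.001 in place of an RPKM of 0. The deposited p-value and FDR come from a test by the authors that compares 1 library with 1 library and that the paper's text does not name. Gene names, descriptions, coordinates and gene ontology terms were taken from the deposited tables. In these tables 0 columns of values per sample belonged to no sample.

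The tables were joined by gene model, which gave 25931 gene models of 22183 genes, 3272 of them with more than 1 gene model listed. Library totals were 6920927 reads in Col, 7146973 in Col+INA, 6698569 in *npr1*+INA and 6944614 in *hac1/5*+INA. Without replicates, tests that estimate the variation between samples could not be used. Each gene model was tested by a two-sided exact binomial test on the reads of 2 libraries, conditional on their sum, with Benjamini-Hochberg adjustment over the gene models of the table. The test compares the libraries and not the conditions, and its confidence intervals (95%, Clopper-Pearson) cover counting error only. INA-induced genes had a log2 ratio of RPKM of at least 1 for Col+INA over Col and an FDR of at most 0.2, the thresholds of Figure 6A and Supplementary Dataset S2. Genes were called lower in a mutant at a log2 ratio of at most -1 and an FDR of at most 0.2. The further selected genes had ratios of at least 2 and at most -2 with an FDR of at most 0.05. A gene was counted when any of its gene models passed. Shares of genes have Wilson confidence intervals. Folds against a library with 3 reads or fewer are lower bounds computed against 3 reads, and medians over gene lists use counts of at least 3.

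Gene lists and gene ontology terms were compared with 10000 random lists of the same size, matched on mean expression in 10 bins. Comparisons that share the Col+INA library were set beside 100 sets of simulated libraries in which the INA-treated libraries did not differ. These were simulated with counting error alone and with biological coefficients of variation of 0.2 and 0.4. A value of 0.249 was added after seeing the data. The interquartile range of the ratios between Col+INA and *hac1/5*+INA gives it, over 9972 gene models with a mean of at least 50 reads. Genes named in the text are those the paper names or plots and, in each group, the 3 genes with the largest INA induction and at least 10 reads in every library. These rules and the alternatives below were set before the data were examined. Genes chosen after their values were seen are said to be so in the text.

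The alternatives were an FDR threshold of 0.01, the FDR of the authors' deposited tables, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, log2(RPKM + 1), filters of at least 10 reads in at least 1 library or a mean RPKM of at least 1, edgeR's TMM factors and DESeq2's size factors as library scaling, a log2 ratio threshold of 1.5, dependence defined against Col in place of Col+INA, and, chosen after seeing the data, reads summed over the gene models of each gene. Data were simulated with 200 gene models, each with a mean of at least 20 reads, changed 4-fold. With counting error only, the binomial test recovered 195 (97.5%) with 6 other calls among 23779 gene models. Under a variation of 0.2, edgeR's exact test with that same variation recovered 174 (87.0%) with 27 other calls among 23807 gene models. The binomial test was not run under variation, and neither 2-fold changes nor genes with fewer reads were changed, so these numbers do not measure errors of the main calls. Of 40 simulated unchanged lists, 37 lay within the central 95% of random lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used, edgeR and DESeq2 for the alternatives only.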

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

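The results below concern genes or comparisons that the paper does not discuss. The tests on the median of all gene models and on the libraries other than Col+INA for the repressed genes, those on the shared library and on the spread between Col+INA and *hac1/5*+INA for the repressed genes higher in *hac1/5*+INA, and those on INA treatment and *PHO1* for the phosphate starvation genes, were chosen only after the results were seen, and the test of library scaling for the genes higher in *hac1/5*+INA was read more cautiously once its value was seen. With 1 library per condition and no water-treated mutant analysed, no pattern here has a replicate.

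The paper reports the genes raised by INA. By the same thresholds, 2398 genes were lower in Col+INA than in Col, and this number depends on the scaling of the libraries, with 2881 genes with edgeR's TMM factors and 2963 with DESeq2's size factors. The most abundant in Col, chosen after their values were seen, were *CAB1* (187650 reads in Col, 51396 in Col+INA), *LHCA4* (65900 and 33125) and *LHCB3* (48720 and 22960), which encode light-harvesting proteins. If a few strongly induced genes had taken the reads of the Col+INA library, most other genes would have fallen with them, but the median log2 ratio of all gene models with a mean of at least 10 reads was 0.17. A fault of the Col+INA library alone would leave no trace between the other libraries, but 90.2% of the 2398 genes were lower in *hac1/5*+INA than in *npr1*+INA, against 43.7% of all gene models. This does not hold for the other 236 genes, which include *CAB1* (14044 CPM in *npr1*+INA and 20325 in *hac1/5*+INA), *LHCA4* (5516 and 7801) and *LHCB3* (4528 and 5492), for which Col had 27113, 9522 and 7040 CPM. These 3 genes and others, 133 of the 236 in all, were lower than Col in both mutants too, which a fault of the Col+INA library alone would not give, but genes selected for a high value in Col tend to be lower in any other library. For the 236 genes as a set, such a fault and repression by INA therefore cannot be told apart with 1 library. A candidate explanation for the genes lower in *hac1/5*+INA than in *npr1*+INA is repression by INA, as a hypothesis found and tested on the same libraries.

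Of the 2398 genes, 1685 (70.3%, 95% Wilson confidence interval 68.4 to 72.1%) were higher in *npr1*+INA than in Col+INA, and 411 (17.1%, 15.7 to 18.7%) were higher in *hac1/5*+INA. These shares resemble those of the INA-induced genes with the opposite sign. Since genes selected for a low value in Col+INA tend to be higher in any other library, unchanged libraries were simulated, and these gave at most 26.3% even with a biological coefficient of variation of 0.4. The shared Col+INA library therefore does not account for the share in *npr1*+INA. For *hac1/5*+INA, unchanged libraries gave 7.46 to 10.7% with a variation of 0.249 and 20.8 to 26.6% with one of 0.4, the first below and the second above the observed share. The 0.249 comes from gene models with a mean of at least 50 reads, while the 2398 genes had a median of 24 reads in Col+INA. Of these genes, 756 had under 10 reads there. Chance differences of that size do not give the share in *hac1/5*+INA, but whether genes with fewer reads vary as little was not tested. For genes that vary more, the shared library and an effect of *hac1/5* cannot be told apart. Whether NPR1 is needed for the repression may be asked of replicated libraries, and here it is a hypothesis.

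In *hac1/5*+INA, 176 of the INA-induced genes were higher than in Col+INA, among them AT5G03350, with 14075 reads in Col+INA and 32464 in *hac1/5*+INA, and *PAD3* (0 reads in Col, 512 in Col+INA, 3 in *npr1*+INA and 2412 in *hac1/5*+INA), the second chosen after its values were seen. Unchanged libraries with the variation of 0.249 that the spread between Col+INA and *hac1/5*+INA gives had at most 108 such genes, and with a variation of 0.4 they had a median of 225.5. With edgeR's TMM factors the number fell to 130, between the simulated and the observed number, so the scaling of the *hac1/5*+INA library and an effect of *hac1/5* cannot be told apart for part of these genes. Both remain open.

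Genes that respond to phosphate starvation stood out in *hac1/5*+INA. A list of 12 such genes, put together after some of them were seen among the most raised genes, had a median log2 ratio of 2.51 for *hac1/5*+INA over Col+INA, and all 12 had a ratio above 1, against a central 95% of -0.31 to 0.33 for the medians of matched random lists. *PS2* (AT1G73010) had 125 reads in Col, 123 in Col+INA, 35 in *npr1*+INA and 2713 in *hac1/5*+INA, and *PHT1;4* (AT2G38940) had 114, 79, 44 and 1139. The scaling of the library does not explain this, since with edgeR's TMM factors the median was 2.41. A response to INA as in Col does not either, since the median for Col+INA over Col was -0.39. A response to INA that occurs only in *hac1/5* was not tested, since water-treated *hac1/5* was not analysed. A second list was written before its values were looked at, but of its 16 genes in the tables only 4 had a mean of at least 10 reads. Their median of 0.68 was at the 96.3rd percentile of matched random lists, inside the central 95%. Over Col the median of these 4 genes was 2.03 (percentile 99.2) and over *npr1*+INA it was 3.34 (percentile 99.99), both above the central 95%, but these ratios also hold the response of the 4 genes to INA, with medians of 0.70 for Col+INA over Col and -1.33 for *npr1*+INA over Col+INA. The list was to be judged by the ratio to Col+INA, and 4 genes in 1 library are too few to decide whether the plants of that library had a phosphate starvation response. Among the genes under that limit, *IPS1* had 27 reads in *hac1/5*+INA, *MGD3* 14, *PAP24* 12 and *PHT1;9* 11, each with at most 1 read in the others, while *RNS1* had 23 reads in Col+INA and at most 2 in the others. *PHO1* (AT3G23430), chosen after its values were seen, had 684 reads in Col, 432 in Col+INA, 203 in *npr1*+INA and 42 in *hac1/5*+INA, a log2 ratio of -3.32 for *hac1/5*+INA over Col+INA. Low *PHO1* expression in *hac1/5* may be a cause of the pattern, a consequence of it or unrelated, and this cannot be told apart from the growth of the plants with 1 library.

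Cytosolic ribosomal protein genes were higher in *npr1*+INA than in Col, with a median log2 ratio of 0.66 over 268 genes and 260 of them above 0. The central 95% of matched random lists was 0.02 to 0.15. With edgeR's TMM factors the median was 0.57, so the scaling of the *npr1*+INA library does not explain it. Against Col+INA the median was 0.28, and Col+INA over Col gave 0.41, while the 0.31 of *hac1/5*+INA over Col lay inside the random lists. Differences in the growth of the plants and effects of INA that are stronger without NPR1 both stay open, the first untested.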

How the results depend on the processing

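No paired analysis was possible because each condition has 1 library. The direction of the results was the same in every alternative that was run: more INA-induced genes were lower in *npr1*+INA than in *hac1/5*+INA, and Group 2 was larger than Group 1. Numbers of genes are called changed when they moved by more than 1.5 times, and shares when they left the 95% confidence interval of the main value.

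The assumed variation between samples moved the numbers of genes in Group 1 and Group 2 and the share for *hac1/5*+INA most. The share for *npr1*+INA moved most with DESeq2's size factors, and the number of panel genes in their group when dependence was defined against Col. With edgeR's exact test and a biological coefficient of variation of 0.4, 932 genes were INA-induced, 260 were INA-repressed, 43 were in Group 1, 644 were in Group 2, 20 were further selected and 25 of the 43 genes of the RT-qPCR panels were in their group. Then 73.7% of the INA-induced genes were lower in *npr1*+INA and 5.26% in *hac1/5*+INA, Group 1 made up 6.26% of the NPR1-dependent and 4.61% of the INA-induced genes, and Group 2 made up 69.1% of the INA-induced genes. With a variation of 0.2, the shares were 13.7% for *hac1/5*+INA, 16.2% and 11.7% for Group 1 and 60.7% for Group 2. A larger assumed variation removes calls by construction, and 1 library per condition cannot tell which variation applies. Of the 526 Group 1 genes, 98 moved to Group 2 under a variation of 0.2 and 208 under one of 0.4.

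At an FDR of 0.01, 73.8% of the INA-induced genes were lower in *npr1*+INA and 15.7% in *hac1/5*+INA, Group 1 made up 18.3% of the NPR1-dependent genes and Group 2 60.3% of the INA-induced genes. At a log2 ratio threshold of 1.5, which fewer genes pass, 2426 genes were INA-induced and 1391 INA-repressed, with 294 in Group 1 and 1368 in Group 2, and the shares were 68.5% for *npr1*+INA, 15.5% for *hac1/5*+INA, 17.7% for Group 1 among the NPR1-dependent and 12.1% among the INA-induced genes.

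With edgeR's TMM factors, 75.8% of the INA-induced genes were lower in *npr1*+INA and 21.2% in *hac1/5*+INA, and Group 1 made up 23.7% of the NPR1-dependent and 17.9% of the INA-induced genes. With DESeq2's size factors these shares were 75.9%, 21.7%, 24.4% and 18.5%. TMM factors moved the median log2 ratio of all gene models from 0.17 to 0.03 for Col+INA over Col and from 0.12 to 0.01 for *hac1/5*+INA over Col+INA. Of the genes that passed for Col+INA over Col, 60.4% were higher without these factors (3660 higher and 2398 lower), 51.8% with TMM factors (3096 and 2881) and 50.6% with DESeq2's (3037 and 2963). The excess of higher over lower genes thus nearly vanished with these factors. Of the genes that passed for *hac1/5*+INA over Col+INA, 43.8% were higher without these factors (1682 lower and 1309 higher), 33.4% with TMM factors (1916 and 963) and 32.7% with DESeq2's (1933 and 941).

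On the log2(RPKM + 1) scale, which shrinks the ratios of low genes, 1476 genes were INA-repressed and 85 further selected, and the shares were 74.2% for *npr1*+INA, 16.0% for *hac1/5*+INA, 18.4% for Group 1 among the NPR1-dependent genes and 60.6% for Group 2 among the INA-induced genes. With a mean RPKM of at least 1, they were 15.8% for *hac1/5*+INA, 18.2% and 13.1% for Group 1 and 58.9% for Group 2. When dependence was defined as being less than 2-fold above Col, 75.8% of the INA-induced genes depended on NPR1 and 21.3% on HAC1/5, Group 1 made up 23.6% of the NPR1-dependent and 17.9% of the INA-induced genes, and 18 of the 43 panel genes were in their group. Of the 526 Group 1 genes, 235 were then still in Group 1.

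The number of genes lower in both mutants in unchanged simulated libraries, 0 with counting error alone, was 63 with a variation of 0.2 and 655.5 with one of 0.4. With the variation between Col+INA and *hac1/5*+INA, chosen after seeing the data, it was 134.5. Of the biological process terms, 6 lay outside the random lists when terms had at least 20 genes, since fewer terms were then tested, and 7 when the groups were taken at an FDR of 0.01. The cause of the last change was not tested.

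The FDR of the authors' deposited tables, the filter of at least 10 reads in at least 1 library and reads summed over the gene models of each gene, the last chosen after seeing the data, left these numbers and shares within the limits above. Of 189 values of single genes under other scalings and log2(RPKM + 1), 187 kept their direction and their side of the FDR threshold of 0.2, and the other 2 concern *WRKY53* in *hac1/5*+INA, whose FDR fell below 0.2 with a log2 ratio of -0.15 with TMM and -0.16 with DESeq2's factors. Of 48 folds set beside RT-qPCR, 39 stayed within the confidence interval of the main value and 9 did not.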

Differences from the paper's values

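The numbers and shares that the paper's text states for Figure 6A, and the number of further selected genes, are within 1.5 times of those computed here. The paper's 584 Group 1 genes compare with 526, its 2158 Group 2 genes with 2086 and its 2742 NPR1-dependent genes with 2612. With the FDR of the authors' deposited tables the first 2 numbers were 584 and 2159.

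For 16 of the genes of Supplementary Figures S13 and S14 the bar of water-treated Col is tall enough to be read by eye, at 5% of its axis or more. This rule leaves out genes with a large ratio in the figure. For 7 of the 16 genes the ratio of Col+INA to Col differs from that of the reads by more than 1.5 times. The reads gave the higher ratio for 5 of them and the lower for 2. The bars are means of duplicates normalized to tubulin. The ratio of AT2G26400 was at least 434-fold here and about 2.8 in Supplementary Figure S13, that of AT3G03470 was 7.09-fold here and about 12 in Supplementary Figure S13, and that of AT3G26170 was 39.6-fold here and about 6 in Supplementary Figure S13. The ratio of AT3G23120 was 22.9-fold here and about 12 in Supplementary Figure S14, that of AT4G18250 was 30.0-fold here and about 15 in Supplementary Figure S14, that of AT5G01850 was 5.53-fold here and about 8.6 in Supplementary Figure S14, and that of AT5G08760 was 18.1-fold here and about 10 in Supplementary Figure S14. Of the alternatives set before the data were examined, log2(RPKM + 1) closed the gap for AT4G18250, at 13.8-fold, and none of log2(RPKM + 1), edgeR's TMM factors and DESeq2's size factors closed it for the other 6 genes. With TMM and DESeq2's factors 2 more genes differ, AT1G09560, at 4.11-fold and 4.06-fold here and about 6.5 in Supplementary Figure S14, read by eye, and AT5G48540, at 2.73-fold and 2.69-fold here and about 4.1 in Supplementary Figure S14, read by eye.

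The paper writes that Group 1 and Group 2 do not seem to differ in biological process, from a preliminary gene ontology analysis without significant differences. By another method, 11 of 81 biological process terms lay outside the central 95% of random lists here, against a median of 2 in the random lists themselves. The paper describes the criteria of the further selected genes as ratios of at most -2 in both mutants, and 22 of the 164 listed genes did not pass these criteria in the deposited reads. The same number of listed genes, 142, passed with the FDR of the authors' deposited tables.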

Other observations

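The tests on the RT-qPCR panels and on the spread between Col+INA and *hac1/5*+INA were chosen only after the results were seen, and the tests of the shared library and of expression level for H3Ac were read more cautiously once their values were seen.

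The genes of the RT-qPCR panels cover a narrow part of their groups, in Group 1 the genes with the lower ratios of *hac1/5*+INA to Col+INA and in Group 2 those with ratios near the middle of the group. The paper describes them as randomly selected. All 22 genes of Supplementary Figure S13 are also in the paper's list of further selected genes, and each had a log2 ratio of at most -2.04 for *hac1/5*+INA over Col+INA, a range that holds 40.5% of Group 1. In 10000 random draws of 22 Group 1 genes matched on mean expression, 0 stayed within that range, and at most 14 of the 22 genes did. In Supplementary Figure S14, leaving out AT4G23170, whose name differs from the primer table, the 20 genes lay between -0.15 and 0.13, a range that holds 20.6% of Group 2. Again 0 of 10000 matched draws stayed within it, and at most 13 of the 20 genes did. A random draw from each group is therefore not borne out by these reads. How the panels were chosen was not tested further, and no biological explanation was tested.

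The overlap of the genes lower in both mutants depends on how much the libraries vary. With the shared Col+INA library and a biological coefficient of variation of 0.4, unchanged libraries gave up to 744 genes lower in both, more than the 654 observed. With a variation of 0.249 they gave at most 185. This value corresponds to the spread between Col+INA and *hac1/5*+INA over 9972 gene models with a mean of at least 50 reads. It includes any true effect of *hac1/5*. A variation of 0.4 in all genes would also have given at least 1821 genes lower in *hac1/5*+INA, against the 1682 observed. Libraries that differ only by chance differences of the size seen in those gene models therefore do not give the overlap. Whether genes with fewer reads vary as little was not tested. Since *npr1*+INA was unchanged in these simulations too, 185 is no limit for a chance overlap of *hac1/5*+INA with the large difference of *npr1*+INA. Whether chance differences in *hac1/5*+INA account for the overlap was therefore not decided. For genes that vary more than the typical gene, the shared library stays open as well, with 1 library per condition.

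The 4 libraries form 2 pairs. Across 14681 gene models with a mean of at least 10 reads, Spearman's correlation was 0.958 between Col and *npr1*+INA and 0.937 between Col+INA and *hac1/5*+INA, and between 0.816 and 0.834 for the other pairs. The ratio of Col+INA to Col and that of *hac1/5*+INA to *npr1*+INA, which share no library, had a Spearman correlation of 0.702. These correlations are across genes, which are not independent replicates.

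Genes for which the tables list a gene model numbered 2 or higher had few reads, with a median of 38 over the 4 libraries against 226 for genes with only gene model 1 listed. If such genes were less expressed, genes that every cell uses would not show the gap, but cytosolic ribosomal protein genes had a median of 138 reads with gene model 2 or higher listed and of 1212 with only gene model 1, an 8.78-fold gap. *UBQ10*, chosen after its values were seen, had 26 reads over all gene models and libraries. Reads shared between the gene models of a gene may not have been counted, and the values fit this explanation. It limits the genes concerned: *TGA5* had 28 reads over the 4 libraries, *TGA6* 5 and *HAC1* 197, and *VSP2* had at most 2 reads on a gene model in any library. *TGA2*, for which only gene model 1 is listed, had 1 read, and the cause of its low count was not tested. Changes of *TGA2*, *TGA6* and *VSP2* were therefore not detectable in these counts.

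The further selected genes were also divided by the paper's own lists of 92 genes with an H3Ac increase and 72 genes without. The 72 genes had a median log2 ratio of Col+INA over Col of 3.12 and the 92 genes of 4.54. Among 10000 random divisions of the 164 genes, the median of the 72 genes was at percentile 0.01, so genes without an H3Ac increase may be those that INA induces less. Their median log2 RPKM in Col+INA was 3.48 against 4.34, at percentile 3.65, inside the central 95%, so lower expression stays open as an explanation. The ratio of *hac1/5*+INA over Col+INA had medians of -3.01 and -2.72.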
